# Stochastic variation of transcript abundance in C57BL/6J mice

**DOI:** 10.1186/1471-2164-12-167

**Published:** 2011-03-30

**Authors:** Peter T Vedell, Karen L Svenson, Gary A Churchill

## Abstract

**Background:**

Transcripts can exhibit significant variation in tissue samples from inbred laboratory mice. We have designed and carried out a microarray experiment to examine transcript variation across samples from adipose, heart, kidney, and liver tissues of C57BL/6J mice and to partition variation into within-mouse and between-mouse components. Within-mouse variance captures variation due to heterogeneity of gene expression within tissues, RNA-extraction, and array processing. Between-mouse variance reflects differences in transcript abundance between genetically identical mice.

**Results:**

The nature and extent of transcript variation differs across tissues. Adipose has the largest total variance and the largest within-mouse variance. Liver has the smallest total variance, but it has the most between-mouse variance. Genes with high variability can be classified into groups with correlated patterns of expression that are enriched for specific biological functions. Variation between mice is associated with circadian rhythm, growth hormone signaling, immune response, androgen regulation, lipid metabolism, and the extracellular matrix. Genes showing correlated patterns of within-mouse variation are also associated with biological functions that largely reflect heterogeneity of cell types within tissues.

**Conclusions:**

Genetically identical mice can experience different individual outcomes for medically important traits. Variation in gene expression observed between genetically identical mice can identify functional classes of genes that are likely to vary in the absence of experimental perturbations, can inform experimental design decisions, and provides a baseline for the interpretation of gene expression data in interventional studies. The extent of transcript variation among genetically identical mice underscores the importance of stochastic and micro-environmental factors and their phenotypic consequences.

## Background

Variation in transcript abundance between individuals has important implications for microarray experimental design and significance testing [1]. Ideally, microarray experiments are designed with samples from multiple individuals in each treatment group. This biological replication provides the variance estimator that is required to establish the statistical significance of between-group differences. In this study, we collected multiple samples of tissues within each of several genetically identical mice. Multiple sampling within individuals is not necessary in an experiment aimed at making between-group comparisons, but it is essential if the aim is to identify significant variation between individuals within the same experimental treatment group. An important procedural detail in this type of study is to determine how to collect and at what stage to divide the tissues to create multiple samples. In this study, we elected to split tissues immediately after dissection and before RNA extraction in order to restrict the possible sources of between-mouse variation to events that occur prior to dissection. With this experimental design, transcript variation can be decomposed into within-mouse and between-mouse variance components. Between-mouse variance reflects differences in whole-tissue transcript abundance between genetically identical mice. Within-mouse variance captures variation due to RNA extraction, array processing, and heterogeneity of gene expression within tissues, which may be amplified by dissection and tissue collection procedures.

Individual variation in gene expression can have important phenotypic consequences. However, only a few studies have previously attempted to characterize gene expression variation in genetically identical mice. Koza et al. (2006) [2] described gene expression signatures in adipose tissue that are predictive of future adiposity among genetically identical C57BL/6J mice. The use of multiple biopsy samples in this time-course study was essential to establish the link between gene expression variation and late-life adiposity. However, biopsy sampling may be subject to unexpected variation introduced by tissue heterogeneity, as we illustrate below.

Two previous studies have used multiple sampling within individuals to provide a statistical basis for detecting transcript variation between genetically identical mice. Pritchard et al. (2001) [3] examined 3 tissues in each of 6 C57BL/6J mice and reported that immune function, stress response, and hormone regulation were important sources of biological variation. Pritchard et al. (2006) [4] examined liver tissue in 3 animals from each of 5 inbred mouse strains and found that genes differentially expressed within strains were enriched for cell growth, cytokine activity, amine metabolism, and ubiquitination. In these experiments, technical replicates were obtained by splitting samples after RNA extraction. This approach confounds variation due to dissection and RNA preparation with variation between mice.

We designed and carried out an experiment to study transcript abundance variation in four tissues among young adult male C57BL/6J mice (Figure 1). Our sampling design enabled us to partition the variance for each gene into within-mouse and between-mouse components, with a division line that corresponds to the step of splitting tissues. We examined within-mouse and between-mouse variation in more than 22,000 protein coding genes and identified groups of genes with shared patterns of variation that are enriched for known biological functions. To facilitate exploration of our data, we have created an on-line resource that includes graphical displays, test statistics, and gene groupings for all transcripts characterized in this study http://cgd.jax.org/individualvariation.shtml.

**Figure 1:**
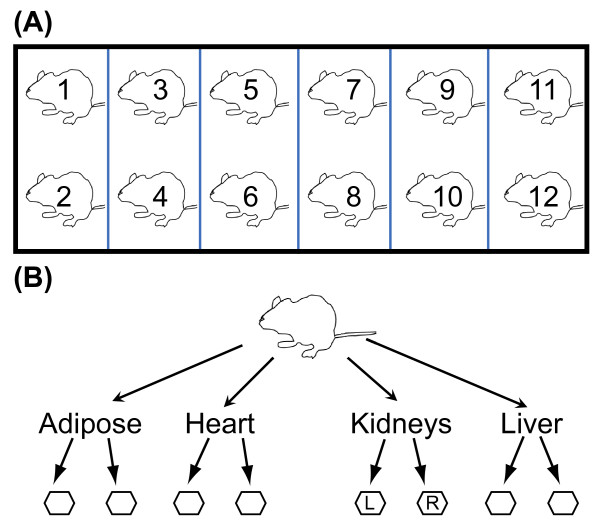
**Experimental design**. Twelve C57BL/6J male mice were co-housed as pairs in six cages from weaning until 10 weeks of age (A). Liver, heart, kidney, and adipose tissues were collected from each mouse and split into two samples per tissue per individual and processed separately to generate RNA (B). In the case of kidney, the samples consist of the entire left or right kidney, respectively. Other tissues were chopped into small pieces, which were separated before placing them into collection tubes.

## Results

We performed a microarray experiment using the Illumina Sentrix^® ^Mouse-6 v1.1 BeadChip microarray platform to study transcript variation in 10-week old male C57BL/6J mice (Figure 1). 

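Mice of the inbred strain C57BL/6J carry almost the same genome, so differences in mRNA between them arise mainly from physiology, sampling and measurement. A bead array reads the amount of each mRNA from the light of labelled RNA bound to its probe. The data are 96 arrays from 12 male mice, housed as sibling pairs in 6 cages, with 2 RNA samples of each mouse for inguinal fat, heart, kidney and liver, which makes 24 arrays per tissue. Kidney samples are the left and the right organ, and the samples of the other tissues are pieces of the same organ or fat pad. Body weights ran from 22.5 to 29.16 g (mean 25.6 g, SD 2.12 g, n = 12 mice). The authors' table gives log2 intensities of 45905 probes, and by the paper's methods these were quantile normalized within each tissue and corrected for a batch effect. Array medians spanned 7.45 to 7.94 log2 in adipose, 6.81 to 7.77 in heart, 7.34 to 8.03 in kidney and 6.94 to 7.91 in liver before normalization, and differed by at most 0.01 log2 afterwards. Of the probes, 32688 have 1 gene symbol, and the probe with the highest mean level in a tissue stood for its gene, which gave 19402 genes, except where the paper's supplementary tables give a probe number, which added 3. The 11204 adipose, 10069 heart, 10116 kidney and 8919 liver genes with the highest level in any mouse were taken as expressed, and these totals are the paper's, since the negative controls are not in the files. A random effects model split each gene's variance into a between-mouse SD, s_b, and a within-mouse SD, s_w, and the intraclass correlation c is the between-mouse share of the variance. Maximal fold is the ratio of the highest to the lowest of the 12 mouse means. Between-mouse variance was tested in each tissue with limma's moderated F statistic over the 12 mice, with Benjamini-Hochberg adjustment and a limit of 0.10. Groups of genes were summarised by their first principal component, r_b is its correlation over 12 mouse means, and r_w is the correlation of the differences between the samples of a mouse. Their p-values are two-sided, from 100000 permutations of the mice for r_b, with 90 relations in the family, and from every pattern of the 12 signs for r_w, with 52 relations. The 2 arrays per mouse limit the precision of every value, and added differences in 100 genes with s_b equal to s_w were found in 12 (adipose), 15 (heart), 13 (kidney) and 22 (liver) genes, against 98, 100, 99 and 99 with s_b 3 times s_w. In heart, 6 of the 24 columns match best to a column with another mouse's title in the authors' unnormalized table, while the columns of the other tissues all match best to the same title, and the titles of the normalized table were used.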

Six pairs of siblings were co-housed from weaning under uniform environmental conditions. From each mouse we obtained duplicate samples of adipose (inguinal fat pad), heart, kidney, and liver tissues by splitting whole organs or tissues prior to homogenization and RNA extraction. Adipose, heart, and liver tissues were coarsely cut into pieces and divided into two samples that were homogenized separately in order to extract RNA. The left and right kidneys were also homogenized separately. We computed a decomposition of variance for each probe on the array (Methods). The within-mouse variance component captures biological variance between two dissected tissue samples as well as technical variance due to sample and microarray processing. The between-mouse variance component reflects differences between individual mice. We repeated gene expression assays on the liver samples, using the Affymetrix Whole-Transcript Mouse Gene 1.0 ST array, to provide validation on a different measurement platform.

### Expressed genes and variable genes

We declared a gene to be expressed if the probe intensity was greater than the 95^th ^percentile of the negative control probes for both samples in at least 1 of the 12 mice. A total of 12657 genes, representing 55% of the annotated probes on the array, were expressed in at least one of the four tissues. Across tissues, the number of expressed genes ranged from 8919 (39%) in liver to 11204 (49%) in adipose tissue (Table 1A).

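Each tissue makes the proteins of its own work, and the paper called a gene expressed where its mRNA stood above probes without a target. Here the paper's totals were filled with the genes of the highest mouse mean. Leptin, made by fat cells from Lep, reports the size of the fat store. Cyp8b1 encodes a bile acid hydroxylase of hepatocytes, and Myl7 a light chain of atrial myosin. Of the genes measured, 12266 (63.2%) were expressed in at least 1 tissue and 7979 in all 4. Adipose alone expressed 833 genes, heart 250, kidney 352 and liver 164. Lep averaged 13.10 log2 in adipose and 7.24 in liver, where it was below the level taken as expressed. Myl7 averaged 11.87 log2 in heart against 7.68 in adipose. Cyp8b1 reached 14.59 log2 in liver and 7.43 in heart, and Srd5a2, an enzyme that activates testosterone, 8.56 log2 in kidney and 7.69 in liver. The within-mouse SD of Lep in adipose was 0.44 log2 and that of Cyp8b1 in liver 0.06 log2 (24 arrays each), far less than these differences between tissues.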

**Table 1:** Variability of transcript abundance

		Adipose	Heart	Kidney	Liver	Total
**(A)**	**Expressed Genes**	11204(49%)	10069(44%)	10116(44%)	8919(39%)	12657(55%)
**(B)**	**Variable Genes**					
	***α *= 0.05**	3923(17%)	2654(12%)	2273(10%)	2125(9%)	6932(30%)
	***α *= 0.01**	3299(14%)	2117(9%)	1547(7%)	1539(7%)	5800(25%)
	***α* = 1e-4**	2352(10%)	1250(5%)	847(4%)	813(4%)	3939(17%)
**(C)**	**Between-Mouse Variation**					
	**FWER (p < 0.05)**	0(0%)	0(0%)	12(0%)	40(0%)	46(0%)
	**FDR (p < 0.10)**	0(0%)	0(0%)	369(2%)	2520(11%)	2674(12%)
	**1 - π_0_**	0%	0%	1%	18%	
**(D)**	**Maximal Fold Change**					
	**> 1.5**	2103(9%)	509(2%)	320(1%)	538(2%)	2690(12%)
	**> 2.0**	600(3%)	142(1%)	91(0%)	809(4%)	809(4%)
	**> 3.0**	218(1%)	50(0%)	28(0%)	36(0%)	292(1%)

Shown in this table are: The number of expressed genes out of the 22869 annotated genes on the array (A). The number of variable genes based on the 0.05, 0.01 and 0.0001 tails of the scaled *χ_2_*(23) distribution (B). The number of genes with significant between-mouse variance, based on the *F_s _*test with family-wise adjusted error (p < 0.05, Sidak step-down method [5]); false discovery rate (p < 0.10, Benjamini-Hochberg method [6]); and the estimated proportion of differentially expressed genes (1 - π_0_, using the q-value method [7]) (C). The number of genes with large maximal fold-change between mice (D). All numbers are given as percentages of the annotated genes in parentheses.

We computed the total variance, *s^2^*, across all samples for each gene in each tissue (Figure 2A). 

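The mRNA of a gene can differ over 24 samples of a tissue because the animals differ or because pieces of the tissue hold different cells. Fcmr and Cd79b are made by B lymphocytes, and Ly6d by early B cells and by epithelium. Ucp1 lets the mitochondria of brown fat cells release heat. Hmox1 breaks down haem, and Mt1 encodes a metallothionein that binds zinc. The total SD of a gene exceeded 0.5 log2 for 543 genes in adipose and 122 in heart, but for 32 in kidney and 32 in liver. Its 95th percentile was 0.486 log2 in adipose, 0.250 in heart, 0.174 in kidney and 0.187 in liver (24 arrays each). Fcmr had a total SD of 2.26 log2 in adipose, Cd79b 2.12 and Ly6d 1.97. The most variable genes of heart included Myl7 (total SD 2.49 log2) and Ucp1 (2.46 log2). Hmox1, at 1.06 log2, was among the most variable genes of kidney, and Mt1 had a total SD of 1.06 log2 in liver.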

Liver and kidney have relatively few genes of high variability but heart and adipose have many. 

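Random measurement error alone spreads the variances of genes around a common value, so a count of variable genes has to be set against that spread. Cd8b1 encodes a chain of the receptor that marks cytotoxic T cells, and Cyp2e1 a cytochrome P450 that oxidises small molecules such as ethanol. The 5% of genes that chance would place above the limit number 560 in adipose, 503 in heart, 506 in kidney and 446 in liver. Above it were 3908 genes in adipose, 2617 in heart, 2185 in kidney and 2100 in liver. With the limit at the 0.0001 tail, 2438, 1278, 799 and 861 genes remained. Cd8b1, with a variance of 3.69, and Ckm, a creatine kinase of muscle, with 5.09 were far above it in adipose. Cyp2e1 had a variance of 2.63 in heart, and Egr1, an early response factor, 0.587 in liver. The common variance was taken from the median gene, which is a choice, and limma's prior variance in its place raised the counts to 4757, 3001, 2431 and 2288.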

We tested the hypothesis that the distribution of total variance occurred by chance using a *χ^2 ^*test (Methods) and found significantly greater variance than expected in each tissue (Table 1B). We applied coexpression network analysis to the top 2500 genes in each tissue, which we refer to as the *variable genes*.

**Figure 2:**
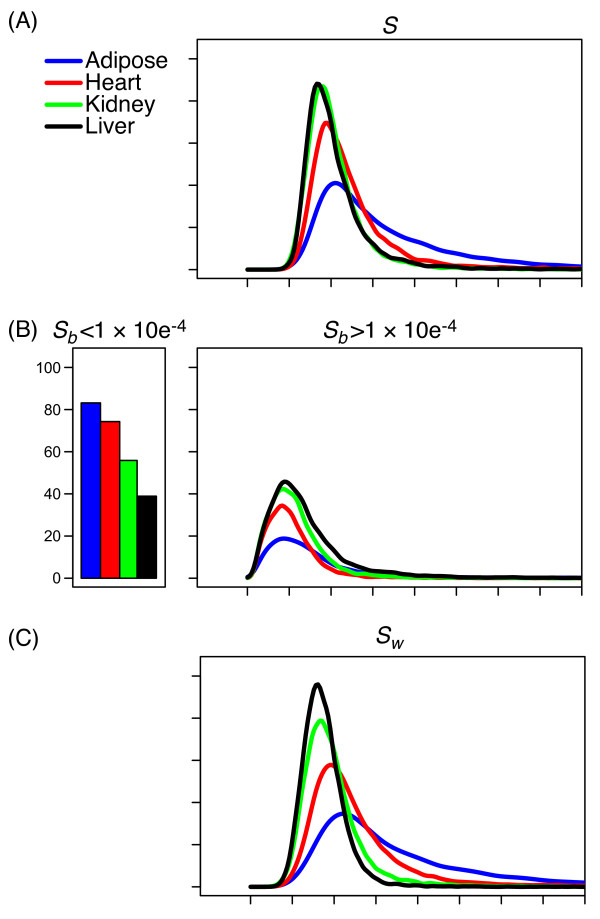
**Distribution of within- and between-mouse variance components**. The total variance (A) and estimated between-mouse (B) and within-mouse (C) variance components are shown as smoothed density histograms after square root transformation. The vertical bars (left panel of B) represent the percentage of probes with estimated variance components less than 1×10^-4^. These probes are not included in the density plot (right panel of B). Tissues are indicated by colour (Adipose: blue; Heart: red; Kidney: green; Liver: black).

We decomposed total variance for each gene into within-mouse (*s_w_^2^*) and between-mouse (*s_b_^2^*) components. The distribution of between-mouse variance components was similar across all four tissues (Figure 2B). 

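A component of variance between mice reflects what is shared by both samples of an animal, such as its hormones, feeding state and immune status. Cish and Socs2 encode inhibitors of cytokine signals, and Cxcl1 a chemokine that calls in neutrophils. Slc34a1 encodes the phosphate transporter of the kidney tubule, and Apoa2 an apolipoprotein of liver. The 95th percentile of the between-mouse SD was 0.142 log2 in adipose, 0.0821 in heart, 0.103 in kidney and 0.154 in liver. No between-mouse component was estimated for 65.1% of adipose, 59.5% of heart, 42.8% of kidney and 27.8% of liver genes. Components above 0.5 log2 were found for 82 genes in adipose, 1 in heart, 7 in kidney and 27 in liver. In adipose they included Myl1, a myosin light chain of fast muscle (1.45 log2), Apoa2 (0.96) and Slc34a1 (0.65). These are genes of muscle, liver and kidney tubule. Hepatocyte genes stood 1.19 and 0.67 log2 above the median in the adipose samples of mouse 12, and proximal tubule genes 1.00 and 0.63. Such a component in adipose thus need not reflect the state of the animal. In heart Cxcl1 had the only component above 0.5 log2, at 0.76. The largest of kidney was that of Hmox1 (1.07 log2), followed by Bcl6, a repressor of transcription (0.82). In liver Cxcl1 (1.17 log2), Cish (0.99) and Socs2 (0.81) were among them. Under the titles of the unnormalized table for 6 heart arrays, the share of heart genes without a between-mouse component fell to 51.8%.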

Adipose tissue showed the greatest number of genes with a large within-mouse component followed by heart, kidney, and liver (Figure 2C). 

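The inguinal fat pad contains a lymph node and vessels and lies between skin and muscle. Liver is built of repeated units of hepatocytes. Krt14 and Lor encode proteins of the epidermis, and Nr1d1 a repressor of the circadian clock. The median difference between the samples of a mouse was 0.166 log2 ± 0.0435 (SD, n = 12 mice) in adipose and 0.117 ± 0.0171 in heart. It was 0.0880 ± 0.0211 in kidney and 0.0813 ± 0.0091 in liver. Adipose exceeded heart in 11 of 12 mice (permutation test, adjusted p = 0.00211) and kidney and liver in all 12 (adjusted p = 0.00012 and 3e-05). Heart exceeded kidney (adjusted p = 0.00211) and liver (adjusted p = 3e-05) in all 12 mice, and for kidney and liver the adjusted p was 0.314. Kidney exceeded liver in all 6 of mice 1 to 6 (0.108 against 0.0833 log2, exact permutation test, adjusted p = 0.00260, paired by mouse 0.0312) and in 1 of the 6 mice 7 to 12 (0.0684 against 0.0793, adjusted p = 0.0260, but 0.0750 paired by mouse), sets that were compared only after the values had been seen. Over the 924 choices of 6 mice, the difference of kidney less liver between the 2 sets, 0.0352 log2, had an exact p of 0.00216 (adjusted p = 0.00649 over 6 pairs of tissues). The sets also differed for adipose less heart (0.0790 against 0.0203 log2, adjusted p = 0.00649), adipose less liver (0.118 against 0.0515, adjusted p = 0.00866) and heart less kidney (0.0152 against 0.0420, adjusted p = 0.0162), and adipose did not exceed heart at an adjusted p under 0.05 in mice 7 to 12 alone (0.184). A within-mouse SD above 0.5 log2 was found for 523 genes in adipose, 116 in heart, 24 in kidney and 6 in liver. In adipose that of Krt14 was 1.73 log2 and that of Lor 1.69, while Nr1d1, of a similar level, had 0.24. In liver it was 1.45 log2 for Fbxw5, a subunit of a ubiquitin ligase, and 0.82 for Acta1, the actin of skeletal muscle.

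**Figure D1:**
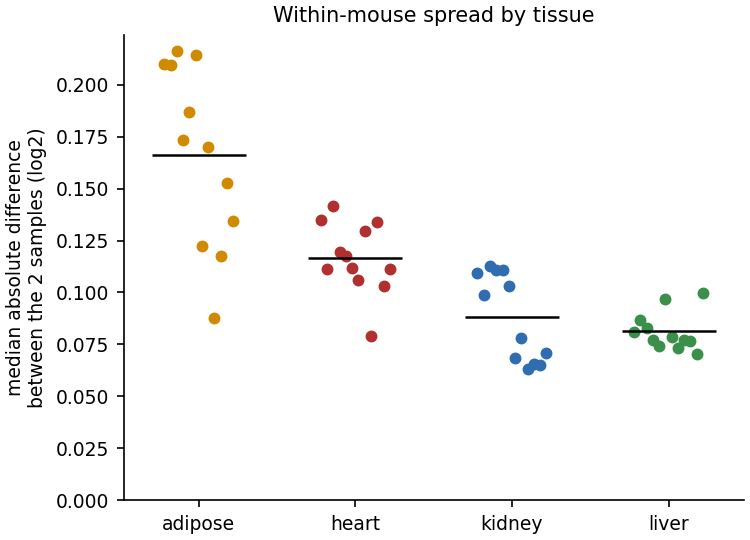
Median absolute difference between the 2 samples of a mouse over the expressed genes of each tissue (log2), 1 point per mouse and a line at the mean of 12 mice. Adipose (mean 0.166) lies above heart (0.117), and kidney (0.0880) and liver (0.0813) overlap.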

The variable genes include the 313 (adipose), 189 (heart), 405 (kidney), and 990 (liver) genes with the largest between-mouse variance. They also include the 1526 (adipose), 1347 (heart), 593 (kidney), and 221 (liver) genes with the largest within-mouse variance.

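Ranking genes by each component of variance separates genes that mark an animal from genes that mark a piece of tissue. Plk3 encodes a stress kinase and Cyp26b1 an enzyme that breaks down retinoic acid. Ccl21a draws T cells to lymph nodes, and Mybphl is a sarcomere protein of the atria. The 2500 genes with the largest total variance in a tissue included the leading 320 genes by between-mouse variance in adipose, 158 in heart, 466 in kidney and 1043 in liver. Of the ranking by within-mouse variance they included the leading 2283, 2234, 1526 and 773 genes. In liver Plk3 had a between-mouse SD of 0.68 log2 against 0.07 within mice, and Cyp26b1 0.75 against 0.06. Plk3 was alike in kidney, with 0.76 log2 between mice and 0.10 within. In adipose Ccl21a had 1.99 log2 within mice and an estimate of 0 between them. For Mybphl in heart the within-mouse SD was 2.41 log2, again with no between-mouse component.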

### Significance of between-mouse variance

Within each tissue, for each gene, we computed a test statistic to assess the significance of the between-mouse variance component relative to the within-mouse variance component. 

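A limit on the chance of even 1 false call is the strictest reading of a test over many genes. Cish and Bcl6 are switched on and off by growth hormone, and Gadd45g responds to stress and to the same hormone. Cxcl1 encodes a chemokine of the acute response. With Sidak's step-down adjustment and a limit of 0.05, limma called 1 gene in adipose, 72 in kidney and 383 in liver. In heart it called 0, where 358 genes had an unadjusted p under 0.05. The adipose gene was Cxcl1, with c = 0.885, a maximal fold of 2.55 and a family-wise p of 0.0461, and in each of the 12 fits that left out a mouse no adipose gene was called. In kidney Cish (family-wise p = 3.56e-12) and Bcl6 (5.35e-12) had the smallest values together with Plk3 (6.45e-12). In liver Cxcl1 reached 1.01e-23, Mt1 8.92e-24 and Gadd45g 7.77e-20. With p-values from permuted residuals in place of the F distribution the counts were 0 in adipose, 0 in heart, 10 in kidney and 90 in liver.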

We applied a family-wise error rate correction [5] (as in Pritchard et al. (2001) [3]) and found few genes with significant between-mouse variation (Table 1C). 

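The state of an animal includes the time of its clock, its stress hormones and any immune response, and many genes follow these. Klf9 and Per1 are induced by glucocorticoids and take part in the clock. Sik1 encodes a kinase of hormone signals, Miox a kidney enzyme of inositol breakdown, and Irgm2 a GTPase induced by interferon gamma. At an adjusted p under 0.10 limma called 8 genes in adipose, 10 in heart, 421 in kidney and 2335 in liver. With p-values from permuted residuals, the kind the paper used, 0 genes of adipose and 0 of heart passed (440 and 393 at an unadjusted p under 0.05), against 432 in kidney and 1950 in liver, and limma called 0 heart genes without mouse 11. The adipose genes were Cxcl1 (adjusted p = 0.0413), Slc34a1 (0.0413), Fam214a, of little known function (0.0605), Sik1 (0.0721), Cish (0.0721), Miox (0.0733), Errfi1 (0.0792) and Irgm2 (0.0792). Slc34a1 and Miox are genes of the kidney's proximal tubule. Genes of that list stood 1.00 and 0.63 log2 above the median in the adipose samples of mouse 12, so these calls need not reflect the state of the animal. Klf9 (adjusted p = 0.0345) and Per1 (0.0345) led in heart with Mbd1, a methyl-DNA binding protein, Sox4, a developmental factor, and Cxcl1. The other heart genes were Ide, Csrnp1, Arid1a, Sult1a1 and Irgm2. Of kidney, Noct had an adjusted p of 1.63e-07 and Angptl7 5.2e-06. Random pairings of the arrays into 12 pairs gave up to 1401 genes in adipose, 36 in heart, 26 in kidney and 169 in liver, and 7, 5, 1 and 1 of 100 pairings, the real one included, reached the real count, or 16, 8, 1 and 1 with pairs drawn within mice 1 to 6 and within mice 7 to 12. With 6 heart arrays under the titles of the unnormalized table, limma called 125 heart genes, among them all 10, and 2 of 100 pairings reached that count.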

We applied a false discovery rate (FDR) adjustment [6] (as in Pritchard et al. (2006) [4]) and found no differentially expressed genes in adipose or heart and only modest numbers in kidney (2%) and liver (11%) (Table 1C). 

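The shape of the distribution of p-values over all genes tells how many of them vary between animals, even where single genes cannot be named. Genes of cell types that sit in only 1 of the samples of a mouse pile up at p-values near 1, because their samples within a mouse differ more than the mice do. Cd3d and Cd3e encode parts of the T cell receptor, and Cd79a a part of the B cell receptor. Storey's estimate of the share of genes with between-mouse variance was 0 in adipose, 0 in heart, 17.8% in kidney and 48.1% in liver, at lambda 0.5. Over all genes on the array without the filter on dim genes it was 0, 0, 1.0 and 15.2%. A p-value above 0.99 was found for 997 genes in adipose, 215 in heart, 120 in kidney and 29 in liver. Among the adipose genes were Cd3d (within-mouse SD 1.75 log2), Cd3e (1.52) and Cd79a (1.72).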

We estimated the proportions of differentially expressed genes (1 - π_*0*_) using the q-value software [7] and found similar results (Table 1C; [Additional files 1, 2: Supplemental Figure S1]).

A different picture of the variability in gene expression across tissues emerges when we look at the maximal fold change between mice (Table 1D). In adipose, 2.6% of all genes exhibit maximal fold changes greater than 2, whereas 0.4-0.6% of all genes show fold changes this large in the other three tissues. 

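The largest ratio between mice says how far apart animals of a strain can lie in a gene, whatever the error of the measurement. Myl1 and Actn3 encode proteins of fast muscle fibres. Cfd encodes adipsin, a serine protease released by fat cells. Serpina1e encodes a protease inhibitor that hepatocytes release into blood. A maximal fold above 2 was found for 537 genes in adipose (2.77% of the genes on the array), 120 in heart (0.618%), 80 in kidney (0.412%) and 116 in liver (0.598%). Above 3 were 192, 41, 23 and 34 genes. Over the tissues 724 genes exceeded 2 in at least 1 of them and 260 exceeded 3. Maximal folds were 46.5 for Myl1 and 36.2 for Actn3 in adipose, 30.2 for Cfd in heart and 12.3 for Hmox1 in kidney. Serpina1e, at 5.55 in kidney, came from a single kidney of mouse 1, in which other liver genes were raised as well. In liver Mt1 reached 14.3 and Cxcl1 16.4, while the 20.4 of Fbxw5 went with a wide spread inside mice.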

Although the fold-change is not a statistical criterion, the differences across tissues are dramatic. 

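A mean of a pair of samples can differ widely between mice when only 1 of the samples holds a foreign cell type, and such a difference is not a property of the animal. Scd1 and Fasn build fatty acids in fat cells, and Krt14 is a keratin of the outer skin. Socs3 encodes an inhibitor of cytokine signals, and Errfi1 an inhibitor of the epidermal growth factor receptor. Of the 537 adipose genes with a maximal fold above 2, limma called 7, and their median within-mouse SD was 0.611 log2 and their median c 0.126. Of the 120 in heart it called 3, with a median within-mouse SD of 0.626 log2. Kidney had 32 called genes among 80, whereas liver had 106 among 116, with a median within-mouse SD of 0.102 log2 and a median c of 0.930. Scd1 in heart had a maximal fold of 16.2 with a within-mouse SD of 2.01 log2 (unadjusted p = 0.763), and Fasn 7.18 with 1.54 log2 (p = 0.690). In adipose, Krt14 had 20.2 with a p of 0.144 from the same test. By contrast Socs3 in liver had a maximal fold of 4.40 with a within-mouse SD of 0.11 log2 (adjusted p = 1e-13), and Errfi1 2.38 with 0.07 log2 (adjusted p = 1.31e-10).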

There are many genes with large maximal fold changes between mice but, particularly in adipose tissue, these same genes also have large within-mouse variance, which reduces their statistical significance.

### Variable genes form clusters that are enriched for specific biological functions

We used co-expression network analysis [8,9] to cluster the variable genes into modules with correlated patterns of expression (Methods) (Figure 3). Module sizes ranged from 34 to 1340 genes with an average module size of 215 genes (Table 2). We identified 8 to 9 modules in each tissue comprising 97% (adipose), 80% (heart), 61% (kidney), and 54% (liver) of the variable genes. 

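Genes that rise and fall together over samples often share a cell type or a signal. The 2500 most variable genes of each tissue were grouped by topological overlap, with every group of more than 25 genes kept. This gave 4 groups in adipose, 7 in heart, 13 in kidney and 11 in liver, which held 90.5, 89.3, 82.5 and 77.4% of the variable genes. The largest adipose group, of 1503 genes, held 20 of 20 variable T cell genes such as Ccr7, the receptor that guides T cells into lymph nodes (Fisher's exact test, adjusted p = 0.00192, 975 tests). It also held 34 of 36 variable ribosomal protein genes (Fisher's exact test, adjusted p = 0.000192) and all 5 adiposity genes the paper names. The group is thus not made of lymphocyte genes alone. The second, of 448 genes, held 21 of 21 skeletal muscle genes such as Actn3 (adjusted p = 4.59e-14). The third, of 168 genes, held 13 of 14 keratinocyte genes such as Krt14 (adjusted p = 1.17e-12). In kidney a group of 185 genes held 16 of 16 hepatocyte genes, among them Ahsg, a protein of blood plasma (adjusted p = 2.78e-16), and 92.3% of its variance came from a single sample of mouse 1. In liver a group of 37 genes held 7 of 7 genes of MHC class II, which present antigen (adjusted p = 1.67e-11), and another of 28 genes held 4 of 10 genes of the core clock (adjusted p = 0.000176). The paper's dynamic tree cutting was not available, and with a distance from absolute correlation the counts were 10, 11, 21 and 24 groups.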

For each module, we applied principal components analysis to compute a module eigengene [10] that represents the dominant pattern of variation (Figure 4). 

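A principal component stands for a group of genes well when it carries most of their variance. Dcn encodes decorin, which coats collagen, and Herpud1 a protein of the response to unfolded proteins. Ctsb encodes a protease of lysosomes. In adipose the first component carried 74.0 to 95.0% of the variance of a group and was highest for the skin genes with Krt17 and Lce1b. In liver it carried 90.9% for the muscle genes with Acta1 and Tnni2, 69.7% for the antigen presentation genes with H2-Ab1 and Cd74, and 60.2% for the matrix genes with Dcn. For kidney it was 84.5% for the liver genes with Ahsg, 51.1% for the androgen genes with Hsd17b11, and 47.2% for the group with Herpud1. The largest kidney group, with Ctsb among its leading genes, had 34.6%. In heart the largest group had 63.7% and the group with Socs3 and Hmox1 75.7%.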

The percentage of variation explained by the module eigengene ranges from 47% to 88%, indicating that the eigengenes are representative of expression profiles of the individual genes in each module. In the following, we refer to modules using a colour code within each tissue (Table 2).

**Figure 3:**
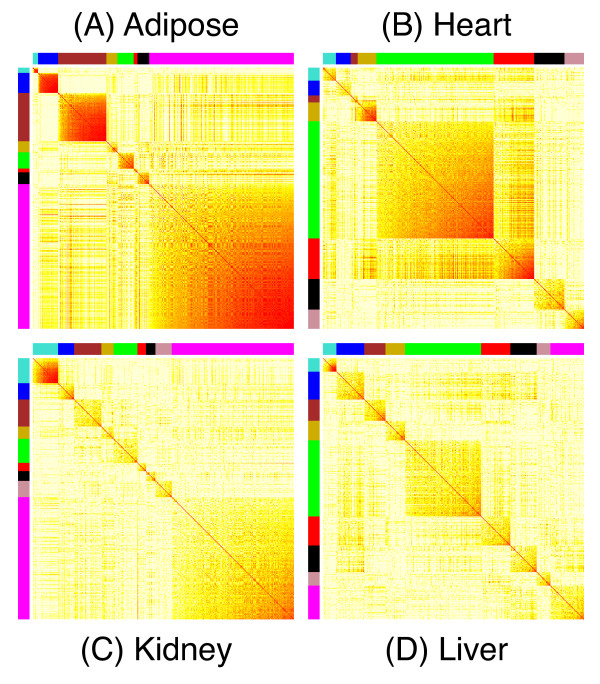
**Co-expression module clustering of variable genes**. The topographical overlap similarity [9] of gene pairs is shown as a heatmap for adipose (A), heart (B), kidney (C), and liver (D). Gene pairs with low similarity are shown in yellow, and those with high similarity are shown in red. Coexpression modules define highly connected sets of correlated expression profiles as indicated by colour codes in the margins of the maps. The colour names are given in Table 2. Genes are ordered within module from left to right by increasing topographical overlap with the module eigengene. Genes that are not assigned to modules are not included in this plot.

**Table 2:** Module highlights

	Module	Data-base	Functional Category	In Module	In Category	Overlap	%	p-value	*c*
Adipose	turquoise	GO_MF	endopeptidase inhibitor activity	52	55	8	15	7E-25	0.44
	blue	GO_BP	epidermis development	184	40	12	30	3E-23	0.00
	brown	GO_CC	contractile fiber	450	56	39	70	2E-74	0.07
	gold	GO_MF	acyl group transferase activity	102	64	10	16	6E-19	0.12
	green	GO_MF	cytokine activity	147	53	15	28	6E-32	0.28
	red	GO_BP	Apoptosis	34	245	6	2	7E-06	0.42
	black	GO_BP	energy pathways	110	104	10	10	2E-09	0.00
	magenta	GO_BP	immune system process	1340	324	158	49	1E-34	0.00

Heart	turquoise	GO_BP	inflammatory response	102	103	14	14	6E-21	0.17
	blue	GO_BP	anti-apoptosis	115	29	5	17	3E-10	0.20
	brown	GO_CC	antigen presentation, exogenous antigen	52	15	9	60	1E-75	0.03
	gold	KEGG	leukocyte activation	145	116	18	55	1E-25	0.00
	green	GO_CC	extracellular matrix	898	111	57	51	2E-26	0.00
	red	GO_BP	monosaccharide biosynthetic process	313	18	8	44	1E-13	0.00
	black	GO_CC	ubiquitin ligase complex	237	14	5	36	1E-10	0.00
	pink	GO_CC	mitochondrial membrane part	147	27	12	44	1E-55	0.00

Kidney	turquoise	GO_BP	acute inflammatory response	146	46	17	37	1E-47	0.01
	blue	GO_CC	extracellular matrix	94	111	22	20	8E-51	0.42
	brown	GO_MF	carboxylic acid transmembrane transport	159	19	4	21	3E-07	0.58
	gold	GO_BP	antigen presentation, exogenous antigen	72	15	7	47	2E-56	0.57
	green	GO_CC	mitochondrial outer membrane	141	34	5	15	1E-06	0.59
	red	GO_MF	nucleoside-triphosphatase activity	46	159	4	3	4E-03	0.13
	black	GO_BP	fatty acid biosynthetic process	59	42	5	12	3E-12	0.10
	pink	GO_BP	down regulation of signal transduction	92	50	6	12	6E-12	0.69
	magenta	KEGG	oxidative phosphorylation	711	50	19	38	7E-08	0.00

Liver	turquoise	GO_CC	Myofibril	70	54	9	17	2E-26	0.02
	blue	GO_MF	enzyme regulator activity	146	227	13	6	1E-03	0.77
	brown	GO_CC	extracellular matrix	112	111	13	12	2E-13	0.74
	gold	GO_BP	cholesterol biosynthetic process	101	18	6	33	5E-26	0.44
	green	GO_MF	selenium binding	395	14	5	36	7E-06	0.39
	red	GO_BP	cytokine-mediated signalling pathway	152	21	5	24	5E-10	0.72
	black	GO_BP	blood vessel development	138	109	9	8	2E-05	0.78
	pink	GO_BP	antigen presentation, exogenous antigen	69	15	6	40	4E-45	0.79
	magenta	GO_BP	ribosome biogenesis	176	22	5	23	1E-08	0.74

Best enrichment scores of co-expression modules are shown. Within each tissue, modules are listed by the colour code orders of Figure 3. The number of genes in the module, the number of variable genes in the highest scoring functional category, the overlap between these two sets of genes, the enrichment p-value for the highest scoring category [11], and the median intraclass correlation, *c*, for genes in the module are shown. Only categories with between 10 and 500 genes and a minimum overlap of 4 genes were considered.

**Figure 4:**
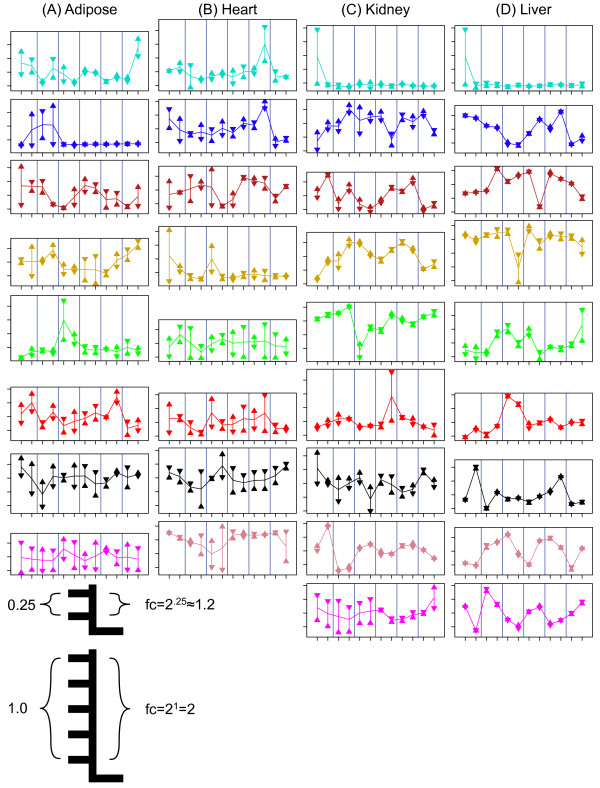
**Transcript abundance profiles of co-expression modules**. Module eigengenes representing average transcript abundance across genes are shown for the modules listed in Table 2. Mice are indexed from 1 to 12 and vertical partitions indicate cage pairings. Eigengene profiles are zero-centered and represent an average log_2 _fold-change (fc) across all genes in the module. All panels are shown with the same y-axis scaling for ease of comparison. Horizontal lines connect mean values for each mouse. Vertical line segments connect the two within-mouse samples. Sample 1 is indicated by the upright triangle and sample 2 by the inverted triangle. For adipose, heart, and liver, samples should not be compared across mice or across tissues, as there is no correspondence between sample labels at this level of the experiment. In the kidney, sample 1 is the left kidney and sample 2 is the right kidney. Modules with 25 or fewer genes are not shown.

For each gene, we computed the intraclass correlation coefficient, *c *≡ *s_b_^2^/*(*s_w_^2 ^+ s_b_^2^*), which is the proportion of total variance attributable to the between-mouse component. Median values by module ranged from *c *= 0.00 (8 modules) to *c *= 0.79 (liver-pink) (Table 2). 

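The intraclass correlation of a group tells whether its genes mark animals or pieces of tissue. H2-Ab1 encodes a chain of MHC class II, and Cebpb a factor of the acute response. Dusp1 encodes a phosphatase that ends MAP kinase signals. The highest median c was 0.784, in the liver group of 37 genes that holds H2-Ab1, and limma called 35 of its genes. The liver group of 287 genes with Plk3 followed at 0.727, with 254 called genes. Of the kidney groups, that of 83 genes with Cebpb and Cish had a median c of 0.678 and that of 29 genes with Dusp1 and Noct 0.651. In heart the group with Socs3 and Cxcl1, of 42 genes, had the highest value, 0.537, and the largest group, of 1837 genes, had 0. The largest adipose group, which holds the T cell genes among others, and the group with the keratinocyte genes each had a median c of 0. The group with the macrophage genes, of 144 genes, had 0.361, with 74.3% of its variance in 1 array, sample 2 of mouse 5.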

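The share of a gene's variance that lies between animals can be read tissue by tissue. Angptl7 and Hsd11b1 respond to androgens in kidney, and Ecm1 belongs to the extracellular matrix. A c of 0.35 or more was found for 985 genes in adipose, 913 in heart, 2290 in kidney and 3363 in liver. Among groups of co-expressed genes, a median c of 0.35 or more was found for 1 of 4 in adipose (the macrophage group, led by 1 array), 1 of 7 in heart, 8 of 13 in kidney and 10 of 11 in liver. Angptl7 had c = 0.941 in kidney and 0.157 in adipose, and Hsd11b1 0.791 and 0.320. Ecm1 had c = 0.985 in liver, 0.738 in kidney and 0 in heart. With 6 heart arrays under the titles of the unnormalized table, 1575 heart genes had a c of 0.35 or more.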

Kidney and liver, respectively, have 5 and 8 modules with high intraclass correlation (*c *≥ 0.35) indicating substantial between-mouse variance while adipose has two and heart has no modules with high intraclass correlation (*c *≥ 0.35). 

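Some groups of genes differ between the samples of a mouse and hardly between mice. Tnni2 and Atp2a1 belong to fast skeletal muscle, and Hpx encodes hemopexin, a plasma protein of hepatocytes. Gja5 forms the gap junctions of the atria. Groups of co-expressed genes with a median c of 0.02 or less numbered 2 in adipose, 5 in heart, 1 in kidney and 1 in liver. The liver group, of 42 genes, included Tnni2 (c = 0.0226, within-mouse SD 0.65 log2) and Atp2a1 (c = 0, 0.68 log2), and 95.5% of its variance came from 1 sample of mouse 1. In kidney Hpx had c = 0 and a within-mouse SD of 0.74 log2. For Gja5 in heart the within-mouse SD was 0.66 log2 with c = 0, and for Cd79b in adipose 2.12 log2 with c = 0.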

Each tissue also has at least one module with low intraclass correlation (*c ≤ *0.02) indicating that differences between samples within mice are greater than differences between mice.

For each module, we computed enrichment scores [11] for the GO biological process, cellular component, and molecular function terms and for KEGG pathways. The highest scoring enrichment category for each module is listed in Table 2. Each module can be divided into two subsets such that all correlations within a subset are positive (Methods). We also tested for enrichment within each of these subsets [Additional file 3: Supplemental Table S1]. Many of the module enrichment scores are highly significant indicating that correlated groups of variable genes are enriched for specific biological functions.

Most modules in a given tissue share similar features with at least one module in another tissue [Additional files 2, 4: Supplemental Figure S2; Additional file 5: Supplemental Table S2]. Several sets of modules shared similar patterns of between-mouse variation and had significant gene overlap and functional enrichment. Other sets of modules shared similar patterns of within-mouse variation, but with distinct between-mouse variation. Several pairs of modules had significant gene overlap but did not have correlated patterns of variation. Examples of each are described below.

### Between-mouse patterns of variation are shared across tissues

Modules from different tissues that are enriched for similar functional categories typically have high intraclass correlation and similar patterns of between-mouse variation. To quantify this similarity, we computed a between-mouse correlation, *r_b_*, for all pairs of module eigengenes by averaging the two within-mouse samples before computing the Pearson correlation.

Each of the four tissues has at least one module that is enriched for immune response. The heart-brown (*c *= 0.03), kidney-gold (*c *= 0.57), and liver-pink (*c *= 0.79) modules are enriched for the GO category *exogenous antigen presentation *(Table 2). The between-mouse correlations, *r_b_*, range from 0.53 to 0.80, and the genes in these modules overlap significantly based on a hypergeometric test (Methods). 

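Cells that present antigen load peptides of proteins they took up onto MHC class II molecules, and interferon gamma raises the genes of this pathway. Cd74 is the chaperone of MHC class II, H2-DMa loads its peptides, and H2-Eb1 is one of its chains. Cd274 encodes the inhibitory ligand PD-L1, Cxcl9 a chemokine for T cells, and Igtp and Irgm2, which the paper calls Iigp2, GTPases that attack intracellular parasites. Over 12 mouse means, kidney and liver had r_b = 0.762 (permutation p = 0.00479, adjusted p = 0.0193). Spearman's rho was 0.776 (permutation p = 0.00419, adjusted p = 0.0290). Without the 2 mice farthest from the median r_b was 0.769, and it was 0.640 within mice 1 to 6 and 0.855 within mice 7 to 12. Heart and liver had r_b = 0.823 (permutation p = 0.00127, adjusted p = 0.0104), with a rho of 0.755 (permutation p = 0.00605), 0.835 without the 2 farthest mice, and 0.651 and 0.977 within the same sets of mice. For heart and kidney r_b = 0.654 (permutation p = 0.0222, adjusted p = 0.0540), and rho was 0.657 (permutation p = 0.0234), so this pair does not pass the limit of 0.05 with the titles used for heart. All 7 genes passed in liver at an adjusted p under 0.10, 6 in kidney and 1 in heart, while adjusted over the list alone 7 passed in liver, 7 in kidney and 4 in heart. The study chose the list on these samples, so the p-values of r_b and the counts adjusted over the list alone are not independent evidence. H2-Eb1 had c = 0.978 in liver with a maximal fold of 2.06, 0.712 in kidney and 0.0383 in heart, and Igtp 0.958, 0.937 and 0.713. Cxcl9 rose 2.09-fold in liver from mouse 7 to mouse 4 (within-mouse SD 0.07 log2).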

Pairwise overlaps range from 16 to 19 genes and seven genes (*Cd274*, *Cd74*, *Cxcl9*, *H2-DMa*, *H2-Eb1*, *Igtp *and *Iigp2*) are found in all 3 modules.

The kidney-blue (*c *= 0.42) and liver-brown (*c *= 0.74) modules are enriched for GO category *extracellular matrix*, each containing more than 12 genes of that category. 

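Fibroblasts and stellate cells lay down collagen and the proteins that bind it, and the matrix of an organ changes slowly with growth and injury. Col5a1, Col6a1 and Col14a1 encode collagens, Adamts2 trims their ends, and Timp2 restrains the proteases that cut them. Ecm1 and Tgfbi are matrix proteins, and Igfbp3 carries insulin-like growth factor in blood. Between kidney and liver r_b = 0.723 (permutation p = 0.0104, adjusted p = 0.0283). Spearman's rho was 0.727 (permutation p = 0.00971, adjusted p = 0.0456). r_b was 0.709 without the 2 mice farthest from the median, 0.590 within mice 1 to 6 and 0.954 within mice 7 to 12. Ecm1 differed most in liver, with a maximal fold of 3.08 and a within-mouse SD of 0.06 log2. Tgfbi had c = 0.907 in liver but 0.200 in kidney, and Igfbp3 0.809 and 0.891. In liver Col5a1, Col6a1 and Col14a1 had c = 0.820, 0.741 and 0.605, and mouse 8 or 12 had the lowest level of each. Timp2 passed in liver (adjusted p = 0.0212) but not in kidney (adjusted p = 0.643), where its c was 0.00568. At an adjusted p under 0.10, 7 of 7 expressed genes passed in liver and 3 in kidney, and adjusted over the list alone 7 and 6 did. Since the study chose the list on these samples, these counts and the p-values of r_b are not independent evidence.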

Their between-mouse profiles are correlated (*r_b _*= 0.75) and they share 20 genes in common (out of 36) including *Adamts2*, *Col5a1*, *Col6a1*, *Col14a1*, *Ecm1*, *Igfbp3*, *Tgfbi *and *Timp2*.

The adipose-red (*c *= 0.42), heart-blue (*c *= 0.20), kidney-brown (*c *= 0.59) and liver-black (*c *= 0.78) modules are enriched for the GO category *apoptosis *and have between-mouse correlations, *r_b_*, ranging from 0.52 to 0.93. These modules overlap with 16 genes present in at least 3 of the 4 modules including *Ccrn4l*, *Gadd45g*, and *Map3k6*. 

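Noct, which the paper calls Ccrn4l, removes cofactor phosphates and peaks at night, Gadd45g answers stress signals, and Map3k6 is a kinase of the stress pathway. Their mRNA rises within the hour after a glucocorticoid signal or at a set time of day, so the levels in all tissues of a mouse can move together. In heart Noct had c = 0.583, Gadd45g 0.626 and Map3k6 0.545. Kidney had 0.958 for Noct and 0.832 for Map3k6, adipose 0.531 and 0.416, and Map3k6 was below the level taken as expressed in liver. Mouse 10 was highest for Noct and Gadd45g in heart and kidney. Over 13 circadian genes, heart had r_b = 0.817 (permutation p = 0.00114, adjusted p = 0.0103) with adipose, where rho was 0.699 (permutation p = 0.0139). With kidney heart had r_b = 0.789 (permutation p = 0.00217, adjusted p = 0.0130) and with liver r_b = 0.754 (permutation p = 0.00470, adjusted p = 0.0193), with rho of 0.769 and 0.769 (permutation p = 0.00482 and 0.00496). Without the 2 mice farthest from the median these fell to 0.784, 0.481 and 0.459, so the relations with kidney and liver rest on mice 10 and 11. They were, within mice 1 to 6, 0.165, 0.236 and 0.359, and within mice 7 to 12 0.987, 0.998 and 0.968. All 6 heart arrays whose titles differ between the authors' tables belong to mice 1 to 6. Under the other titles the values over 12 mice were 0.953, 0.948 and 0.946, with c = 0.765 for Noct and 0.883 for Map3k6. Because the study named the circadian genes on the same samples, the p-values of r_b are not independent evidence.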

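Fkbp5 encodes a chaperone that dampens the glucocorticoid receptor and is itself induced by it, so it reads out the recent level of the hormone. Per1 is a repressor of the circadian clock with a glucocorticoid response element, which lets stress reset it. Fkbp5 lies on chromosome 17 of GRCm38.p6 from 28398753 to 28486149, and Per1 on chromosome 11 of GRCm38.p6 from 69095108 to 69109965. In liver Fkbp5 had c = 0.964 and a maximal fold of 2.93 (adjusted p = 1.26e-13), and in kidney c = 0.820 and 1.90 (adjusted p = 0.000144). Per1 had c = 0.776 in liver, 0.946 in kidney, 0.842 in heart and 0.528 in adipose. Mouse 10 was highest for Per1 in all 4 tissues. Together with 11 other circadian genes, including Sgk1, Dusp1 and Mt1, the pair gave r_b = 0.961 (permutation p = 3e-05, adjusted p = 0.00045) between kidney and liver. Spearman's rho was 0.923 (permutation p = 5e-05, adjusted p = 0.00112), and r_b was 0.861 without the 2 mice farthest from the median. Adipose had r_b = 0.953 (permutation p = 1e-05, the smallest possible, adjusted p = 0.000225) with kidney and r_b = 0.928 (permutation p = 2e-05, adjusted p = 0.00036) with liver, and rho of 0.874 (permutation p = 0.00039) and 0.874 (permutation p = 0.00049). Without the 2 farthest mice these were 0.866 and 0.798. The study named the circadian genes from correlated modules of the same samples, so the p-values of r_b are not independent evidence. Mice 1 to 6 alone gave 0.951 for kidney and liver, 0.901 for adipose and kidney and 0.968 for adipose and liver, and mice 7 to 12 0.974, 0.986 and 0.932.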

The liver-blue module (*c *= 0.77) also has a high between-mouse correlation (*r_b _*≥ 0.64) and significant gene overlap with these adipose, heart and kidney modules including *Fkbp5 *and *Per1*.

The kidney-pink (*c *= 0.69) and liver-magenta (*c *= 0.74) modules have correlated between-mouse profiles (*r_b _*= 0.88), and each contains 18 or more genes of the GO category *DNA-dependent regulation of transcription*. Their gene overlap (12 out of 47) includes *Bcl6*, *Cish*, *Rgs3*, and *Socs2*.

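Growth hormone comes in pulses, and each pulse raises Cish and Socs2, which shut off its receptor, and lowers Bcl6. Rgs3 quiets G protein signals. Cish lies on chromosome 9 of GRCm38.p6 from 107296659 to 107302784, Socs2 on chromosome 10 of GRCm38.p6 from 95383903 to 95417321 and Bcl6 on chromosome 16 of GRCm38.p6 from 23965050 to 23988866. In liver Cish had a maximal fold of 10.6 with a within-mouse SD of 0.05 log2 and c = 0.998, and in kidney 6.17 with 0.08 log2 and c = 0.987. Its level was highest in mouse 2 in both organs and lowest in mouse 3 in liver and mouse 4 in kidney. Socs2 ranged 8.46-fold in liver and 2.74-fold in kidney, also from mouse 8 up to mouse 2. Bcl6 went the other way and was highest in mouse 3 and lowest in mouse 9 in both organs, over 6.79-fold in liver and 6.02-fold in kidney. With Gadd45g, the genes gave r_b = 0.939 (permutation p = 1e-05, the smallest possible, adjusted p = 0.000225) between kidney and liver. Spearman's rho was 0.979 (permutation p = 1e-05, adjusted p = 0.00045), and r_b was 0.954 without the 2 mice farthest from the median, 0.991 within mice 1 to 6 and 0.936 within mice 7 to 12. The study picked these genes on the same samples because they vary together in both organs, so the p-values are not independent evidence. Rgs3 varied in kidney (c = 0.965, maximal fold 2.42) and adipose (0.780, 2.26), but the probe with its highest level in liver had c = 0.

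**Figure D2:**
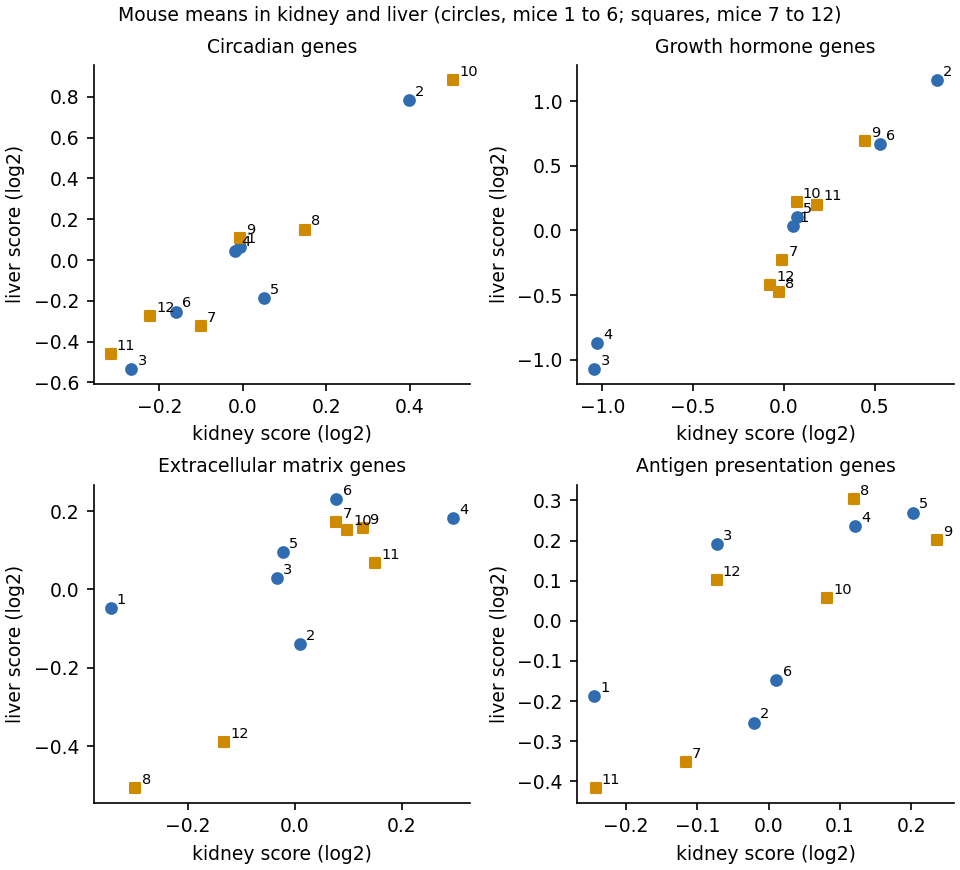
Scores of 4 groups of genes in kidney and liver (log2), 1 point per mouse labelled with its number, circles for mice 1 to 6 and squares for mice 7 to 12. Points follow a line in each panel, most closely for the circadian genes (r_b = 0.961) and the growth hormone genes (0.939).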

The between-mouse profiles of the kidney-green (*c *= 0.59) and liver-red (*c *= 0.72) modules are correlated (*r_b _*= - 0.73) and each module contains 12 or more genes of the GO category *cellular lipid metabolic process*. They have 12 genes in common (out of 60) including *Acaa2*, *Acadm*, *Agxt2l1*, *Cyp26b1*, *Cyp4a10*, *Cyp4a14 *and *Slc2a2*.

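Cyp4a10 and Cyp4a14 add a hydroxyl group to the end of fatty acids and are switched on by PPAR alpha during a fast. Acaa2 and Acadm carry out steps of beta-oxidation in mitochondria, Slc2a2 moves glucose across the membrane, and Etnppl, which the paper calls Agxt2l1, breaks down phosphoethanolamine. Cyp26b1 clears retinoic acid. Cyp26b1 had the largest maximal fold of these genes in both organs, 5.94 in liver and 3.57 in kidney, from mouse 5 up to mouse 3 in each. Cyp4a14 was highest in mouse 1 and lowest in mouse 6 in liver (c = 0.957), and highest in mouse 7 and lowest in mouse 2 in kidney (c = 0.851). Etnppl had c = 0.935 in liver and 0.688 in kidney, and was lowest in mouse 5 in both. The first component of the 7 genes, led by Cyp26b1, gave r_b = 0.920 (permutation p = 0.00011, adjusted p = 0.00110). Spearman's rho was 0.909 (permutation p = 0.00016, adjusted p = 0.00288). The same r_b was 0.827 without the 2 mice farthest from the median, within mice 1 to 6 0.981 and within mice 7 to 12 0.674. With the mean of the standardized genes it was 0.676. The paper gives a negative r_b for the modules that share these genes, each over its whole module with its own sign. The value here is over 7 genes only, so the signs cannot be set side by side. At an adjusted p under 0.10, 7 of 7 genes passed in liver and 6 in kidney, where Acadm did not (adjusted p = 0.685). Adjusted over the list alone the counts were 7 and 6. Since the study chose these genes on these samples, the counts and the p-values of r_b are not independent evidence.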

### Within-mouse patterns are similar across modules of the same tissue

Some modules had similar patterns of within-mouse variation but different patterns of between-mouse variation. To measure similarity of within-mouse variation, we centred the sample values on individual mouse means and then computed a Pearson correlation, *r_w_*. This measure is only meaningful for comparisons within the same tissue as there is no correspondence between the duplicate samples from different tissues. Adipose and heart each have multiple highly correlated modules (|*r_w_*| ≥ 0.64). The adipose-green, adipose-red, adipose-black, and adipose-magenta modules have distinct patterns of between-mouse variation and different functional enrichment, but they all share high within-mouse correlation (Figure 4A, Table 2). 

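The inguinal fat pad holds a lymph node packed with T and B cells, while macrophages lie among the fat cells. Lists of marker genes for these cells were set down before the values were seen. The circadian genes were named by the study on the same samples, so the p-value of their r_w is not independent evidence. Over the differences between the samples of 12 mice, T cell genes such as Cd3d and Cd3e rose with B cell genes such as Cd79a (r_w = 0.995, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.950, exact p = 0.000488). They fell where macrophage genes such as Lyz2, the lysozyme of these cells, rose (r_w = -0.902, exact p = 0.000488, adjusted p = 0.00181; rho -0.857, exact p = 0.000488). The same held for circadian genes such as Pim3 and Sgk1 (r_w = -0.973, exact p = 0.000488, adjusted p = 0.00181; rho -0.948, exact p = 0.000488) and for adipocyte genes such as Lipe, a lipase of stored fat (r_w = -0.903, exact p = 0.000977, adjusted p = 0.00254; rho -0.855, exact p = 0.000977). The 4 values were, without the 2 mice with the largest differences, 0.994, -0.916, -0.965 and -0.894. Within mice 1 to 6 they were 0.997, -0.865, -0.977 and -0.906, and within mice 7 to 12 0.992, -0.968, -0.967 and -0.912. Between mice the T cell genes and the circadian genes were unrelated (r_b = -0.0283, unadjusted permutation p = 0.929, rho 0.105, permutation p = 0.750).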

A similar relationship was observed for the heart-green, heart-red, heart-turquoise, heart-blue, heart-brown, and heart-gold modules (Figure 4B, Table 2).

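Atria, great vessels and the fat around them sit at the base of the heart, while the apex is ventricle. Mybphl and Myl4 mark atrial muscle, Adipoq encodes the fat cell hormone adiponectin, and Car3 a carbonic anhydrase of fat and slow muscle. Skeletal muscle genes expressed in heart, such as Myl1, rose with the atrial genes in all 12 mice (r_w = 0.955, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.977, exact p = 0.000488). Brown fat genes such as Cidea rose with the atrial genes too (r_w = 0.806, exact p = 0.00195, adjusted p = 0.00376; rho 0.816, exact p = 0.00488), and with adipocyte genes such as Adipoq and Car3 (r_w = 0.961, exact p = 0.000977, adjusted p = 0.00254; rho 0.956, exact p = 0.000977). Leaving out the 2 mice with the largest differences gave 0.935, 0.766 and 0.980. Within mice 1 to 6 the values were 0.917, 0.685 and 0.918, and within mice 7 to 12 0.984, 0.890 and 0.988. With 6 heart arrays under the titles of the unnormalized table they were 0.979, 0.783 and 0.989.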

### Uncorrelated modules have gene overlap and similar functional enrichment

Some modules share genes and functional enrichment categories but do not have correlated patterns of variation. 

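Brown fat burns fatty acids for heat and lies in small deposits around the kidney and the great vessels of the heart as well as among white fat. Ucp1 uncouples its mitochondria, Cidea coats its lipid droplets, Cox8b is a subunit of cytochrome c oxidase in brown fat and muscle, and Acaca makes malonyl-CoA for fatty acid synthesis. The within-mouse SD of Ucp1 was 1.37 log2 in adipose and 0.75 in kidney, with c = 0 and 0. Cidea had 0.67 log2 in adipose, 0.70 in heart and 0.53 in kidney. Acaca varied within mice in heart (1.25 log2) more than in adipose (0.23 log2) or kidney (0.19 log2). Cox8b varied within mice in adipose (0.36 log2) and kidney (0.65 log2), but little in heart (0.16 log2), whose own muscle makes it. Over 12 mouse means the 4 genes were unrelated between tissues, with r_b = -0.264 for adipose and heart (permutation p = 0.407, adjusted p = 0.532; rho -0.161, permutation p = 0.620). For adipose and kidney r_b was -0.0824 (permutation p = 0.800, adjusted p = 0.878; rho -0.00699, permutation p = 0.991), and for heart and kidney -0.00200 (permutation p = 0.995, adjusted p = 0.995; rho -0.0559, permutation p = 0.868). Without the 2 farthest mice these were -0.205, 0.0281 and -0.00970, within mice 1 to 6 -0.174, -0.159 and 0.471, and within mice 7 to 12 -0.448, -0.0349 and -0.730.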

The adipose-gold (*c *= 0.12), heart-red (*c *= 0.00), and kidney-black (*c *= 0.10) modules have a high gene overlap (adipose-gold & heart-red, 48 out of 72; adipose-gold & kidney-black, 10 out of 29; heart-red & kidney-black, 25 out of 40 and 9 genes in all three including *Acaca*, *Cidea*, *Cox8b *and *Ucp1*). They are enriched for the GO category *fatty acid metabolic process*. 

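Lymphocytes can enter a tissue sample with blood, with a lymph node or with inflamed tissue. Cd8b1 marks cytotoxic T cells, Thy1 all T cells of the mouse, and Cd79b, Fcmr and Ly6d B cells. In adipose Cd8b1 ranged over 4.92 log2 in the 24 samples, with an unadjusted p of 1.00 for a difference between mice. In heart it ranged over 0.47 log2, with a within-mouse SD of 0.10 log2. B cell genes did vary in heart, with a within-mouse SD of 0.72 log2 for Cd79b, 0.68 for Fcmr and 0.81 for Ly6d. Their mean stood highest in sample 1 of mouse 1 (1.56 log2 above the median sample) and sample 1 of mouse 5 (1.15). T cell genes of heart such as Thy1 (within-mouse SD 0.09 log2) stood highest in the same 2 samples, at 0.19 and 0.17 log2, over a smaller range (lowest -0.07). Genes of MHC class II (0.73 and 0.47 log2) and of keratinocytes (0.32 and 0.31) were also highest there. No probe carries the symbol Lck in the annotation used.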

The adipose-magenta (*c *= 0.00) and heart-gold modules (*c *= 0.00) share 118 out of 120 genes including *Cd8b1 *and *Lck *and are enriched for the GO category *immune system process*. The adipose-brown module (*c *= 0.07) shares 87 out of 182 genes with the heart-green module (*c *= 0.00) and 31 out of 35 genes with the liver-turquoise module (*c *= 0.02). These modules are enriched for the GO *actin cytoskeleton *category and share 8 genes in common including *Ckm *and *Myl1*. 

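Ckm encodes the creatine kinase that buffers ATP in muscle, and Myl1 a light chain of fast myosin. Acta1 and Tnni2 belong to the same contractile apparatus. In adipose Ckm averaged 12.65 log2 and Myl1 13.33, with within-mouse SDs of 1.73 and 1.52 log2. Of 21 muscle genes expressed in adipose, 0 passed at an adjusted p under 0.10 from limma, 12 had an unadjusted p under 0.05 and 13 passed when adjusted over the list alone, with a median maximal fold of 27.3. In heart, which is itself muscle, Ckm averaged 13.88 log2 with a within-mouse SD of 0.27, and Myl1 11.50 with 0.70. In liver the mean of 11 muscle genes stood 1.91 log2 above the median in sample 2 of mouse 1, and the next highest sample stood 0.06 log2 above it. There Acta1 reached 11.32 log2 against a tissue median of 7.37, and Tnni2 10.58 against 7.38. Ckm itself averaged 7.33 log2 in liver, below the level taken as expressed.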

The adipose-turquoise (*c *= 0.44) and kidney-turquoise (*c *= 0.01) modules share 30 out of 40 genes including *Apoal*, *Cyp8b1*, and *Ugt2b3 *and are enriched for the KEGG pathway *complementation and coagulation cascades*. 

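Hepatocytes fill the blood with apolipoproteins and clotting factors, and the mRNAs for these are among the most abundant of liver. Apoa1 and Apoa2 are the proteins of HDL, Serpina1b blocks elastase, and Cyp8b1 sets the mix of bile acids. In kidney 17 hepatocyte genes stood 2.10 log2 above the median sample in sample 2 of mouse 1 and at most 0.28 log2 above it elsewhere. Apoa1 reached 13.28 log2 there against a kidney median of 9.07, and the within-mouse SD of Cyp8b1 was 0.44 log2. At an adjusted p under 0.10 from limma, 0 of the 17 passed in kidney, 3 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. In adipose hepatocyte genes stood 1.19 and 0.67 log2 above the median sample in mouse 12, and 0.95 in sample 1 of mouse 1. Proximal tubule genes of kidney were also high in both adipose samples of mouse 12 (1.00 and 0.63 log2). Apoa2 had c = 0.548 with a maximal fold of 12.8, from mouse 6 up to mouse 12. Apoa1 had c = 0.456 with a maximal fold of 5.89 and Serpina1b c = 0.412 with 6.16. Of 17 hepatocyte genes in adipose limma called 0 over all genes and 6 when adjusted over the list alone, and 7 had an unadjusted p under 0.05.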

The adipose-green (*c *= 0.28) and heart-turquoise (*c *= 0.17) modules are overlapping in 12 out of 50 genes including *Ccl9*, *Cxcl1*, *Egr1*, *Fos*, and *Hmox1 *and are enriched for *chemokine activity*. 

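Ccl9 and Cxcl1 are chemokines, Egr1 and Fos immediate early genes that rise within minutes of a stimulus, and Hmox1 responds to haem and oxidants. Handling, bleeding and inflammation raise such genes in any tissue. Hmox1 had a maximal fold of 5.11 in adipose and 4.00 in heart, with c = 0.536 and 0.336. Egr1 had c = 0.702 in adipose and 0.422 in heart, Ccl9 0.169 and 0.139, and Fos 0 and 0.365. In heart Cxcl1 rose 7.61-fold from mouse 7 to mouse 10 (c = 0.801), and in adipose mouse 5 was highest. Mouse 5 was highest in adipose for Hmox1, Egr1, Fos and Ccl9, and mouse 10 in heart. Within mice these genes fell in adipose where T cell genes rose (r_w = -0.711, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho -0.894, exact p = 0.000488), and r_w was -0.678 without the 2 mice with the largest differences, -0.682 within mice 1 to 6 and -0.890 within mice 7 to 12. With 6 heart arrays under the titles of the unnormalized table, c in heart was 0.798 for Hmox1 and 0.702 for Egr1. The study picked these chemokine and early genes on the same samples, so the p-value of r_w is not independent evidence.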

The adipose-black (*c *= 0.00), heart-black (*c *= 0.00), kidney-magenta (*c *= 0.00), and liver-green (*c *= 0.39) modules have pairwise overlaps ranging from 33 to 146 genes. 

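Mitochondria make ATP with many small proteins of the respiratory chain, whose mRNAs are abundant and rise together with the number of mitochondria. Atp5e and Atp5g1 belong to ATP synthase, Cox7b to cytochrome c oxidase, and Ndufb4 and Ndufb10 to the first complex of the chain. Of the genes of oxidative phosphorylation, 71 were expressed in adipose, 72 in heart, 69 in kidney and 68 in liver. At an adjusted p under 0.10, limma called 0 in adipose, 0 in heart, 2 in kidney and 9 in liver, and adjusted over the list alone 0, 0, 1 and 5, with an unadjusted p under 0.05 for 4 genes in adipose and 0 in heart. In heart Cox7b had a within-mouse SD of 0.53 log2 (unadjusted p = 0.582), Ndufb4 0.34 (p = 0.877) and Atp5e 0.34 (p = 0.867). Atp5g1 in adipose had 0.56 log2 (p = 0.291) and Ndufb10 in kidney 0.27 (p = 0.325). Cox6a2, the muscle form of a subunit, was an exception in kidney, with c = 0.908 and an adjusted p of 1.17e-05.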

Twenty-two genes are shared among all 4 of these modules and they are enriched for KEGG pathway *oxidative phosphorylation *and the GO category *mitochondrial inner membrane*.

### Comparison across platform

We repeated the gene expression assays for only the liver samples on a different platform, the Affymetrix Whole-Transcript Mouse Gene 1.0 ST array. 

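A whole-transcript array reads a gene with probes spread over all its exons, whereas a bead array reads it at a single site near the end of the mRNA. A gene whose level differs between mice on both kinds of array is unlikely to owe that to a faulty probe. The data are 24 liver arrays, 1 for each of the RNA samples of the 12 mice that were read on the bead array. The authors' table gives log2 values of 34760 probe sets, made by RMA with background correction, quantile normalization and median polish. Array medians lay between 6.675 and 6.726 log2. Of the probe sets, 21640 carry 1 gene symbol, and the probe set with the highest mean stood for its gene. This gave 19937 genes, and 19938 were tested. At an adjusted p under 0.10 from limma over the 12 mice, 2827 genes passed, and 4727 had an unadjusted p under 0.05. Of 100 pairings of the arrays into 12 pairs, the real one included, 1 reached this count, and the highest random one gave 34 genes. With pairs drawn within mice 1 to 6 and within mice 7 to 12, again 1 of 100 reached it, and the highest other gave 669. Genes were paired between the platforms by symbol, which gave 8515 genes expressed in liver on the bead array. Correlations are over 12 mouse means with 100000 permutations of the mice, in a family of 19 for the single genes and of 38 for the lists. As a check of the sample names, each array was matched to the other platform over 2221 genes, and 18 of 24 matched best to the same sample and 24 of 24 to the same mouse. The 24 arrays limit the precision of each correlation. Mt1, which binds metals, had a maximal fold of 7.87 on this platform and Gadd45g, a stress gene, 5.52.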

To facilitate comparison, we generated a cross-platform probe map based on gene annotation (Methods). Using this map, we computed eigengenes of the previously defined clusters from the Affymetrix data. 

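Genes of 1 process that rise and fall together give a component that should not depend on the chemistry of the array. The core clock includes Dbp and Nr1d1, and lipogenesis is run by enzymes such as Fasn and Scd1. Klf9 and Tsc22d3 respond to glucocorticoids, and Acta1 and Tnni2 belong to muscle. Over 12 mouse means the component of 11 core clock genes had r = 0.981 (permutation p = 1e-05, the smallest possible, adjusted p = 0.00019; rho 0.972, permutation p = 1e-05) between the platforms. For 13 lipogenesis genes it was r = 0.963 (permutation p = 1e-05, adjusted p = 0.00019; rho 0.881, permutation p = 0.00039), and for 19 glucocorticoid genes r = 0.939 (permutation p = 0.00011, adjusted p = 0.000697; rho 0.867, permutation p = 0.00069). The 12 circadian genes named by the paper had r = 0.956 (permutation p = 6e-05, adjusted p = 0.00057; rho 0.895, permutation p = 0.0003). Without the 2 mice farthest from the median these 4 values were 0.938, 0.922, 0.836 and 0.867. Muscle genes had r = 0.988 (permutation p = 0.00672, adjusted p = 0.0120; rho 0.608, permutation p = 0.0394), which fell to 0.641 without the 2 farthest mice. Genes of MHC class II such as H2-Ab1 had r = 0.842 (permutation p = 0.00208, adjusted p = 0.00565; rho 0.629, permutation p = 0.0337), and 0.850 without the 2 farthest mice. Of 38 lists compared, 25 had a positive r at an adjusted p under 0.05 and 7 a negative r, and the median was 0.755. The sign of a component is arbitrary, and with the loadings of the platforms turned to agree 26 lists were positive at that limit and 5 negative, with a median of 0.771.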

Correlation of the eigengenes across platforms was very high for 7 of the 9 modules (*r *> 0.89 for 6 of 9 modules, *r *= 0.76 for liver-brown; [Additional files 2, 6: Supplemental Figure S3]). Two modules with lower correlation (liver-gold: *r *= 0.42, liver-green: *r *= 0.21) had less than 20% of variance explained by the eigengene with Affymetrix data. However, for the liver-gold module, low expression for mouse 6 was a consistent pattern across platforms. 

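Ribosomal protein genes and genes of oxidative phosphorylation, such as Atp5e of ATP synthase, serve every cell. Lpl splits fats, and Cish inhibits growth hormone signals. In liver limma called 16 of 69 ribosomal protein genes and 9 of 68 genes of oxidative phosphorylation between mice. The component of 66 genes of oxidative phosphorylation carried 35.2% of their variance on the bead array and 27.9% on the whole-transcript array, and had r = 0.431 (permutation p = 0.209, adjusted p = 0.265; rho -0.147, permutation p = 0.652) between them. Its loadings on the platforms are nearly unrelated (cosine -0.129), so that r has no settled sign and is -0.431 when they are turned to agree. For 53 ribosomal protein genes the shares were 30.6% and 23.8%, with r = -0.0447 (permutation p = 0.890, adjusted p = 0.914; rho -0.259, permutation p = 0.417). Genes of the extracellular matrix named by the paper, such as Ecm1 and Timp2, were in between, with r = 0.547 (permutation p = 0.0635, adjusted p = 0.0862; rho 0.643, permutation p = 0.0288). Without the 2 mice farthest from the median r was -0.466 for oxidative phosphorylation, -0.502 for ribosomal proteins and 0.657 for the matrix genes. The most negative values were those of the 4 growth hormone genes named by the paper, r = -0.784 (permutation p = 0.00295, adjusted p = 0.00701; rho -0.783, permutation p = 0.00414), and 7 adipocyte genes, r = -0.540 (permutation p = 0.0705, adjusted p = 0.0924; rho -0.671, permutation p = 0.0203), with -0.693 and -0.737 without the 2 farthest mice. In both lists the loadings have opposite signs on the platforms (cosine -0.822 and -0.888), so with the signs turned to agree r is 0.784 and 0.540. The other negative lists were endothelium (-0.315), pericentral hepatocytes (-0.219), atrial cardiomyocytes (-0.188, or 0.188 turned, cosine -0.431) and hepatocytes (-0.125), each with an adjusted p above 0.3. Over all genes on both platforms the median r over 12 mice was 0.283, against 0.561 for the 2221 genes with between-mouse variance on the bead array, of which 1063 had it on the whole-transcript array too.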

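Dusp1 ends MAP kinase signals, Cdkn1a halts the cell cycle, Fkbp5 is a chaperone of the glucocorticoid receptor and Per1 and Per2 are repressors of the clock. Crat moves acyl groups between carriers, and Tnfrsf1a is a receptor of tumour necrosis factor. Over 12 mouse means, Dusp1 had r = 0.981 (permutation p = 1e-05, the smallest possible, adjusted p = 4.75e-05; rho 0.937, permutation p = 2e-05) between the bead array and the whole-transcript array, and Per1 r = 0.978 (permutation p = 1e-05, adjusted p = 4.75e-05; rho 0.965, permutation p = 1e-05). Cdkn1a had r = 0.971 (permutation p = 1e-05, adjusted p = 4.75e-05; rho 0.916, permutation p = 0.00011) and Fkbp5 r = 0.961 (permutation p = 2e-05, adjusted p = 7.6e-05; rho 0.951, permutation p = 3e-05). These 4 had, without the 2 mice farthest from the median, 0.969, 0.953, 0.930 and 0.961. The lowest values were those of Crat, r = 0.632 (permutation p = 0.0264, adjusted p = 0.0264; rho 0.385, permutation p = 0.218), and Acadm, r = 0.643 (permutation p = 0.0244, adjusted p = 0.0258; rho 0.476, permutation p = 0.122). Tnfrsf1a had r = 0.833 (permutation p = 0.00134, adjusted p = 0.00196; rho 0.538, permutation p = 0.0756). Without the 2 farthest mice r was 0.372 for Tnfrsf1a and 0.483 for Crat, and fell from 0.699 to 0.473 for Map3k6, from 0.864 to 0.569 for Cyp4a14 and from 0.965 to 0.649 for Gadd45g. The probe sets are those of the paper, which took the one of highest correlation where a gene had several, and here 18 of the 19 symbols have a single probe set, while for Socs2 the brighter of 2 had r = 0.855 against 0.731 for that of the paper. Over the 24 samples, r for the 19 genes ran from 0.557 to 0.968, and the median over all 8515 genes was 0.190. Maximal folds differed between the platforms, as for Bcl6, with 6.79 on the bead array and 3.96 on the other, and Socs2, with 8.46 and 1.57.

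**Figure D3:**
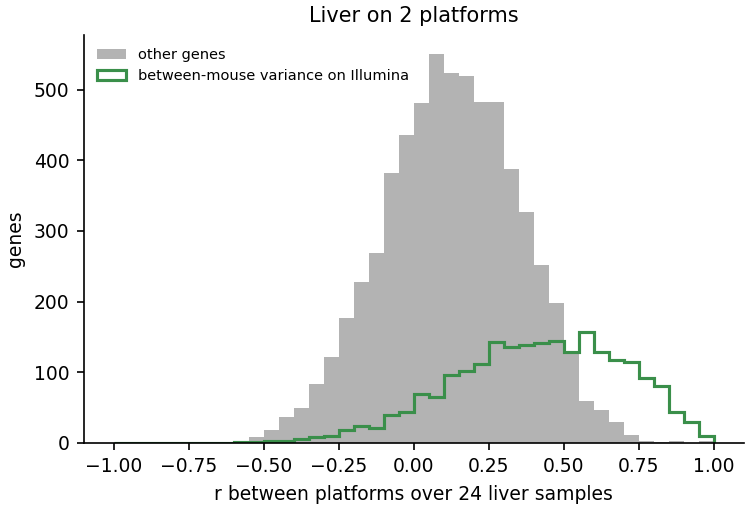
Correlation r of each gene between the bead array and the whole-transcript array over 24 liver samples, as the number of genes in each interval of r. It is drawn for 2221 genes with between-mouse variance on the bead array and for the other genes. The first set lies to the right, with a median of 0.428 against 0.190 for all 8515 genes.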

The profiles of all 19 genes that are highlighted in the Discussion (below) are highly correlated across platform (*r *> 0.55 for all 19, *r *> 0.70 for 16 of the 19, [Additional files 2, 7, 8, 9: Supplemental Figures S4-S6]).

## Discussion

There are several mechanisms that may contribute to between-mouse variation in gene expression in C57BL/6J mice. New mutations that create single nucleotide or copy number variants may result in variable gene expression. We expect such events to be rare. However, we have observed a striking pattern of differential expression (*r_b _*> 0.88; p < 0.01) in the insulin degrading enzyme (*Ide*) with approximately two-fold higher expression in all 4 tissues for the two mice of cage 4. 

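Ide encodes a zinc protease that cuts insulin, glucagon and amyloid beta, and it lies on chromosome 19 of GRCm38.p6 from 37268743 to 37334544. It is active in most tissues. In liver the level of Ide was 10.95 log2 in mouse 7 and 10.40 in mouse 8, against a mean of 10.03 ± 0.06 (SD, n = 10) in the others. The mean of both mice of cage 4 exceeded that of the others 1.53-fold in adipose, 1.72-fold in heart, 1.65-fold in kidney and 1.57-fold in liver. In each tissue both mice stood above all 10 others, and since the paper picked this gene and cage on the same arrays no p-value is given for it. Mouse 7 was higher than mouse 8 in all 4 tissues, by 0.55 log2 in liver. The adjusted p for a difference between mice was 1.45e-07 in liver and 6.37e-07 in kidney, 0.0728 in heart and 0.712 in adipose. Between tissues r_b of Ide ran from 0.883 to 0.968, with rho from 0.273 to 0.517. For kidney and liver, r_b = 0.950 (permutation p = 0.00538, adjusted p = 0.0193), and rho was 0.273 (permutation p = 0.391, adjusted p = 0.550), and r_b was 0.957 within mice 7 to 12 and 0.410 within mice 1 to 6. Without the 2 mice farthest from the median, which are mice 7 and 8, it was -0.154, so the relation rests on them, and it changed sign for heart and kidney (-0.182) and heart and liver (-0.222) as well.

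**Figure D4:**
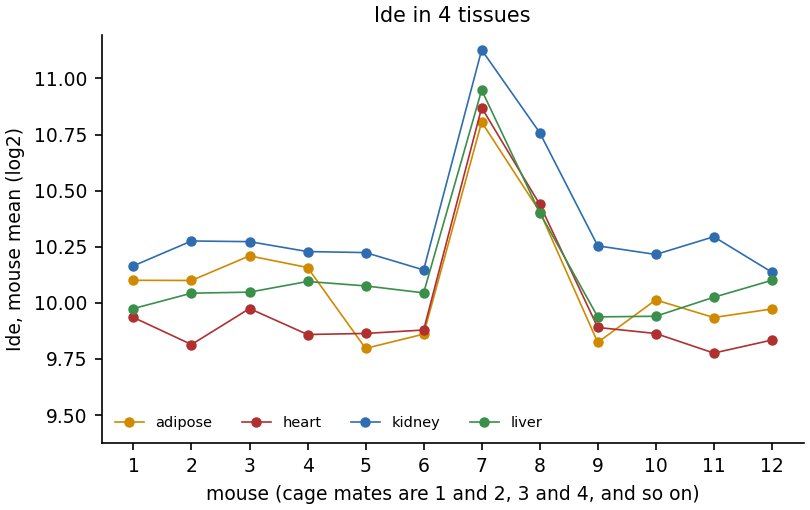
Mean level of Ide in each of 12 mice (log2) in 4 tissues, 1 point per mouse, where mice 7 and 8 are those of cage 4. Both lie above all other mice in every tissue, for example at 10.95 and 10.40 log2 in liver.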

We speculate that these siblings may have inherited a copy number variant at this locus on chromosome 19 for which copy number changes have been observed previously in C57BL/6J mice [12]. Genes that display circadian or other periodic expression patterns can be out of phase in different animals. We attempted to control for cyclical variation by collecting samples in a consistent and narrow time frame for all mice. Variation in feeding behaviour is another possible factor and although we implemented a 4-hour fast prior to tissue collection, some variation in time since last feeding is inevitable. Epigenetic differences may affect the expression of genes as a result of variable access to nutrients in utero, birth order, maternal stress or other pre- or post-partum events. Slight differences in phenotype at birth may be magnified over time. Response to subtle differences in local environment may have an effect on gene expression and finally, the expression of some genes may be sensitive to events just prior to euthanasia [3].

Within-mouse transcript variation could reflect stochastic variation in gene expression, which has been observed within individual cells and across cell populations [13-20]. However, if it is present, this effect seems to be dominated by other factors in our study. Tissue heterogeneity due, for example, to localization of stem and progenitor cell populations can result in sampling variation [21-24]. This variation may be amplified by dissection, especially in tissues with imprecise boundaries. Even a relatively homogenous and easily isolated tissue such as liver will have internal structure that can influence local gene expression [25,26].

### Phenotypic implications of between- and within-mouse variation in adipose tissue

Adipose tissue is compartmentalized into adipocytes, preadipocytes, and vascular epithelium [2]. The degree of vascularisation can vary significantly across different regions of the same fat pad and is expected to be greater in the portion of the inguinal fat pad that is near the inguinal lymph node [27]. Vascularised adipose tissue tends to be more metabolically active [28]. We found a large number of genes that have within-mouse variation related to vascularisation in the adipose-magenta module (1340 genes, *c *= 0.00). 

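T cells of a lymph node carry the receptor chain Cd8b1 when they are cytotoxic, and Elf1 is a factor that drives genes of lymphocytes. Lymph nodes are embedded in fat. The study placed both genes in the same module of these samples, so a p-value for their relation is not independent evidence. Cd8b1 averaged 10.78 log2 in adipose with a within-mouse SD of 1.92 log2, and Elf1 10.66 with 0.41 log2. Both rose in the same sample in 12 of 12 mice (r_w = 0.985, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.957, exact p = 0.000488), with r_w = 0.987 without the 2 mice with the largest differences, 0.978 within mice 1 to 6 and 0.999 within mice 7 to 12. Of 21 T cell genes and 12 B cell genes expressed in adipose, limma called 0 and 0 between mice, and 0 and 0 when adjusted over the list alone, and 0 and 0 had an unadjusted p under 0.05. Unadjusted p-values were 1.00 for Cd8b1 and 0.975 for Elf1. Epidermal genes such as Krt14 fell where T cell genes rose (r_w = -0.614, exact p = 0.000488, adjusted p = 0.00181; rho -0.843, exact p = 0.000488), with r_w = -0.641 without the 2 mice with the largest differences, -0.697 within mice 1 to 6 and -0.971 within mice 7 to 12.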

The positively correlated subset of this module is enriched for GO biological processes *immune response, T cell activation*, and *lymphocyte activation *[Additional file 3: Supplemental Table S1] and include genes expressed in lymphocytes such as *Lck*, *Cd8b1*, and *Elf1 *(Figure 5, [Additional file 10: Supplemental Table S3]). 

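Fat cells that grow by storing fat raise Lep, the hormone of satiety, and Mest, a marker of fat expansion. Sfrp5 restrains Wnt signals in fat cells, and Bmp3 is a growth factor of the TGF beta family. Trp53inp2 takes part in autophagy. In adipose the maximal fold between mice was 2.42 for Mest, 2.10 for Trp53inp2, 1.86 for Sfrp5 and 1.41 for Bmp3. Mouse 3 was highest for Lep (13.51 log2), Mest and Trp53inp2, and mouse 9 lowest for Lep (12.49 log2), Mest and Sfrp5. None of these genes passed at an adjusted p under 0.10 from limma. Trp53inp2 had an unadjusted p of 0.0308 and c = 0.434, Sfrp5 0.312 and 0.0559, and Mest 0.358 and 0.0160.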

Some genes within the adipose-magenta module, which is dominated by within-mouse variation, also have large between-mouse fold changes. These genes, including *Bmp3*, *Sfrp5*, *Mest*, *Lep *and *Trp53inp2*, are positively correlated with body weight and were previously found to be predictive for adiposity [2] [Additional files 2, 11: Supplemental Figure S7]. They are also negatively correlated with the module eigengene, which is consistent with higher expression in the less vascularised region of the inguinal fat pad, suggesting an inverse relationship between vascularisation and adiposity.

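Body weight of adult mice of a strain varies mostly with the mass of fat, so genes that follow fat cell size can track it. Over 12 mice Lep, which reports fat mass, had r = 0.523 (permutation p = 0.0806, adjusted p = 0.349; rho 0.594, permutation p = 0.0457) with body weight. Sfrp5, a brake on Wnt signals, had r = 0.498 (permutation p = 0.101, adjusted p = 0.349; rho 0.483, permutation p = 0.116), and Mest r = 0.454 (permutation p = 0.137, adjusted p = 0.349; rho 0.490, permutation p = 0.109). For Trp53inp2 it was r = 0.439 (permutation p = 0.153, adjusted p = 0.349; rho 0.469, permutation p = 0.128), and for Bmp3 r = 0.262 (permutation p = 0.408, adjusted p = 0.503; rho 0.392, permutation p = 0.211). The component of the 5 genes had r = 0.511 (permutation p = 0.0901, adjusted p = 0.349; rho 0.664, permutation p = 0.0219), so all the values were positive and none passed after adjustment over 16 relations. Without mice 5 and 8, the lightest and the heaviest, r was 0.412 for Lep, 0.253 for Sfrp5, 0.445 for Mest and 0.404 for the component. The component had 0.555 within mice 1 to 6 and 0.702 within mice 7 to 12.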

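In adipose, genes of lymphocytes and genes tied to fat mass ran in opposite directions between the samples of a mouse. T cell genes had the same relation with 13 general adipocyte genes (r_w = -0.903) and with macrophage genes (-0.902). The relation is therefore not particular to genes tied to fat mass. Cd8b1 marks cytotoxic T cells, and Bmp3, Sfrp5, Mest, Lep and Trp53inp2 are made by fat cells or their precursors. Over 12 mice the samples with more T cell mRNA had less of the adiposity genes (r_w = -0.903, exact p = 0.000977, adjusted p = 0.00254; rho -0.857, exact p = 0.00146), in opposite directions in 11 mice. This r_w was -0.874 without the 2 mice with the largest differences, -0.924 within mice 1 to 6 and -0.876 within mice 7 to 12. For Cd8b1 r_w was -0.889 with Bmp3, -0.844 with Sfrp5, -0.835 with Mest and -0.909 with Trp53inp2 (exact p = 0.000977, 0.00293, 0.00195 and 0.000488, adjusted p at most 0.00525). Their rho values were -0.723, -0.845, -0.816 and -0.917, with an exact p of at most 0.00195. The study placed these genes and Cd8b1 in the same module of these samples, with opposite signs. The p-values of r_w are therefore not independent evidence. Between mice the T cell genes and the adiposity genes had r_b = -0.817 (unadjusted permutation p = 0.00135; rho -0.608, permutation p = 0.0391), but -0.433 without the 2 farthest mice, so this relation between mice rests on those mice. Random pairings of the adipose arrays into 12 pairs called up to 1401 genes, which points to a structure of the samples that the mice do not give. From the negative relation of these genes with the lymphocyte genes, the paper proposes that vascularisation and adiposity are inversely related.

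**Figure D5:**
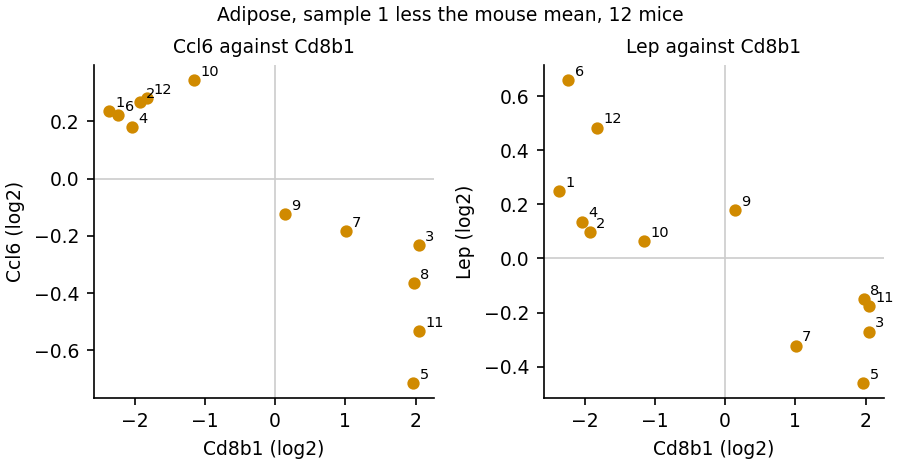
Difference of sample 1 from the mean of the mouse (log2) in adipose, for Cd8b1 on the x axis and Ccl6 or Lep on the y axis, 1 numbered point per mouse. Both fall as Cd8b1 rises, with r_w = -0.887 for Ccl6 and -0.836 for Lep.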

**Figure 5:**
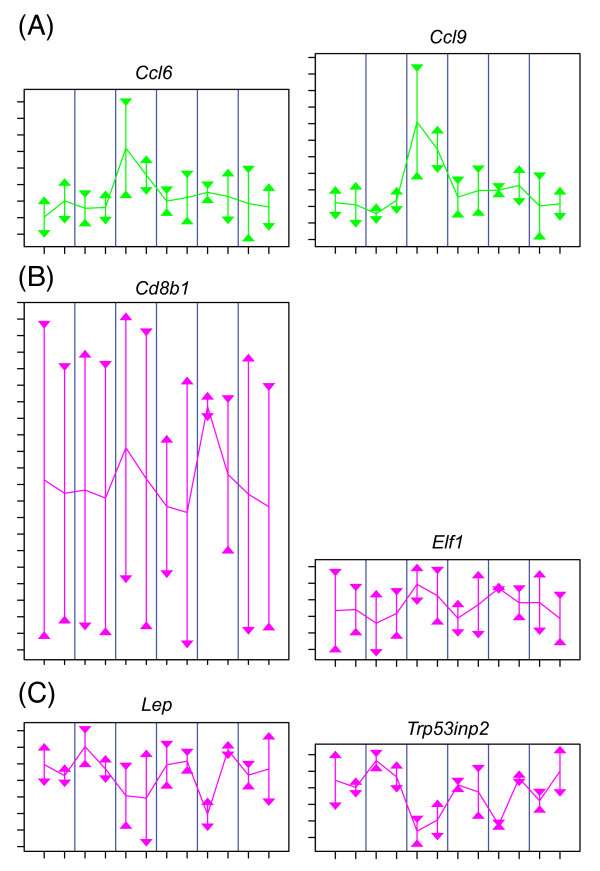
**Within-tissue correlation of eigengene transcript abundance profiles**. The eigengenes of the adipose-green and adipose-magenta modules exhibit negative within-mouse correlation and positive between-mouse correlation (*r_w _*= -0.65, *r_b _*= 0.69) Profiles are shown for (A) *Ccl6 *(l) and *Ccl9 *(r) of the positively correlated adipose-green module and KEGG *cytokine-cytokine receptor interaction *pathway, (B) *Cd8b1 *(l) and *Elf1 *(r) of the positively correlated adipose-magenta module and GO *immune response *biological process, and (C) *Lep *(l) and *Trp53inp2 *(r), of the negatively correlated adipose-magenta module. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. Profiles are coloured by module membership. Summary statistics for these genes are available [Additional file 10: Supplemental Table S3].

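Ccl6 and Ccl9 are chemokines made by macrophages, which lie among the fat cells, while lymphocytes with Cd8b1 and Elf1 lie in the node. Lep and Trp53inp2 are made by fat cells. The study showed these genes for their modules of the same samples, so the p-values of r_w are not independent evidence. Within mice Ccl6 and Ccl9 moved together (r_w = 0.944, exact p = 0.00146, adjusted p = 0.00317; rho 0.912, exact p = 0.00244), as did Lep and Trp53inp2 (r_w = 0.795, exact p = 0.00146, adjusted p = 0.00317; rho 0.834, exact p = 0.00146). Ccl6 fell where Cd8b1 rose in all 12 mice (r_w = -0.887, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho -0.791, exact p = 0.000488), and rose with Lep in 11 (r_w = 0.744, exact p = 0.00146, adjusted p = 0.00317; rho 0.721, exact p = 0.000977). The 4 relations had, without the 2 mice with the largest differences, r_w = 0.884, 0.733, -0.934 and 0.711. Within mice 1 to 6 they had 0.930, 0.841, -0.845 and 0.819, and within mice 7 to 12 0.977, 0.746, -0.967 and 0.645. Between mice Ccl6 and Cd8b1 had r_b = 0.470 (unadjusted permutation p = 0.114; rho 0.483, permutation p = 0.116), and 0.413 without the 2 farthest mice. Ccl6 had a maximal fold of 2.06 with an unadjusted p of 0.677, and mouse 5 was highest.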

We chose to study the inguinal fat pad because it can be efficiently dissected. Gene expression can vary among fat depots [29,30] and proximity to the inguinal lymph node clearly contributed to heterogeneity in the inguinal fat pad. This limits our ability to generalize our findings. However, our previous experience [31] indicates that other fat depots are at least as variable as the inguinal depot. The Koza et al. study [18] identified their adiposity signature, which we have replicated, in epididymal and retroperitoneal fat.

### Variable brown fat signature in white fat tissue

Several genes in the adipose-gold module are expressed exclusively in brown fat, including *Ucp1*, *Cidea*, and *Cox8b *[Additional files 2, 12: Supplemental Figure S8A-B]. This module is enriched for *fatty acid metabolism *and the module eigengene is correlated with *Prdm16 *(*r_b _*= 0.86; *r_w _*= 0.74; [Additional files 2, 12: Supplemental Figure S8C]), which is part of a transcriptional complex that promotes brown fat differentiation and suppresses skeletal muscle cell differentiation [32,33]. 

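Brown fat cells within white fat are recognised by Ucp1, the uncoupling protein, by Cidea on their lipid droplets and by Cox8b in their respiratory chain. In adipose the levels were 12.00 log2 for Ucp1, 12.84 for Cidea and 14.12 for Cox8b. Ucp1 ranged over 5.09 log2 in the 24 samples, and its unadjusted p for a difference between mice was 0.950. Mouse 12 had the highest mean of all 3 genes, and the maximal fold was 4.99 for Ucp1 and 2.15 for Cox8b. Cidea moved with Ucp1 within mice (r_w = 0.956, exact p = 0.000977, adjusted p = 0.00254; rho 0.914, exact p = 0.000977), and r_w was 0.968 without the 2 mice with the largest differences, 0.946 within mice 1 to 6 and 0.985 within mice 7 to 12. In liver Ucp1 averaged 7.29 log2 and Cidea 7.42, below the level taken as expressed. The study named Ucp1 and Cidea from a module of these samples, so the p-value of their r_w is not independent evidence.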

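Prdm16 encodes a zinc finger factor that turns precursor cells toward brown fat and away from muscle. It lies on chromosome 4 of GRCm38.p6 from 154316122 to 154637360. In adipose it averaged 8.63 log2, with a within-mouse SD of 0.18 log2, a maximal fold of 1.30 and c = 0. Within mice it did not follow Ucp1 (r_w = -0.272, exact p = 0.287, adjusted p = 0.339; rho -0.330, exact p = 0.221) or Cidea (r_w = -0.145, exact p = 0.592, adjusted p = 0.641; rho -0.193, exact p = 0.476). Dropping the 2 mice with the largest differences left r_w at -0.188 with Ucp1 and -0.0159 with Cidea, within mice 1 to 6 -0.412 and -0.319, and within mice 7 to 12 -0.00806 and 0.117. Between mice Prdm16 and Cidea had r_b = 0.712 (unadjusted permutation p = 0.00875; rho 0.629, permutation p = 0.0331), and 0.421 without the 2 farthest mice. With Ucp1 the between-mouse value was 0.428 (unadjusted permutation p = 0.166; rho 0.476, permutation p = 0.122), and 0.410 without them.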

The adipose-brown module is enriched with 21 genes of the GO biological process *muscle contraction*. Genes in this module are expressed in both skeletal muscle and brown fat and many are related to brown fat cell differentiation [32,33]. 

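Acta1 and Pvalb mark skeletal muscle, Acta1 as its actin and Pvalb as the calcium buffer of fast fibres. In adipose Acta1 averaged 14.66 log2 and Pvalb 14.88, with maximal folds of 16.3 and 27.9 from mouse 5 up to mouse 3. Within mice Ckm, the creatine kinase, followed Acta1 (r_w = 0.936, exact p = 0.00439, adjusted p = 0.00714; rho 0.929, exact p = 0.00391) and Pvalb (r_w = 0.956, exact p = 0.00244, adjusted p = 0.00453; rho 0.954, exact p = 0.00244). Leaving out the 2 mice with the largest differences gave 0.910 and 0.942, mice 1 to 6 0.906 and 0.947, and mice 7 to 12 0.959 and 0.974. The mean of 21 muscle genes ran from 3.85 log2 below the median sample to 1.53 above it, in sample 1 of mouse 1. That sample had 15 of the 21 genes raised 2-fold or more, with a median rise of 1.72 log2, while Ucp1 stood 2.27 log2 and Cidea 0.96 log2 below their medians.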

We ruled out cross contamination with muscle tissue by inspection of the dissection procedure. The enrichment for *muscle contraction *appears to be spurious and reflects a potential pitfall of enrichment analysis using GO annotation.

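Brown fat cells share a line of precursors with skeletal muscle, and Ucp1, their heat-making protein, and Cidea mark them. Ckm, a creatine kinase, and Myl1, a myosin light chain, are muscle genes. The study named both from a module of the same samples, so the p-value of their r_w is not independent evidence. Within mice Ckm and Myl1 rose together in all 12 mice (r_w = 0.992, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.977, exact p = 0.000488). Ckm was not related to Ucp1 (r_w = -0.410, exact p = 0.216, adjusted p = 0.267; rho -0.427, exact p = 0.249), nor to Cidea (r_w = -0.337, exact p = 0.294, adjusted p = 0.340; rho -0.351, exact p = 0.261). For Ckm r_w was, without the 2 mice with the largest differences, 0.987 with Myl1, -0.271 with Ucp1 and -0.225 with Cidea. Within mice 1 to 6 the 3 values were 0.992, -0.790 and -0.712, and within mice 7 to 12 0.994, -0.0100 and -0.00531. Over the muscle genes expressed in adipose, the median within-mouse r was -0.357 with Ucp1 (lowest -0.488, highest -0.0530) and -0.290 with Cidea. Between mice the median with Ucp1 was -0.480. The components of the 21 muscle genes and of 11 genes active in brown fat had r_b = 0.831 (unadjusted permutation p = 0.00106; rho 0.727, permutation p = 0.00956), 0.564 without the 2 farthest mice, and r_w = -0.148 (exact p = 0.641, adjusted p = 0.680; rho -0.170). Between mice the second component was led by Fabp3 (loading 0.694), Cox7a1 (0.522) and Cpt1b (0.389), with Cidea at 0.0486 and Ucp1 at -0.0569. For the 4 brown fat genes the paper names r_b with the muscle genes was -0.424 (unadjusted permutation p = 0.170; rho -0.420), and r_w -0.364 (exact p = 0.262, adjusted p = 0.316).

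**Figure D6:**
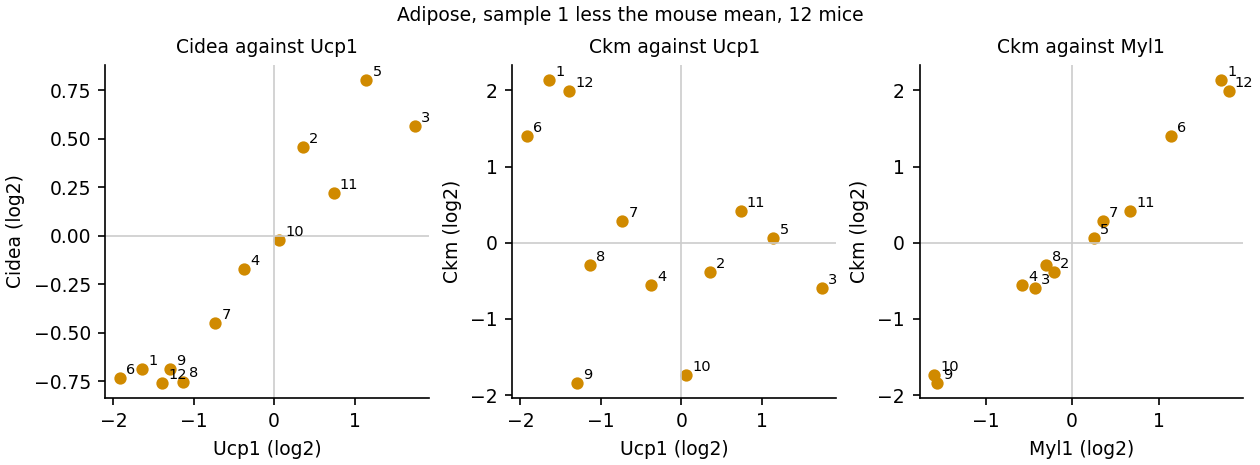
Difference of sample 1 from the mean of the mouse (log2) in adipose for Ucp1 and Cidea, Ucp1 and Ckm, and Myl1 and Ckm, 1 numbered point per mouse. Ucp1 and Cidea (r_w = 0.956) and Myl1 and Ckm (0.992) lie along lines, and Ucp1 and Ckm (-0.410) do not.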

Most of the variation in the adipose-gold (*c *= 0.12) and adipose-brown (*c *= 0.07) modules is attributable to the within-mouse component, which suggests a heterogeneous spatial distribution of brown fat within the inguinal fat pad. However, large between-mouse fold changes, including *Ckm*, with 56-fold change, the largest observed in this study [Additional files 2, 12: Supplemental Figure S8D], suggest that the proportion of brown fat may also vary across mice. 

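Ckm encodes the creatine kinase of muscle and lies on chromosome 7 of GRCm38.p6 from 19411094 to 19421583. Its mean in adipose ran from 9.00 log2 in mouse 5 to 14.70 in mouse 3, a maximal fold of 52.0. The between-mouse SD of Ckm was 1.48 log2 and c was 0.421, with an unadjusted p of 0.0297 and an adjusted p of 1.00 from limma. Acta1, the actin of muscle, had the highest c of the contractile genes named here, 0.591, and an unadjusted p of 0.00412. Mice 5 and 3 were also at the ends for Acta1 and for Pvalb, a calcium buffer of fast fibres, while Myl1, a myosin light chain, ran from 9.68 log2 in mouse 5 to 15.22 in mouse 8. For Ucp1, of brown fat, the lowest mouse was mouse 7 and the highest mouse 12, and mouse 5 had 11.95 and mouse 3 11.10 log2. Cidea was at 12.46 log2 in mouse 5 and 12.73 in mouse 3.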

Brown fat tissue proportion have previously been shown to vary with age, strain, and environmental conditions [34].

### Region-specific variation of gene expression in heart

The heart is composed primarily of cardiac smooth muscle, but it is differentiated into atrial, ventricular and trabecular regions with a left-right asymmetry. Several genes expressed in atria and trabeculae of the heart are repressed in the ventricles, in part, through activity of the transcription factor, *Gata4 *[35]. 

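Cardiac muscle of the atria uses its own myosin light chains, Myl4 and Myl7, and releases the hormone atrial natriuretic peptide from Nppa. Tbx5 sets up chambers, and Bmp10 is a growth factor of the atria and of the trabeculae of the embryo. The study named these genes, apart from Nppa, from a module of the same samples, so the p-value of r_w is not independent evidence. In heart the within-mouse SD was 2.14 log2 for Myl4, 1.44 for Nppa, 0.49 for Tbx5 and 0.29 for Bmp10. For all of them c was 0, with unadjusted p-values of 0.932, 0.947, 0.946 and 0.942. Of 12 atrial genes limma called 0 between mice, 0 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Their mean differed between the samples of a mouse by a median of 2.04 log2, and over the 24 samples it lay from 2.18 log2 below the median to 0.67 above it. Myl4 and Myl7 rose in the same sample in all 12 mice (r_w = 0.998, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.986, exact p = 0.000488), with r_w = 0.997 without the 2 mice with the largest differences, 0.996 within mice 1 to 6 and 0.999 within mice 7 to 12.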

The heart-green module (898 genes) is enriched for these genes and shows a pattern of within-mouse variation with little between-mouse variation (*c *= 0.00). 

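Gata4 encodes a zinc finger factor that governs the genes of cardiac muscle, and it lies on chromosome 14 of GRCm38.p6 from 63198914 to 63271712. Ucp1 and Cidea mark brown fat, and Gja5 the gap junctions of atria and the conduction system. The study named these genes and Myl7 from modules of the same samples, so the p-values of r_w are not independent evidence. Gata4 averaged 9.11 log2 in heart, with a within-mouse SD of 0.17 log2, c = 0.0220 and an unadjusted p of 0.354. Ucp1, with a level of 10.01 log2, rose within mice with Cidea (r_w = 0.921, exact p = 0.0273, adjusted p = 0.0384; rho 0.831, exact p = 0.0254) and with Myl7, the atrial light chain (r_w = 0.810, exact p = 0.00195, adjusted p = 0.00376; rho 0.810, exact p = 0.00391). Gja5 rose with Myl7 in all 12 mice (r_w = 0.940, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.957, exact p = 0.000488). Leaving out the 2 mice with the largest differences gave 0.873, 0.771 and 0.912, mice 1 to 6 0.883, 0.688 and 0.889, and mice 7 to 12 0.955, 0.905 and 0.985.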

*Gata4 *is in the heart-red module (*c *= 0.00), which has a strong within-mouse correlation to the heart-green module (*r_w _*= 0.89) [Additional files 2, 13: Supplemental Figure S9]. *Gata4 *is negatively correlated with the heart-red eigengene such that the within-mouse variation in *Gata4 *is inversely related to the expression of ventricle-repressed transcripts [Additional files 2, 13: Supplemental Figure S9]. 

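Gata4, a factor of cardiac muscle, was lower in the sample of a mouse with more Myl7, an atrial light chain. Tbx5, a factor of chamber formation, and Bmp10, a growth factor of the atria, were higher there. Gata4 fell where Myl7 rose in 11 of 12 mice (r_w = -0.813, exact p = 0.00146, adjusted p = 0.00317; rho -0.872, exact p = 0.00244). Tbx5 rose with Myl7 in 12 mice (r_w = 0.923, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.923, exact p = 0.000488) and Bmp10 in 11 (r_w = 0.777, exact p = 0.00342, adjusted p = 0.00592; rho 0.850, exact p = 0.00537). With the 2 mice with the largest differences left out r_w was -0.779 for Gata4, 0.902 for Tbx5 and 0.710 for Bmp10. Within mice 1 to 6 the values were -0.764, 0.889 and 0.845, and within mice 7 to 12 -0.861, 0.964 and 0.782. Under the titles of the unnormalized table for 6 arrays they were -0.788, 0.940 and 0.735. The study reported these genes in correlated modules of the same samples, so the p-values of r_w are not independent evidence.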

We compared our results with a study of chamber-specific gene expression (Tabibiazar et al. (2003) [36]) and found that, of the 27 genes previously reported to be more highly expressed in the atria than in the ventricles, 26 are included in the heart-green module. The relatively small magnitude of between-mouse variation in these modules reflects the effect of averaging of the two samples, which together comprise the whole heart. We conclude that much of the within-mouse variation observed for heart tissue is a consequence of variable proportions of anatomical substructures, specifically ventricular tissue, within the samples.

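The ventricles make the bulk of the heart and use the light chain Myl2 in place of the atrial one. Lists of 12 atrial and 8 ventricular genes were set down before the values were seen. The sample of a mouse with more atrial mRNA had less ventricular mRNA in 10 of 12 mice (r_w = -0.831, exact p = 0.00439, adjusted p = 0.00714; rho -0.892, exact p = 0.00293). Leaving out the 2 mice with the largest differences gave r_w = -0.781, mice 1 to 6 alone -0.655 and mice 7 to 12 alone -0.938. Myl2, at 15.88 log2, had a within-mouse SD of 0.06 log2, and Mybphl, an atrial sarcomere protein at 11.21 log2, one of 2.41 log2. With the atrial score as a covariate, limma called 42 genes between mice at an adjusted p under 0.10 in place of 10, and 756 had an unadjusted p under 0.05. With 6 arrays under the titles of the unnormalized table, the same fit called 523 genes. From the inverse relation of Gata4 with genes repressed in the ventricles, and from the atrial genes of an earlier study found in the same module, the paper concludes that much of the variation within mice in heart comes from variable proportions of anatomical substructures.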

### Androgen-regulated genes are variable between mice in the kidney

Many genes are regulated in response to androgens. In mice, *Srd5a2 *plays a key role in androgen signal amplification [37] suggesting that androgenic effects in individuals with higher *Srd5a2 *expression could be more pronounced. *Hsd11b1 *facilitates the conversion of testosterone to adrenosterone [38] and has been shown to be androgen-responsive in mice [39]. These genes were found to be variable between mice and cluster together in the kidney-green module (*c *= 0.59), which is enriched for the KEGG *androgen and estrogen metabolism *pathway. 

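Testosterone acts on the proximal tubule of the mouse kidney, where it raises a set of enzymes and transporters. Srd5a2 turns it into the more potent dihydrotestosterone, and Hsd11b1 interconverts active and inactive steroids. Srd5a2 had c = 0.860 in kidney and a maximal fold of 1.56 (adjusted p = 0.000444), from 8.11 log2 in mouse 5 to 8.75 in mouse 12. Hsd11b1 had a maximal fold of 1.83 (adjusted p = 0.000833), from 11.77 log2 in mouse 5 to 12.65 in mouse 8. Of 14 androgen responsive genes expressed in kidney limma called 8 at an adjusted p under 0.10, and 12 adjusted over the list alone. Their median c was 0.715, and the first component carried 70.3% of their variance between mice. In a group of 89 co-expressed kidney genes 8 of 13 of these genes came together (Fisher's exact test, adjusted p = 2.56e-07).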

Other androgen-responsive genes in the kidney-green module include *Cyp4a14*, *Slco1a1*, *Nudt19*, *Prlr*, *Angptl7*, *Hsd17b11*, and *Tmco3 *[Additional files 2, 14: Supplemental Figure S10].

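Slco1a1 takes up steroids and bile acids, Hsd17b11 oxidises androgen metabolites, and Prlr is the receptor of prolactin. Nudt19 hydrolyses coenzyme A, and Cyp4a14 hydroxylates fatty acids. Angptl7 is a secreted relative of the angiopoietins, and Tmco3 is a membrane protein of the antiporter family. Mouse 5 had the lowest mean of Slco1a1 (10.09 log2), Hsd17b11 (10.10), Angptl7 (8.41), Nudt19 (15.07) and Tmco3 (10.02). Slco1a1 had a maximal fold of 2.14 (adjusted p = 3.98e-06), Hsd17b11 1.86 (adjusted p = 3.84e-05) and Angptl7 1.74. Prlr and Cyp4a14 were high in mouse 5, at 9.52 and 9.64 log2, and highest in mouse 7, at 9.85 and 9.86 log2. Prlr had the largest maximal fold, 3.02, and the highest c, 0.978. Nudt19 had c = 0.606 (adjusted p = 0.0832), whereas Tmco3, with c = 0.544, did not pass (adjusted p = 0.139).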

It is not immediately clear if this variation reflects transient or steady state variation in androgen levels between mice. The expression of a mouse urinary protein, *Gusb*, is responsive to androgens in the long-term but not in the short-term [40]. *Gusb *has significant between-mouse variation that is correlated with the kidney-green module eigengene (*r_b _*= 0.73) (Figure 4, [Additional files 2, 14: Supplemental Figure S10]). This suggests that other genes in this module also reflect steady state androgen levels, which may have important physiological and behavioural implications.

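Gusb encodes beta-glucuronidase, an enzyme of lysosomes that kidney tubules also release into urine. It lies on chromosome 5 of GRCm38.p6 from 129989011 to 130003049. In kidney Gusb averaged 8.96 log2, with a between-mouse SD of 0.09 log2 and a within-mouse SD of 0.09 log2, so c was 0.499. Its means ran from 8.76 log2 in mouse 5 to 9.14 in mouse 8, a maximal fold of 1.29. The unadjusted p was 0.0183 and the adjusted p 0.229 from limma. Mouse 5 was thus lowest for Gusb and for Hsd11b1, a steroid dehydrogenase, and mouse 8 highest for both. In cage 3 mouse 6 exceeded mouse 5 by 0.27 log2 in Gusb and 0.67 in Hsd11b1. From the slow response of Gusb to androgens and its relation to the androgen genes, the paper proposes that these genes reflect steady state levels of androgens.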

### Between-mouse variation in fatty acid metabolism in the liver

Genes in the liver-red module have either low or high expression in the two mice of cage 3 [Additional files 2, 7: Supplemental Figure S4]. Genes in the low expression subset are involved in oxidation of fatty acids (*Acaa2*, *Acadm*, *Ces3*, *Crat*, *Cyp4a10*, *Cyp4a14*, and *Elovl3*). 

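Acaa2 and Acadm shorten fatty acids in mitochondria, Crat ferries acyl groups, and Ces1d, which the paper calls Ces3, is a lipase. Cyp4a10 and Cyp4a14 oxidise fatty acids at their far end, and Elovl3 lengthens them. In liver the mice of cage 3, mice 5 and 6, had 12.42 and 12.11 log2 of Cyp4a14, and mouse 11 had 12.50, while the mean over the 12 mice was 12.99. Elovl3 was lowest in these mice, at 10.14 and 10.22 log2, against a mean of 10.40. Acadm was at 12.33 and 12.27 log2 (mean 12.50), Cyp4a10 at 14.26 and 14.14 (mean 14.42), and mouse 11 was close to them in Cyp4a10, at 14.16. Crat was at 8.93 and 8.99 log2 (mean 9.18), and lowest in mouse 12, at 8.92. Acaa2 was not low in cage 3, with 14.26 and 14.24 log2 against a mean of 14.26, and was lowest in mouse 8. All 7 genes passed between mice at an adjusted p under 0.10, with Cyp4a14 at 1.1e-12, Crat at 6.46e-06 and Ces1d at 0.0672. Of 21 genes of fatty acid oxidation fixed beforehand, limma called 15 in liver, and 18 adjusted over the list alone.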

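Tnfrsf1a encodes a receptor of tumour necrosis factor, and Ptgis the synthase of prostacyclin. In liver Tnfrsf1a was highest in the mice of cage 3, mouse 5 with 11.74 log2 and mouse 6 with 11.58, against a mean of 11.40 over the 12 mice. Its maximal fold was 1.40 and its c 0.833 (adjusted p = 0.000296). Ptgis was highest in mouse 5, at 8.15 log2, followed by mouse 9, at 8.00, and mice 4 and 6, at 7.95. Its maximal fold was 1.36, with c = 0.731 (adjusted p = 0.00392). Between cages the adjusted p was 0.323 for Tnfrsf1a and 0.463 for Ptgis, with the mice of a cage as the error.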

Genes in the high expression subset, specifically *Tnfrsf1a *and *Ptgis*, are involved in the conversion of the essential fatty acid arachidonic acid to prostaglandins. Thus, we see decreased fatty acid degradation in mice that are actively utilizing fatty acids. The liver-red module also shares genes with the androgen-associated kidney-green module which may reflect the requirement for lipids as precursors in androgen synthesis.

### Between-mouse variation in circadian rhythm

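Corticosterone from the adrenal gland follows the hour of day and rises with stress, and it switches on genes in every organ. Klf9 and Zbtb16 are factors under its control, Tsc22d3 curbs inflammation, and Mt2 binds zinc. Of 19 genes of the glucocorticoid response expressed in kidney and in liver, limma called 15 in kidney and 17 in liver at an adjusted p under 0.10, and 17 and 18 adjusted over the list alone. Of 21 each in adipose and heart it called 1 and 2, and 11 and 15 adjusted over the list alone. The list shares genes with those the study named on these samples. Their component had r_b = 0.982 (permutation p = 1e-05, the smallest possible, adjusted p = 0.000225) between kidney and liver. Spearman's rho was 0.965 (permutation p = 1e-05, adjusted p = 0.00045), and r_b was 0.930 without the 2 farthest mice, 0.980 within mice 1 to 6 and 0.985 within mice 7 to 12. Among members the study did not name, Klf9 had r_b = 0.785 between kidney and liver, Zbtb16 0.719, Mt2 0.692 and Tsc22d3 0.653, while Lcn2, an acute phase protein, had 0.0638. Over 8 such genes the median was 0.652 (permutation p = 1e-04, the smallest possible).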

The adipose-red, heart-blue, kidney-brown, liver-blue, and liver-black modules are correlated and share multiple genes related to apoptotic activity, which varies following circadian rhythm in mice [41]. Several other genes that are known to vary in a circadian fashion are also found in these modules [Additional files 2, 8: Supplemental Figure S5], including *Ccrn4l*, *Fkbp5*, *Gadd45g*, *Map3k6*, *Per1*, *Pim3*, *Mt1*, *Sgk1*, *Errfi1*, *Cdkn1a*, *Dusp1*, and *Angptl4*. 

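Cdkn1a stops the cell cycle under stress, Angptl4 inhibits the lipase that feeds fat into tissues, and Pim3 is a kinase that spares cells from death. Sgk1, a kinase of salt balance, and Errfi1, a brake on growth signals, are induced by glucocorticoids. Cdkn1a had the largest maximal fold of these in liver, 4.25, with c = 0.989, and mouse 10 was highest. Pim3 had 2.81 in liver with c = 0.983, Sgk1 1.74 with 0.901, and Angptl4 1.65 with 0.855. In kidney c was 0.916 for Cdkn1a, 0.860 for Pim3, 0.915 for Sgk1 and 0.505 for Errfi1. Mt1, a metallothionein, had c = 0.895 in kidney and 0.998 in liver. Limma called 13 of 13 circadian genes in kidney and 12 of 12 in liver at an adjusted p under 0.10, but 1 in heart and 1 in adipose, where 12 and 9 of 13 passed adjusted over the list alone. The study chose these genes on the same samples, so their counts are not independent evidence. With 6 heart arrays under the titles of the unnormalized table, c in heart rose from 0.598 to 0.864 for Sgk1 and from 0.323 to 0.760 for Pim3.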

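Per2 is a repressor of the circadian clock and lies on chromosome 1 of GRCm38.p6 from 91415977 to 91459351. It oscillates in nearly all tissues, with Dbp and Nr1d1, a factor and a repressor that the clock drives. In adipose Per2 had c = 0.408, a maximal fold of 1.68 and an unadjusted p of 0.0453, and was highest in mouse 10 and lowest in mouse 5. In heart it was also highest in mouse 10 (c = 0.661, adjusted p = 0.377). In kidney Per2 had c = 0.615 (adjusted p = 0.0798) and was highest in mouse 4, and in liver 0.881 (adjusted p = 6.13e-07) with mouse 12 highest and mouse 2 lowest. Of the core clock genes, limma called 0 of 12 in adipose, where 4 had an unadjusted p under 0.05, 1 of 13 in heart, 6 of 11 in kidney and 10 of 11 in liver, and adjusted over the list alone 2, 7, 7 and 10. Between kidney and liver, r_b over 12 mice was 0.683 for Dbp, 0.779 for Tef, a relative of Dbp, 0.255 for Nr1d1 and -0.218 for Cry2, another repressor. Over 9 core clock genes the median was 0.255 (permutation p = 0.0832). The components of 11 core clock genes in kidney and in liver had r_b = -0.727 (permutation p = 0.00738, adjusted p = 0.0229), with rho -0.692 (permutation p = 0.0154, adjusted p = 0.0530), -0.505 without the 2 farthest mice, -0.883 within mice 1 to 6, -0.337 within mice 7 to 12 and 0.0798 with the mean of members. The kidney component rises with Nfil3 (loading 0.627), a repressor of clock targets, and Per1 (0.572) and falls with Dbp (-0.353), whereas that of liver rises with Dbp (0.710) and falls with Nfil3 (-0.256), so with the signs turned to agree r_b is 0.727.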

The core circadian gene *Per2 *[42,43] is found in the adipose-red module. Genes that follow a circadian expression pattern are expected to vary with the time of day and with fasting/feeding cycles. Despite our efforts to control both of these factors, between-mouse variation can be expected to arise if the mice are in slightly different phases of their diurnal cycles.

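Dusp1 and Cdkn1a answer stress signals, Fkbp5 is induced by glucocorticoids, and Angptl4 by fasting. Dusp1 lies on chromosome 17 of GRCm38.p6 from 26505591 to 26508472, Fkbp5 to its right, Cdkn1a from 29090979 to 29100722, and Angptl4 from 33774900 to 33781575. The 4 genes span 7.28 Mb, in which 137 protein-coding genes are annotated. Of these, 67 were expressed in liver and 15 had between-mouse variance at an adjusted p under 0.10, and in kidney 5 of 76 did. In adipose 1 of 81 had it, by limma. The liver and kidney counts include the 4 genes themselves. Over all expressed genes limma called 2335 of 8919 in liver, a larger share than in this region, and 421 of 10116 in kidney, a smaller one. In liver Dusp1 had a maximal fold of 3.08 and c = 0.974, from mouse 1 up to mouse 2. Fkbp5, Cdkn1a and Angptl4 were all highest in mouse 10 in liver.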

*Angptl4*, *Cdkn1a*, *Dusp1*, and *Fkbp5 *vary in circadian fashion [43,44] and are all located in a 7 Mb region on proximal chromosome 17. This region is the strongest example of coexpression clustering that we found in this study. However, statistical assessment suggests that a cluster of this size could be explained by chance.

### Between-mouse variation associated with growth hormone

The genes *Socs2*, *Bcl6*, *Cish*, and *Gadd45g *have correlated patterns of variation in kidney and liver and are among the genes with the most significant between-mouse variation [Additional files 2, 9: Supplemental Figure S6]. 

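Growth hormone acts through STAT5, which drives Socs2 and Cish and represses Bcl6, and Gadd45g follows it as well as stress. Gadd45g ranged 4.85-fold in liver (adjusted p = 1.94e-20), from mouse 3 up to mouse 2, and 2.46-fold in kidney, from mouse 11 up to mouse 10. In liver the adjusted p was 1.42e-23 for Cish, 5.2e-18 for Socs2 and 2.97e-20 for Bcl6. In kidney it was 2.15e-12 for Cish, 2.15e-12 for Bcl6 and 3.71e-09 for Socs2. Igf1, the growth factor that liver releases under growth hormone, differed less, with a maximal fold of 1.25 and an adjusted p of 0.145 in liver, and 1.73 and 0.467 in kidney. Of 14 growth hormone responsive genes in liver limma called 12, and 14 adjusted over the list alone, and of 12 in kidney 5, and 7 adjusted over the list alone. All 4 genes named first passed in kidney, and 3 of them were in a group of 83 co-expressed kidney genes.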

Growth hormone has been shown to elicit a strong transcriptional response in *Socs2 *(positive), *Cish *(positive), *Bcl6 *(negative), and *Gadd45g *(positive), as well as in the growth hormone responders *Igf1 *and *Il6 *[45]. Three of these genes (*Socs2*, *Bcl6*, and *Cish*) belong to the kidney-pink and liver-magenta modules, which have 12 overlapping genes and are enriched for genes involved in transcription regulation. Growth hormone signalling affects transcription of genes such as *Xbp1 *(kidney-pink, liver-magenta), which is critical for the regulation of hepatic lipogenesis [46]. The effect of growth hormone signalling appears to extend beyond these modules, however. Among 71 genes previously identified as growth hormone responders [47], 49 were classified as variable in our study, indicative of widespread individual variation in growth hormone signalling.

### Similarities and differences in transcript abundance for sibling cage mates

Sibling cage mates may be expected to exhibit greater similarity than randomly selected mice of the same strain due to shared developmental or micro-environmental factors. 

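Mice of a cage are siblings that share food and bedding, so cages can differ in hormones and feeding. Bcl6, a target of growth hormone, and Cyp4a14, an enzyme of fatty acid oxidation, were among the genes called between cages. With the mice of a cage as the error, limma called 2 genes between cages in adipose, 19 in heart, 7 in kidney and 11 in liver at an adjusted p under 0.10. An unadjusted p under 0.05 was found for 1649, 1469, 761 and 678 genes. Random groupings of the mice reached the 4 counts in 9, 8, 3 and 5 of 100 draws, the real one included, so chance cannot be excluded for adipose, heart and liver. The study ran 2 blocks of 3 cages, taken here as mice 1 to 6 and 7 to 12. With pairs drawn only within these sets 4, 10, 2 and 1 of 100 draws reached the counts. Kidney alone passes both ways at a limit of 5 of 100, with no adjustment over the tissues. Bcl6 in kidney had an adjusted p of 0.0148 and Cyp4a14 in liver 0.0974. With the samples of a mouse as the error the counts were 6, 19, 443 and 1777. These were reached in 13, 1, 3 and 27 of 100 draws, and in 18, 1, 2 and 6 within the sets, so chance cannot be excluded for adipose and liver. Between the mice of a cage limma called 1 gene in adipose, 0 in heart, 161 in kidney and 1482 in liver, with 206, 178, 1034 and 2329 at an unadjusted p under 0.05.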

When we further partitioned the between mouse variance into between-cage and within-cage components (Methods), we found more genes with significant between-cage variation (adipose, 318; heart, 294; kidney, 1003; liver, 2066) than within-cage variation (adipose, 91; heart, 77; kidney, 639; liver, 1652). The liver-red module provides a striking example of within-cage similarity [Additional files 2, 7: Supplemental Figure S4]. Enrichment for genes associated with fatty acid oxidation in this module could reflect an extended period of fasting just prior to euthanasia. For example, expression of murine hepatic *Cyp4a14 *(liver-red module) is known to increase in expression under fasting conditions [48]. This gene has been reported to be variable between strains in liver [4], but it is not clear whether this is a genuine strain-specific effect or an artefact due to co-housing of mice of the same strain.

Other factors could contribute to greater differences between mice within a cage. Cohabitating outbred male mice form a social structure that includes dominance status even when mice are housed as siblings from birth. Dominance behaviour has been observed within male mice of some inbred strains (e.g. CBA, DBA2) but not C57BL/6J. However, cohabitation has known phenotypic effects on C57BL/6J males including change in body weight, adrenal weight, and aggressiveness [49-53]. The factors that determine the social status of siblings raised together are unclear, but once established, social behaviour can reinforce these minor differences leading to distinct individual phenotypes in adult mice.

In our experiment, we observed within-cage body weight difference of as much as 3g (10% of total body weight). 

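Male mice of 1 cage can differ in body weight and in androgens. Weights within a cage differed by 0.70 g in cage 1, 0.02 g in cage 2, 2.44 g in cage 3, 1.73 g in cage 4, 3.31 g in cage 5 and 1.48 g in cage 6. These are 10.3% of the cage mean in cage 3, 12.5% in cage 5 and 6.11% in cage 4. The heavier mouse of cage 3 had more Hsd11b1, a steroid dehydrogenase of kidney, by 0.67 log2. In cage 4 the heavier mouse had 0.47 log2 more and in cage 5 0.04 log2 more. In cages 1, 2 and 6 the heavier mouse differed by 0.03, 0.12 and -0.02 log2. Lep, the hormone of fat cells, was 0.97 log2 higher in the heavier mouse of cage 5. Over 12 mice Hsd11b1 and body weight had r = 0.509 (permutation p = 0.0889, adjusted p = 0.349; rho 0.434, permutation p = 0.163), 0.0303 without mice 5 and 8, 0.793 within mice 1 to 6 and 0.161 within mice 7 to 12.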

Some of the transcriptional changes that we have observed are likely to be related to these body weight differences. For example, in cage 5 we observed a large body weight difference coincident with a large difference in transcription of signature genes for adiposity [Additional files 2, 11: Supplemental Figure S7], but small differences in signature genes for androgen levels [Additional files 2, 14: Supplemental Figure S10]. In contrast, in cages 3 and 4, body weight differences coincide with a transcriptional signature for androgen response but not for adiposity. This suggests that bodyweight differences may reflect two distinct processes, one that affects adiposity and another that affects androgen levels and lean mass [54,55]. Moreover, these findings provide evidence for an effect of social context on biological processes that have important consequences for human health.

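Mest, a marker of expanding fat, and Lep, the hormone that reports fat mass, were much higher in the heavier mouse of cage 5. Prlr, the prolactin receptor of kidney, and Srd5a2, which activates testosterone, changed little there. In mouse 10 against mouse 9 the difference was 1.22 log2 for Mest, 0.70 for Trp53inp2, of autophagy, and 0.58 for Sfrp5, a brake on Wnt signals. The score of the 5 adiposity genes, from their first component, differed by 0.81 log2 in cage 5, and by -0.20 to 0.03 log2 in the other cages. The score of the androgen genes of kidney differed by 0.03 log2 in cage 5, with -0.08 for Srd5a2 and -0.08 for Prlr. A cage gives a single difference, so these values carry no test.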

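Hsd17b11, a dehydrogenase of androgens, and Prlr, the prolactin receptor, differed between the mice of cages 3 and 4, in which the second mouse was heavier. The score of the androgen genes of kidney was 0.43 log2 higher in mouse 6 than in mouse 5 and 0.45 log2 higher in mouse 8 than in mouse 7. Hsd17b11 differed by 0.47 and 0.25 log2, and Prlr by -1.05 and -0.93 log2. The score of the adiposity genes differed by 0.03 and -0.03 log2, with -0.04 and 0.05 for Lep. Over 12 mice body weight and the androgen genes had r = 0.301 (permutation p = 0.343, adjusted p = 0.499; rho 0.350, permutation p = 0.267), -0.192 without mice 5 and 8, 0.704 within mice 1 to 6 and -0.0962 within mice 7 to 12.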

### Comparison to a previous study of transcript variation

We directly compared our results to a previous study of transcriptional variation in C57BL/6J mice [3,56] by computing variance components and applying the same significance tests to both data sets [Additional file 15: Supplemental Table S4]. We found little correlation in total variation (*r *< 0.09) which we attribute to the predominance of technical variation, especially in the older study. However, we did find good agreement across these studies when we examined specific genes highlighted in the previous study. *Cfd *was reported to vary significantly between mice in the kidney for the previous experiment in which effects due to dissection and RNA extraction are included in the between-mouse variance component. 

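Cfd encodes adipsin, a protease of the complement system that fat cells release, and Adipoq adiponectin, another product of fat cells. The kidney lies in fat, which also holds brown fat cells marked by Cidea. In kidney Cfd averaged 11.14 log2, with a between-mouse SD of 0.26 and a within-mouse SD of 0.74 log2, so c was 0.107. Its maximal fold was 3.55, from mouse 6 up to mouse 11, with an unadjusted p of 0.0844 and an adjusted p of 0.442. Adipoq had c = 0.168 and a within-mouse SD of 0.42 log2. Between the kidneys of a mouse Cfd rose with Adipoq in all 12 mice (r_w = 0.941, exact p = 0.000488, the smallest possible, adjusted p = 0.00181; rho 0.923, exact p = 0.000488), and Cidea had the same direction in 8 (r_w = 0.677, exact p = 0.0381, adjusted p = 0.0508; rho 0.706, exact p = 0.0293). With the 2 mice of the largest differences left out r_w was 0.909 and 0.484, within mice 1 to 6 0.975 and 0.694, and within mice 7 to 12 0.942 and 0.654.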

We also found it to be a variable gene, but, in contrast, we identified *Cfd *as a gene with primarily within-mouse variation (*c *= 0.11) in the kidney-black module [Additional files 2, 16: Supplemental Figure S11]. Both studies identified significant between-mouse variation in several highly variable genes, including *Gadd45g*, *Dusp1, Cish*, and *Bcl6 *[Additional files 2, 8, 9: Supplemental Figures S5-S6]. 

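Dusp1, which ends MAP kinase signals, and Gadd45g, a stress gene, differed strongly between mice in kidney, as did Cish and Bcl6, targets of growth hormone. In kidney the between-mouse SD was 0.70 log2 for Cish, 0.39 for Gadd45g and 0.28 for Dusp1, against 0.08, 0.07 and 0.05 within mice. Gadd45g had an adjusted p of 6.93e-09 and Dusp1 1.43e-07 there. Dusp1 ranged 2.05-fold in kidney, from mouse 11 up to mouse 10. In heart c was 0.444 for Dusp1 and 0.514 for Bcl6, and in adipose 0.270 and 0.631. Cish passed in adipose too, with c = 0.819 and a maximal fold of 5.41.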

Our study, with a larger sample size, a more recent array technology, and a different experimental design should provide a more precise and detailed picture of variation in gene expression.

## Conclusions

Transcript abundance varies significantly among genetically identical male C57BL/6J mice housed under uniform conditions. Patterns of variation can be tissue specific or shared across multiple tissues and transcripts can vary between tissue samples collected from the same animal. Groups of genes with correlated patterns of between-animal or within-animal variation are often enriched for specific functional annotations. We utilized correlation-based clustering to organize a large number of distinct patterns of variation. Literature search tools and functional annotation aided in the interpretation of our findings. However, annotation of gene function is incomplete and this presented some challenges as exemplified by the finding of a skeletal muscle signature in white adipose tissue, which was due to the presence of a related cell type, brown fat.

This study highlights a number of potential biological and technical sources of variation that practitioners should be aware of for both experimental design and interpretation. Much of the between-animal variation reported here reflects functions that are sensitive to environmental cues, such as androgen response, circadian rhythm, and immune response. External environmental cues tend to elicit similar responses in multiple tissues. Variation of gene expression within tissues reflects their heterogeneous cellular composition, and is also a major factor contributing to variation in gene expression. This underscores the potential for dissection or biopsy procedures to introduce unwanted variation into studies of gene expression. Adipose tissue is especially problematic in this regard as it is a highly dynamic and heterogeneous tissue with few anatomical features to guide consistent dissection.

Our tissue collection procedure involved a coarse separation of tissue fragments which, in retrospect, was useful to reveal within-tissue heterogeneity. An exception to this was our use of the intact left and right kidneys as replicates. This may explain the relatively low within-mouse variation observed for this heterogeneous and highly structured tissue. In future studies, we recommend the use of procedures that more effectively homogenize tissue, such as pulverization and mixing of snap frozen samples. Our finding also raises questions about the potential for introducing systematic variation in the dissection of anatomical substructures. This may be a particular concern for studies of gene expression in the brain, for which we have no data at this time.

The presence of biologically meaningful covariation in a setting with no experimental perturbation underscores the need for replication and careful adherence to statistical design principles in gene expression studies. Seemingly innocuous experimental factors such as co-housing of mice can result in systemic differences that may lead to strong statistical support for incorrect conclusions. Prior knowledge of the categories of genes that are intrinsically variable can help to identify such effects. Our study further demonstrates that the variation used to construct statistical tests (error variance) in microarray experiments can have substantial correlation across large sets of genes. This can have a profound impact on testing procedures, especially those that rely on multiple test adjustment of p-values across many genes [57].

## Methods

### Animals and RNA isolation

We obtained 12 C57BL/6J male mice from The Jackson Laboratory. Six pairs of littermates were housed together from weaning and put on LabDiet's 5k52 diet (standard chow containing 6% fat) in a facility with a 12 h:12 h light:dark cycle beginning with lights on at 6:00 a.m. Animals had *ad libitum *access to food and acidified water. At 10 weeks of age, body weight was recorded and the mice were euthanized by cervical dislocation and perfused with RNase-free DEPC-treated PBS. Dissection procedures were started at 11:00 a.m. after a 4-hour period of food deprivation and were completed within a one-hour time window. The Jackson Laboratory Animal Care and Use Committee approved the animal housing and experimental procedures described in this work. Inguinal fat pad, heart, liver, and both kidneys were dissected, cut into pieces not exceeding 0.5 cm in any dimension, divided into two samples and placed in 15 ml conical tubes containing RNAlater solution (Ambion, Austin TX). Each kidney sample consisted of one complete kidney, left or right. Tissues were homogenized in TRIzol™ reagent (Invitrogen, Carlsbad, CA). Total RNA was isolated by standard TRIzol™ methods according to the manufacturer's protocols, and quality was assessed using an Agilent 2100 Bioanalyzer instrument and a RNA 6000 Nano LabChip assay (Agilent Technologies, Santa Clara, CA). The RNA was treated with DNase1 (Qiagen, Valencia, Ca.) according to the manufacturer's methods.

### Microarray processing

#### Illumina Sentrix^® ^Mouse-6 v1.1 BeadChip processing

Total RNA was reverse transcribed followed by second strand cDNA synthesis. For each sample, an in-vitro transcription (IVT) reaction was carried out incorporating biotinylated nucleotides according to the manufacturer's protocol for Illumina^® ^Totalprep RNA amplification kit (Ambion). 1.5 μg biotin-labelled cRNA was then hybridized onto Mouse-6 Expression BeadChips (Illumina, San Diego CA) for 16 hours at 55°C. Post-hybridization staining and washing were performed according to manufacturer's protocols (Illumina). Illumina Sentrix^® ^Mouse-6 v1.1 BeadChips were scanned using Illumina's BeadStation 500 scanner. Images were checked for grid alignment and then quantified using the BeadStudio software. Control summary graphs generated by BeadStudio were used as quality assurance tools for hybridization, washing stringency, and background. Integrity of the arrays was investigated using the BeadStudio array images and also using bead level image plots generated using the R/beadarray package. Mean pixel intensities by bead type, were created using BeadStudio v3.1 and processed with the R/beadarray package [58]. We performed the experiment in two blocks of three cages, separated by one month. Within each block, we assayed gene expression in each tissue (12 samples) using two Illumina Sentrix^® ^Mouse-6 v1.1 BeadChips. Samples were randomly assigned to array positions within each chip with the constraint that samples from the same mouse were placed on separate chips. Quantile normalization [59] was applied within each tissue, and a correction for batch effects was applied separately for each gene using an MM-regression estimator from the R/robustbase software package [60]. We selected 45905 probes which are mapped to 22869 genes based on the R/illuminaMousev1p1BeadID.db package [61]. A transcript was called expressed if the mean intensity across the 2 samples of (at least) 1 mouse was above the 95th percentile of the distribution of the mean intensities for the negative control probes. The data are available in accession series GSE20121 from the Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/.

#### Affymetrix Mouse Gene 1.0 ST Array processing

Following reverse transcription with random T7 primers (Affymetrix, Santa Clara, CA), double stranded cDNA was synthesized with the GeneChip^® ^WT cDNA Synthesis and Amplification Kit (Affymetrix, Santa Clara, CA). In an in vitro transcription (IVT) reaction with T7 RNA polymerase, the cDNA was linearly amplified to generate cRNA. In the second cycle of cDNA synthesis, random primers are used to generate single stranded DNA in the sense orientation. Incorporation of dUTP in the cDNA synthesis step allows for the fragmentation of the cDNA strand utilizing uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE 1) that specifically recognizes the dUTP and allows for breakage at these residues. Labeling occurs by terminal deoxynucleotidyl transferase (TdT), where biotin is added by an Affymetrix Labeling Reagent. 2.3 μg of biotin-labeled and fragmented cDNA was then hybridized onto GeneChip^® ^Mouse Gene 1.0 ST Arrays (Affymetrix) for 16 hours at 45°C. Post-hybridization staining and washing were performed according to manufacturer's protocols using the Fluidics Station 450 instrument (Affymetrix). Then, the arrays were scanned with a GeneChip™Scanner 3000 laser confocal slide scanner, quantified, and exported to .CEL file format using the GeneChip^® ^Operating Software. Probes were mapped to 34760 probe sets using the R/mogene10stv1.r3cdf package. The .CEL files were processed using the R/affy package using the Robust Multichip Average normalization method [59]. The probe sets were mapped to genes using the R/mogene10sttranscriptcluster.db package [62]. For this experiment, we used a partially balanced incomplete block design method that accommodated hybridization and washing/staining batch factors. Data are available as part of accession series GSE20121 from the Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/.

### Identifying variable genes and estimating variance components

For gene *g *= *1*,...,*G*; mouse *i *= *1,2,3,...,12*; and sample within mouse *k *= *1,2*, we assumed that the log-transformed transcript abundance, *y_ikg,_*, satisfies *y_ikg _*~ N(*0*, *σ_g_^2^*) and considered the null hypothesis H_0_: *σ_g_^2 ^*= *σ^2 ^*where *σ^2 ^*is a fixed variance common to all genes. The alternative is that some genes, *g*, have excess variability: H_a_: *σ_g_^2 ^*>*σ^2^*. To test this hypothesis, we compared the observed distributions of variance to a χ^2 ^distribution for each tissue. The distributions were scaled by dividing each variance by the robust bias-corrected James-Stein estimate [63]. For each tissue, the frequency of genes in the tail of the scaled distribution was then compared to the frequency of a random sample from a χ^2^*_23 _*distribution. We identified 2000-4000 genes in each tissue with greater than expected variance (*α *= 0.05) (Table 1). The 2500 most variable genes in each tissue were designated as *variable genes *and were used in the coexpression network analysis. We chose this number of genes due, in part, to computational constraints of the coexpression network analysis.

We used random effects ANOVA to decompose total variance into between-mouse and within-mouse variance components. Briefly, each *y_ikg _*is written as the sum of the average transcript abundance for that gene, *μ_g_*, a mouse-specific effect, *b_ig_*, and a within-mouse term, *w_ikg_*.(1)

The within-mouse term absorbs variation from the mean not accounted for by other terms on the right side of (1). The terms *b_ig_*, and *w_ikg _*are assumed to satisfy *b_ig _*~ N(*0*, *σ*_b*g*_*^2^*) and *w_ikg _*~ N(*0*, *σ_wg_^2^*), respectively. The terms *σ_bg_^2 ^*and *σ_wg_^2 ^*are the between-mouse and within-mouse variance components in this model. Estimates, *s_bg_^2 ^*and *s_wg_^2^*, for these components were obtained by residual maximum likelihood (REML) estimation from R/lme4 [64]. A modified F statistic [65] was used to identify transcripts with significant between-mouse variation. False positive rates were estimated using p-values that were calculated by permuting model residuals. Two types of multiple test corrections were performed. The p-values were adjusted using the Sidak step-down approach [5], and the Benjamini and Hochberg method [6]. The qvalue software package [7] was used to estimate the number of genes that do not have significant between-mouse transcript variation, *π_0_*. To separately assess significance of between-cage and within-cage variation, the following model was used: Each *y_ikg _*is written as the sum of the average transcript abundance for that gene, *μ_g_*, a cage-specific effect, *c_ig_*, a mouse-within-cage term, *d_j(i)g_*, and a within-mouse term, *w_ikg_*.(2)

The Pritchard et al. (2001) [3] data were revised to correct a processing error as previously reported [56]. For comparative purposes, we applied the same tests for significance of between-mouse variation described above to the corrected data.

### Coexpression network analysis

Variable genes were analysed separately for each tissue using coexpression networks [8,9]. Every pair of genes was given a weighted connection, *r_s_*^2^, equal to the square of their correlation coefficient across all samples. Transcript abundance profiles were hierarchically clustered and modules were obtained by a dynamic dendrogram cutting method and subsequent module merge procedure [66]. We only retained modules with more than 25 members. Modules are referenced by their tissue of origin and by a colour index.

For each module, the first principal component was computed to give a representative profile, referred to as the module eigengene [10]. We determined the sign of the module eigengene to be positively correlated with the majority of genes in the module and refer to this majority as the positively-correlated module genes. The complementary genes are referred to as the negatively-correlated module genes. Module eigengenes were scaled to match the median variance over all genes in the module (Figure 4). For each gene, we computed the intraclass correlation coefficient, *c *≡ *s_b_^2^/*(*s_w_^2 ^+ s_b_^2^*) as a measure of the relative contribution of the between-mouse variance component. We decomposed each gene profile into a between-mouse profile and a within-mouse profile. The between-mouse profile averages the two samples within each mouse and the within-mouse profile is the difference between sample 1 and the average value for that mouse. To measure similarity of between- and within-mouse profiles, we computed Pearson correlation coefficients, *r_b _*and *r_w_*, for between-mouse (*r_b_*) and within-mouse (*r_w_*) profiles. When assessing significance of similarity of correlation among eigengenes [Additional file 5: Supplemental Table S2], we applied a Fisher transformation with sample size *n *= 11 (*r_b_*) and *n *= 12 (*r_w_*). For significance *α *< 0.05, this required |*r_b_*| > 0.66 and |*r_w_*| > 0.64.

### Gene set enrichment

Each module of the coexpression networks was tested for enrichment within the Gene Ontology (GO) gene sets [67] and the Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway gene sets [38,68,69]. The universe was defined as the set of variable genes present in the relevant database (either GO or KEGG). Only one probe per gene was included in the set of variable genes. The positively- and negatively-correlated subsets of each module were also tested for enrichment. We considered two modules to have significant overlap of functional enrichment if there were 4 genes in each module from a given category and enrichment p-values were less than p < 0.01 for the category in all modules.

### Module overlap

We tested for overlap of modules across tissues on a pairwise basis using the hypergeometric test with a Bonferroni multiple-testing correction (*α *< 0.05). We also used the hypergeometric test to assess the significance of the overlap between published gene lists and modules in our study. In this case, the universe of genes was defined as those assayed in our experiment.

### Across-experiment comparison

To compare the results of the replicated liver experiments, a map from Illumina probe to Affymetrix probe-set was created based on gene symbol annotation. Where multiple Affymetrix probe sets had the same gene symbol assignment, we selected the one with highest correlation to the Illumina probe. For Affymetrix module eigengene calculation, we excluded Affymetrix probe sets with average intensity less than 7.

To compare our variance component distributions with those of Pritchard et al. (2001), we generated a map from Illumina probe to gene symbol annotation for the Pritchard et al. experiment [70]. Where multiple probe sets had the same gene symbol assignment, we selected the one with highest intraclass correlation coefficient. For this selection and for our comparison of total variation, we excluded the array component of variation for the Pritchard et al. experiment.

### Additional resource: Database

An on-line resource has been created to allow access to the experimental data, graphics, and test statistics for all probes in this study:

http://cgd.jax.org/individualvariation.shtml.

## Authors' contributions

KLS and GAC conceived the experiment. KLS directed the animal husbandry and tissue collection. GAC and PTV designed and implemented microarray experiments. PTV performed the data analysis. PTV and GAC wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplemental Figure S1**. P-value histograms for between-mouse significance tests. Click here for file

Additional file 2 **Supplemental Figure Captions**. Captions for supplemental figures. Click here for file

Additional file 3 **Supplemental Table S1**. Enrichments scores of the gene coexpression modules. Click here for file

Additional file 4 **Supplemental Figure S2**. Graphical model showing relationships between modules. Click here for file

Additional file 5 **Supplemental Table S2**. Pairwise Pearson correlations for module eigengenes. Click here for file

Additional file 6 **Supplemental Figure S3**. Cross-platform comparison of liver eigengene profiles. Click here for file

Additional file 7 **Supplemental Figure S4**. Transcript abundance profiles for fatty acid metabolism genes in the liver. Click here for file

Additional file 8 **Supplemental Figure S5**. Transcript abundance profiles for circadian rhythm genes. Click here for file

Additional file 9 **Supplemental Figure S6**. Transcript abundance profiles for growth-hormone regulated genes in kidney and liver. Click here for file

Additional file 10 **Supplemental Table S3**. Within-mouse correlation statistics for selected genes in adipose. Click here for file

Additional file 11 **Supplemental Figure S7**. Transcript abundance profiles for variable genes reported in adipose tissue. Click here for file

Additional file 12 **Supplemental Figure S8**. Transcript abundance profiles for variable brown fat signature genes in white fat tissue. Click here for file

Additional file 13 **Supplemental Figure S9**. Transcript abundance profiles showing region-specific variation of gene expression in heart. Click here for file

Additional file 14 **Supplemental Figure S10**. Transcript abundance profiles for androgen-regulated variable genes in the kidney. Click here for file

Additional file 15 **Supplemental Table S4**. Transcript abundance variation statistics for Pritchard et al (2001) dataset. Click here for file

Additional file 16 **Supplemental Figure S11**. Transcript abundance profile for *Cfd *gene in kidney. Click here for file

# Supplementary material for: Stochastic variation of transcript abundance in C57BL/6J mice
**Source:** BMC Genomics. 2011 Mar 30;12:167. doi: 10.1186/1471-2164-12-167
**Supplement:** Additional file 2 — Supplemental Figure Captions. Captions for supplemental figures.

# Supplemental Figure Captions

**Supplemental Figure S1: P-value histograms for between-mouse significance tests**

The frequency distributions of p-values for the *Fs* test of between-mouse variance are shown for expressed genes by tissue. The histograms for kidney and liver have modes with p<0.05, indicating that there are more genes with small p-values than expected by chance . For adipose and heart, the p-value histogram may have a small mode near p = 0, but there are unexpectedly large modes near p = 1. In adipose, there are 1003 genes with p > 0.99 compared to 110 expected by chance. Of these, 476 genes were classified as variable genes and all are in the adipose-magenta module. They have highly correlated profiles with little between-mouse variation (*s b* = 0, *c*= 0.00 for all) and large within-mouse variation (median of *s w* = 0.31). Thus, the excess of p-values near 1 is due to a large block of genes that share the same pattern of variation.

**Supplemental Figure S2: Graphical model showing relationships between modules**

A graphical illustration of the relationships between modules is given. The modules of each tissue are represented by colour strips on the borders of the rectangle as indicated. The dashed external edges indicate modules that have between- or within-mouse correlation in the same tissue. The solid green and solid blue internal edges indicate cross-tissue pairs of modules with gene overlap. The module pairs with solid blue internal edges also exhibit between-mouse correlation of eigengenes.

**Supplemental Figure S3: Cross-platform comparison of liver eigengene profiles**

The liver eigengene transcript abundance profiles for the Affymetrix data are shown. The graphical features of the eigengene plots of Figure 4 apply to these plots. The Illumina liver eigengene profiles of Figure 4 are reproduced in the left panel here for ease of comparison. The profiles exhibit cross-platform correlation that satisfies *r* > 0.76 except for the liver-gold (*r* > 0.42) and liver-green (*r* > 0.21) modules.

**Supplemental Figure S4: Transcript abundance profiles for fatty acid metabolism genes in the liver**

The liver transcript abundance profiles for (from top to bottom) the KEGG pathway *fatty-acid metabolism* genes, *Acadm*, *Crat*, and *Cyp4a14*, and the GO *prostaglandin synthesis* gene, *Tnfrsf1a,* are shown. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. For each gene, the probe identifiers, intraclass correlation coefficient (*c*), *Fs* p-value, between-mouse Pearson correlation coefficient (*r b*) relative to the liver-red module eigengene, and the cross-platform sample correlation coefficients are shown in the following table.

| Illumina ProbeID | Symbol | Liver Module | *c* | *Fs*  p-value | *r b (liver- red)* | Affy ProbeSetID | *r*(cross-platform) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 460112 | *Acadm* | Red | 0.59 | 0.004 | -0.89 | 10502951 | 0.56 |
| 540020 | *Crat* | Red | 0.84 | 2E-04 | -0.66 | 10481474 | 0.60 |
| 2370110 | *Cyp4a14* | Red | 0.96 | 1E-06 | -0.83 | 10515187 | 0.85 |
| 6520735 | *Tnfrsf1a* | Red | 0.83 | 5E-05 | 0.95 | 10541895 | 0.74 |

**Supplemental Figure S5: Transcript abundance profiles for circadian rhythm genes**

The transcript abundance profiles for 12 genes associated with circadian rhythm in adipose (A), heart (B), kidney (C), liver on the Illumina platform (D), and liver on the Affymetrix platform (E) are shown. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. Profiles are coloured by module membership. For each gene, the probe identifiers, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, between-mouse Pearson correlation coefficients (*r b*) relative to the adipose-red (a-red), heart-blue (h-blue), kidney-brown (k-brown), liver-blue (l-blue), and liver-black (l-black) module eigengenes, and the cross-platform sample correlation coefficients for liver are shown in the table below. To make the reading of the correlation coefficients easier, they are in bold print for the eigengene of the module to which the gene belongs and they are in italics for eigengenes of the same tissue as the gene profile where the gene does not belong to the module. Otherwise, the correlations are printed in grey.

| Illumina ProbeID | Tissue | Symbol | Adipose mod | Heart Module | Kidney Mod | Liver Mod | *c* | *Fs* p-value | *r b(a-red)* | *r b(h-blue)* | *r b(k-brown)* | *r b(l-blue)* | *r b(l-black)* | Affy ProbeID | *r (cross-platform)* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 2510142 | Adipose | *Gadd45g* | red | blue | brown | black | 0.53 | 0.02 | **0.92** | 0.73 | 0.86 | 0.82 | 0.77 |  |  |
| Heart | 0.63 | 3.E-3 | 0.83 | **0.89** | 0.66 | 0.71 | 0.55 |  |  |
| Kidney | 0.97 | 6.E-6 | 0.91 | 0.71 | **0.92** | 0.71 | 0.91 |  |  |
| Liver | 1.00 | 0 | 0.88 | 0.59 | 0.83 | *0.65* | **0.95** | 10405211 | **0.96** |
| 4850164 | Adipose | *Mt1* | red | blue | pink | black | 0.33 | 0.08 | **0.84** | 0.72 | 0.75 | 0.59 | 0.77 |  |  |
| Heart | 0.59 | 0.01 | 0.68 | **0.87** | 0.45 | 0.47 | 0.56 |  |  |
| Kidney | 0.89 | 1.E-4 | 0.48 | 0.14 | *0.54* | 0.25 | 0.77 |  |  |
| Liver | 1.00 | 0 | 0.86 | 0.68 | 0.84 | *0.56* | **0.91** | 10574027 | **0.91** |
| 3360138 | Adipose | *Pim3* | grey | blue | brown | black | 0.2 | 0.20 | *0.67* | 0.48 | 0.64 | 0.43 | 0.69 |  |  |
| Heart | 0.32 | 0.04 | 0.79 | **0.94** | 0.63 | 0.71 | 0.54 |  |  |
| Kidney | 0.86 | 6.E-5 | 0.70 | 0.74 | **0.63** | 0.52 | 0.61 |  |  |
| Liver | 0.98 | 0 | 0.91 | 0.64 | 0.90 | *0.73* | **0.92** | 10426110 | **0.91** |
| 6400390 | Adipose | *Map3k6* | red | blue | brown | black | 0.42 | 0.04 | **0.90** | 0.63 | 0.91 | 0.89 | 0.73 |  |  |
| Heart | 0.54 | 5.E-3 | 0.82 | **0.95** | 0.66 | 0.79 | 0.58 |  |  |
| Kidney | 0.83 | 9.E-5 | 0.90 | 0.54 | **0.92** | 0.64 | 0.91 |  |  |
| Liver | 0.54 | 3.E-3 | 0.84 | 0.58 | 0.88 | *0.59* | **0.86** | 10508829 | **0.57** |
| 2190048 | Adipose | *Fkbp5* | red | blue | brown | blue | 0.77 | 6.E-4 | **0.92** | 0.64 | 0.94 | 0.88 | 0.84 |  |  |
| Heart | 0.60 | 2.E-3 | 0.62 | **0.87** | 0.45 | 0.66 | 0.43 |  |  |
| Kidney | 0.82 | 7.E-5 | 0.85 | 0.69 | **0.87** | 0.91 | 0.76 |  |  |
| Liver | 0.96 | 2.E-6 | 0.88 | 0.75 | 0.85 | **0.95** | *0.66* | 10449452 | **0.95** |
| 3290315 | Adipose | *Per1* | red | blue | brown | blue | 0.53 | 0.02 | **0.82** | 0.76 | 0.78 | 0.72 | 0.62 |  |  |
| Heart | 0.84 | 3.E-4 | 0.66 | **0.72** | 0.56 | 0.55 | 0.39 |  |  |
| Kidney | 0.95 | 1.E-5 | 0.67 | 0.60 | **0.59** | 0.39 | 0.68 |  |  |
| Liver | 0.78 | 4.E-4 | 0.81 | 0.82 | 0.73 | **0.81** | *0.47* | 10377439 | **0.85** |
| 3450273 | Adipose | *Errfi1* | red | blue | grey | black | 0.81 | 2.E-4 | **0.64** | 0.57 | 0.58 | 0.33 | 0.66 |  |  |
| Heart | 0.52 | 0.01 | 0.75 | **0.79** | 0.60 | 0.53 | 0.56 |  |  |
| Kidney | 0.50 | 4.E-3 | 0.51 | 0.63 | *0.41* | 0.33 | 0.49 |  |  |
| Liver | 0.95 | 4.E-5 | 0.78 | 0.71 | 0.67 | *0.47* | **0.71** | 10510574 | **0.77** |
| 1400131 | Adipose | *Sgk1* | red | blue | brown | grey | 0.67 | 3.E-3 | **0.76** | 0.81 | 0.66 | 0.61 | 0.61 |  |  |
| Heart | 0.6 | 4.E-3 | 0.49 | **0.60** | 0.37 | 0.30 | 0.27 |  |  |
| Kidney | 0.91 | 2.E-5 | 0.59 | 0.55 | **0.50** | 0.35 | 0.59 |  |  |
| Liver | 0.90 | 8.E-5 | 0.28 | 0.34 | 0.22 | *0.11* | *0.15* | 10362073 | **0.83** |
| 6400706 | Adipose | *Cdkn1a* | gold | blue | brown | blue | 0.40 | 0.05 | *0.62* | 0.33 | 0.65 | 0.62 | 0.56 |  |  |
| Heart | 0.70 | 9.E-4 | 0.66 | **0.88** | 0.44 | 0.56 | 0.39 |  |  |
| Kidney | 0.92 | 1.E-5 | 0.85 | 0.58 | **0.80** | 0.65 | 0.86 |  |  |
| Liver | 0.99 | 0.00 | 0.86 | 0.76 | 0.85 | **0.89** | 0.74 | 10443463 | **0.95** |
| 2480195 | Adipose | *Angptl4* | magenta | pink | brown | blue | 0.00 | 0.56 | *0.29* | -0.12 | 0.32 | 0.04 | 0.39 |  |  |
| 6760593 | Heart | 0.00 | 0.14 | 0.42 | *0.56* | 0.39 | 0.47 | 0.34 |  |  |
| 6760593 | Kidney | 0.89 | 3.E-5 | 0.95 | 0.77 | **0.93** | 0.83 | 0.81 |  |  |
| 2480195 | Liver | 0.85 | 1.E-4 | 0.81 | 0.66 | 0.82 | **0.83** | *0.62* | 10450038 | **0.82** |
| 6860121 | Adipose | *Dusp1* | red | grey | brown | black | 0.27 | 0.12 | **0.64** | 0.39 | 0.57 | 0.32 | 0.67 |  |  |
| Heart | 0.44 | 3.E-2 | 0.57 | *0.54* | 0.60 | 0.63 | 0.50 |  |  |
| Kidney | 0.97 | 1.E-5 | 0.73 | 0.58 | **0.70** | 0.49 | 0.74 |  |  |
| Liver | 0.97 | 0 | 0.50 | 0.18 | 0.59 | *0.38* | **0.61** | 10449284 | **0.97** |
| 3390593 | Adipose |  | red | turquoise | gold | pink | 0.41 | 0.05 | **0.88** | 0.79 | 0.77 | 0.77 | 0.63 |  |  |
| Heart | *Per2* | 0.66 | 3.E-3 | 0.63 | *0.85* | 0.49 | 0.57 | 0.47 |  |  |
| Kidney |  | 0.62 | 5.E-3 | -0.27 | -0.22 | *-0.21* | -0.42 | -0.22 |  |  |
| Liver |  | 0.88 | 1.E-4 | -0.45 | -0.15 | -0.50 | *0.35* | *0.61* | 10356601 | **0.80** |

**Supplemental Figure S6: Transcript abundance profiles for growth-hormone regulated genes in kidney and liver**

The liver transcript abundance profiles for growth-hormone responsive genes identified in Chen et al. (2009) are shown. From top to bottom, the profiles are for *Socs2*, *Gadd45g*, *Cish*, and *Bcl6*. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. Profiles are coloured by module membership. For each gene, the probe identifiers, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, between-mouse Pearson correlation coefficients (*r b*) relative to the liver-black, liver-magenta, kidney-brown, and kidney-pink module eigengenes, and the cross-platform sample correlation coefficient for liver are shown in the following table.

| ProbeID | Symbol | Kidney Module | Liver Module | *c* | *Fs*  p-value | *r b (liver-black)* | *r b (liver-magenta)* | *r b (kidney-brown)* | *r b (kidney-pink)* | *Affy ProbeID* | *r (cross-platform)* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 4760692 | *Socs2* | pink | magenta | 0.98 | 0 | 0.63 | -0.67 | 0.19 | 0.70 | 10372069 | 0.71 |
| 2510142 | *Gadd45g* | brown | black | 1.00 | 0 | 0.84 | -0.53 | 0.83 | 0.68 | 10405211 | 0.96 |
| 840315 | *Cish* | pink | magenta | 1.00 | 0 | 0.71 | -0.95 | 0.31 | 0.96 | 10588577 | 0.81 |
| 940100 | *Bcl6* | pink | magenta | 0.99 | 0 | 0.47 | 0.68 | -0.08 | -0.69 | 10438738 | 0.76 |

**Supplemental Figure S7: Transcript abundance profiles for variable genes in adipose tissue**

The within-mouse variation patterns for the transcripts *Sfrp5*, *Trp53inp2*, *Lep*, *Mest*, and *Bmp3* (from top to bottom) are correlated, suggesting they share a similar heterogeneous spatial distribution within the inguinal fat pad (A).The graphical features of the eigengene plots of Figure 4 apply to these gene plots. Even though the significance of between-mouse *Fs* statistics for these genes is marginal, their between-mouse patterns are correlated and also correlate with body weight (B). For each gene, the probe identifier, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, and the between-mouse Pearson correlation coefficients (*r b*) relative to body weight and the adipose-magenta module eigengene are shown in the following table.

| ProbeID | Symbol | Adipose Module | *c* | *Fs*  p-value | *r b*  *(body-weight)* | *r b (adipose-magenta)* | *r w (adipose-magenta)* |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 2810114 | *Sfrp5* | magenta | 0.06 | 0.27 | 0.45 | -0.92 | -0.85 |
| 2690435 | *Trp53inp2* | magenta | 0.43 | 0.03 | 0.41 | -0.89 | -0.93 |
| 4010053 | *Lep* | magenta | 0.00 | 0.41 | 0.50 | -0.78 | -0.82 |
| 6620292 | *Mest* | magenta | 0.02 | 0.29 | 0.47 | -0.62 | -0.83 |
| 4230673 | *Bmp3* | magenta | 0.00 | 0.85 | 0.25 | -0.70 | -0.88 |

**Supplemental Figure S8: Transcript abundance profiles for variable brown fat signature genes in white fat tissue**

The transcript abundance profiles for *Ucp1* (A), *Cidea* (B), *Prdm16* (C), and *Ckm* (D) are shown. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. For each gene, the probe identifier, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, and the between-mouse Pearson correlation coefficients (*r b*) relative to the adipose-gold and adipose-brown module eigengenes are shown in the following table.

| ProbeID | Symbol | Adipose Module | *c* | *Fs*  p-value | *r b (adipose-gold)* | *r b (adipose-brown)* | *r w (adipose-gold)* | *r w (adipose-brown)* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 6020368 | *Ucp1* | gold | 0.00 | 0.85 | 0.70 | -0.53 | 0.36 | -0.54 |
| 4560020 | *Cidea* | gold | 0.00 | 0.91 | 0.93 | -0.27 | 0.55 | -0.46 |
| 101190239 | *Prdm16* | grey | 0.00 | 0.56 | 0.86 | -0.18 | 0.74 | -0.00 |
| 1450524 | *Ckm* | brown | 0.42 | 0.01 | -0.22 | 0.95 | -0.23 | 0.91 |

**Supplemental Figure S9: Transcript abundance profiles showing region-specific variation of gene expression in heart**

The transcript abundance profiles for *Myl4*, *Myl7* (top to bottom of left panel of (A)), *Tbx5*, *Gja5*, and *Bmp10* (top to bottom of right panel of (A)), and *Gata4* (B) are shown. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. For each gene, the probe identifier, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, and the between-mouse Pearson correlation coefficients (*r b*) relative to the heart-green and heart-red module eigengenes are shown in the following table.

| ProbeID | Symbol | Heart Module | *c* | *Fs*  p-value | *r b (heart-green)* | *r b (heart- red)* | *r w (heart-green)* | *r w (heart-red)* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 6860288 | *Myl4* | green | 0.00 | 0.36 | 0.63 | 0.29 | 0.93 | 0.8 |
| 2480541 | *Myl7* | green | 0.00 | 0.29 | 0.64 | 0.3 | 0.95 | 0.82 |
| 106840364 | *Tbx5* | green | 0.00 | 0.82 | 0.85 | 0.16 | 0.98 | 0.82 |
| 1740026 | *Gja5* | green | 0.00 | 0.95 | 0.72 | -0.13 | 0.99 | 0.85 |
| 3060068 | *Bmp10* | green | 0.00 | 0.89 | 0.39 | -0.43 | 0.81 | 0.54 |
| 2690609 | *Gata4* | red | 0.02 | 0.36 | -0.49 | -0.76 | -0.84 | -0.86 |

**Supplemental Figure S10: Transcript abundance profiles for androgen-regulated genes variable in the kidney**

The transcript abundance profiles in kidney for several genes reported to be androgen-responsive are shown (from top to bottom: *Hsd11b1*, *Hsd17b11*, *Srd5a2*, *Gusb*, and *Prlr*). *Gusb* is assigned the colour grey since it was not among the 2500 most variable genes in kidney. *Prlr* is negatively correlated with the other transcripts. The graphical features of the eigengene plots of Figure 4 apply to these gene plots. For each gene, the probe identifier, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, and the between-mouse Pearson correlation coefficient (*r b*) relative to the kidney-green module eigengene are shown in the following table.

| ProbeID | Symbol | Kidney Module | *c* | *Fs*  p-value | *r b (kidney-green)* |
| --- | --- | --- | --- | --- | --- |
| 5550408 | *Hsd11b1* | green | 0.79 | 1E-04 | 0.88 |
| 4540239 | *Hsd17b11* | green | 0.89 | 5E-05 | 0.95 |
| 6840433 | *Srd5a2* | green | 0.86 | 1E-04 | 0.91 |
| 7160053 | *Gusb* | grey | 0.50 | 0.02 | 0.73 |
| 1990097 | *Prlr* | green | 0.98 | 1E-06 | -0.58 |

**Supplemental Figure S11: Transcript abundance profile for *Cfd* gene in kidney**

The transcript abundance profile in kidney for *Cfd* is shown. The graphical features of the eigengene plots of Figure 4 apply to this gene plot. The probe identifier, module assignment, intraclass correlation coefficient (*c*), *Fs* p-value, and the between-mouse Pearson correlation coefficient (*r b*) relative to the kidney-black module eigengene are shown in the following table.

| ProbeID | Symbol | Kidney Module | *c* | *Fs*  p-value | *r b (kidney-black)* | *r w (kidney-black)* |
| --- | --- | --- | --- | --- | --- | --- |
| 2320736 | *Cfd* | black | 0.11 | 0.001 | 0.91 | 0.93 |

# References

**1. Cui X, Hwang J, Qiu J, Blades N, Churchill G: Improved statistical tests for differential gene expression by shrinking variance components estimates. *Biostatistics* 2005, 6(1):59-75.**

**2. Lu X, Perkins DL: Re-sampling strategy to improve the estimation of number of null hypotheses in FDR control under strong correlation structures. *BMC Bioinformatics* 2007, 8:157.**

**3. Chen Y, Lin G, Huo JS, Barney D, Wang Z, Livshiz T, States DJ, Qin ZS, Schwartz J: Computational and functional analysis of growth hormone (GH)-regulated genes identifies the transcriptional repressor B-cell lymphoma 6 (Bc16) as a participant in GH-regulated transcription. *Endocrinology* 2009, 150(8):3645-3654.**

# Supplementary material for: Stochastic variation of transcript abundance in C57BL/6J mice
**Source:** BMC Genomics. 2011 Mar 30;12:167. doi: 10.1186/1471-2164-12-167
**Supplement:** Additional file 10 — Supplemental Table S3. Within-mouse correlation statistics for selected genes in adipose.

| ProbeID | Symbol | Adipose Module | *c* | *Fs*  p-value | *r b (adipose-green)* | *r b (adipose-magenta)* | *r w (adipose-green)* | *r w (adipose-magenta)* |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 6660390 | *Ccl6* | green | 0.00 | 0.62 | 0.96 | 0.77 | 0.88 | -0.91 |
| 4610725 | *Ccl9* | green | 0.17 | 0.14 | 0.91 | 0.73 | 0.94 | -0.80 |
| 2570035 | *Cd8b1* | magenta | 0.00 | 1.00 | 0.37 | 0.81 | -0.69 | 0.99 |
| 4780450 | *Elf1* | magenta | 0.00 | 0.97 | 0.67 | 0.94 | -0.58 | 0.99 |
| 4010053 | *Lep* | magenta | 0.00 | 0.41 | -0.53 | -0.78 | 0.73 | -0.82 |
| 2690435 | *Trp53inp2* | magenta | 0.43 | 0.03 | -0.72 | -0.89 | 0.57 | -0.93 |

**Supplemental Table S3: *Within-tissue correlation of eigengene transcript abundance profiles.*** For each gene of Figure 5, this table shows module assignment, intraclass correlation coefficient (*c*), *Fs* permutation p-value, and between- (*r b*) and within-mouse (*r w*) Pearson correlation coefficients relative to the adipose-green and adipose-magenta module eigengenes.

# Supplementary material for: Stochastic variation of transcript abundance in C57BL/6J mice
**Source:** BMC Genomics. 2011 Mar 30;12:167. doi: 10.1186/1471-2164-12-167
**Supplement:** Additional file 15 — Supplemental Table S4. Transcript abundance variation statistics for Pritchard et al (2001) dataset.

#

|  |  | **Kidney** | **Liver** | **Testes** |
| --- | --- | --- | --- | --- |
| **(A)** | **Total Genes** | 5269 | 5231 | 5198 |
| **(B)** | **Variable Genes** |  |  |  |
|  | ***α*=0.05** | 2592(49%) | 2551(49%) | 2687(52%) |
|  | ***α*=0.01** | 2562(49%) | 2513(48%) 2636(51%) | 2636(51%) |
|  | *α*=1e‑4 | 2554(48%) | 2499(48%) | 2619(50%) |
| **(C)** | **Between-Mouse Variation** | |  |  |
|  | **FWER (p < 0.05 )** | 44(1%) | 9(0%) | 77(2%) |
|  | **FDR (p < 0.10 )** | 715(14%) | 38(1%) | 1794(35%) |
|  | **1 – π0** | 53% | 63% | 77% |
| **(D)** | **Maximal Fold Change** | |  |  |
|  | **>1.5** | 2422(46%) | 2712(52%) | 5109(98%) |
|  | **>2.0** | 966(18%) | 401(8%) | 3934(76%) |
|  | **>3.0** | 220(4%) | 31(1%) | 1016(20%) |

**Supplementary Table S4: *Variability of transcript abundance for Pritchard et al. 2001 experiment***.This table contains summary statistics for the Pritchard et al. (2001) experiment. The numbers of probes on the array (A) and the numbers of variable genes based on the 0.05, 0.01 and 0.0001 tails of the scaled *χ2*(47) distribution are shown (B). The numbers of genes with significant between-mouse variation, based on an *Fs* test with a family-wise adjusted error rate (p<0.05; Sidak step-down method, Westfall and Young ) and a false discovery rate (p<0.10; Benjamini and Hochberg ) are provided. The estimated proportions of differentially expressed genes, 1 – π0, using the q-value method (Storey and Tibshirani,) are also provided (C). The numbers of genes with large maximal fold-change between mice are shown (D). Percentages in (A), (C), and (D) based on total number of probes on the array are given in parentheses.

# References

**1. Pritchard C, Hsu L, Delrow J, Nelson P: Project normal: Defining normal variance in mouse gene expression. *Proceedings of the National Academy of Sciences, USA* 2001, 98:13266-13271.**

**2. Cui X, Churchill G: How many mice and how many arrays? Replication in mouse cDNA microarray experiments. In: *Methods of Microarray Data Analysis III, Papers from CAMDA ’02.* Edited by SM JKaL; 2003.**

**3. Westfall PH, Young SS: Resampling-based Multiple Testing. New York.: Wiley; 1993.**

**4. Benjamini Y, Hochberg Y: Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J Roy Statist Soc Ser B (Methodological)* 1995, 57:289-300.**

**5. Storey J, Tibshirani R: Statistical significance for genomewide studies. *Proceedings of the National Academy of Sciences, USA* 2003, 100(16):9440-9445.**

How the deposited data were processed for this re-analysis (not part of the article)

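Tissue of 12 male C57BL/6J mice, 69 to 74 days old and kept as pairs in 6 cages, was measured with 2 samples per mouse in each of inguinal fat, heart, kidney and liver. The 96 samples were run on Illumina Mouse-6 v1.1 bead arrays, and the 24 liver samples were run again on Affymetrix Mouse Gene 1.0 ST arrays. Kidney samples are the left kidney (sample 1) and the right kidney (sample 2). Mouse, sample, tissue, kidney side, age and body weight come from the submitters' labels. The cage of a mouse was read from the paper's Figure 4, where lines part the mice into pairs of consecutive numbers.

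The bead array values are log2 intensities of 45905 probes, which the authors made before deposit by quantile normalization within each tissue and a correction for batch by robust regression, as their methods state. A second table of the authors holds log2 bead intensities before normalization between arrays, and it was used for alternatives and to compare the titles of arrays. The Affymetrix values are log2 values of 34760 probe sets, summarised by the authors with RMA before deposit, as their methods and labels state. For microarrays the range of signal over background takes the place of sequencing depth. Normalized array medians were 7.76 log2 in adipose, 7.39 to 7.40 in heart, 7.78 in kidney and 7.46 to 7.47 in liver, and those of the Affymetrix arrays 6.68 to 6.73. A gene taken as expressed reached a mouse mean of at least 7.97 log2 in adipose, 7.68 in heart, 8.06 in kidney and 7.79 in liver, close to those medians, so changes in dim genes are compressed.

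Probes with 1 gene symbol were kept (32688 of the bead array and 21640 of the Affymetrix array), and the probe with the highest mean level in a tissue stood for its gene, except where the paper's supplementary tables give a probe number. This left 19402 genes on the bead array and 3 more named only by such a number, 19405 in all. On the Affymetrix array it left 19937, and 19938 were tested. The files hold no negative controls, so the paper's numbers of expressed genes were taken over, and the genes with the highest mouse mean filled them.

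Variance components s_b and s_w came from the balanced random effects model, and c is the share of s_b squared in their sum of squares. Between-mouse variance was tested in each tissue with limma's moderated F over 12 mice, with a Benjamini-Hochberg limit of 0.10 and a family-wise limit of 0.05 by Sidak's step-down adjustment, and Storey's estimate of the share of varying genes used lambda 0.5. Total variance was compared with a chi-square distribution of 23 degrees of freedom. Cages were tested on the 12 mouse means, cage mates on the 24 arrays, and left against right kidney paired by mouse at a limit of 0.05. Gene groups were summarised by their first principal component, with permutation of the mice for r_b, r with body weight and r between platforms (100000 draws), and every pattern of signs for r_w. The most variable 2500 genes of each tissue were clustered by topological overlap with average linkage, at the height that gave the most clusters of more than 25 genes, and clusters with an eigengene correlation of 0.75 or more were merged. Each of 42 gene lists, for cell types, hormones, stress, metabolism and the genes the paper names together, was set beside 1000 random lists matched in size and level.

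The rule was to name the genes the paper names, in the tissues it names them for. To these came the 10 genes per tissue with the smallest p between mice and the 10 with the largest within-mouse variance. The 3 members of each list with the largest total variance were added. Some of these genes are not in the text, such as Il6 and Xbp1, which the paper names, and members of the acinar pancreas list. Values in the paper's tables had been seen when the rule was set. Other genes are named where a count of 5 or fewer or a single feature called for it, chosen after their values were seen.

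The tests, lists and most alternatives were fixed before the data were examined. They vary the probe, the filter on dim genes, the F test, the normalization, blocks of mice, the summary of a group, the error term of the cage test, the clustering and the mice left out. Alternatives added after the data were seen concern the titles of 6 heart arrays in both tables, random pairs drawn within mice 1 to 6 and 7 to 12, an assumed chip, mice 1 to 6 and 7 to 12 alone, the atrial score as a covariate and the test on Affymetrix values. The tests were checked on simulated data, with 100 genes of a tissue changed by the smaller amount and 100 others by the larger one in the same fit. Noise was drawn independently for each gene. At s_b equal to s_w the F test found 12 to 22 of 100 genes and at 3 times s_w 98 to 100, with 8 to 17 other genes called. Errors in the real data can be shared between genes, and random pairings of the adipose arrays called up to 1401 genes. The 8 to 17 other calls therefore need not hold for the real data. A cage spread of 2 times the mouse spread was found for 21 to 53 genes and one of 5 times for 90 to 99. A left to right shift equal to s_w was found in 2 genes and one of 3 times s_w in 100.

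Left out were the modules of the paper, whose gene lists are not in the files, its tests of functional enrichment, and dynamic tree cutting and the q-value package, which were not available. Lck and Ugt2b3 had no probe under those names. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8.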

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

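Chosen only after the results had been seen were the test on the Affymetrix values, the fits under the other heart titles and with the atrial score, the test of whether normalization moved the heart arrays, the unnormalized heart values under the titles of the normalized table, and all random pairings and swaps.

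The authors' normalized and unnormalized bead tables give different titles to 6 heart arrays, a conflict the paper does not mention, and its own values of c are those of the normalized titles (within 0.015 for 11 of 11 heart genes, and for 0 under the other titles). Each of the 6 correlates best with a column of another mouse, while the other 18 heart arrays and all arrays of adipose, kidney and liver match best under their own title. Under another title the lowest of the 6 best correlations is still 0.806, so normalization did not change the values of these arrays beyond recognition. Whether the titles were exchanged in the step of normalization or elsewhere cannot be told from this, since either way would give such matches. Over the 190 genes called in both kidney and liver that heart also expresses, heart means under the titles of the unnormalized table follow those organs with a mean r of 0.302, which ranks 5 of 720 possible arrangements (highest 0.308, median 0.239), and the titles of the normalized table, with 0.213, rank 587. An exchange of titles may therefore have lowered the count of heart genes with between-mouse variance, which rises from 10 to 125 under the other titles, but unequal shares of atrium stay open as well, since with the atrial score as a covariate the count rises to 42, and to 523 with both, and a heart that truly varies little between mice was not tested.

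Of random pairings of the 24 heart arrays, 5 of 100, the real one included, reached the count of 10, so chance cannot be excluded, and the highest other count was 36 (8 of 100 and 120 with pairs drawn within mice 1 to 6 and within mice 7 to 12). Under the titles of the unnormalized table 2 of 100 reached 125, so chance can be excluded at a share of 0.05, but the highest other pairing called 378 genes (also 2 of 100, highest other 384, within those sets), which points to a structure of the samples beyond the mice. With those titles limma called 23 genes in mice 1 to 6 alone and 84 without mouse 6, in place of 0 in mice 1 to 6 alone with the titles used. The unnormalized heart values, centred on array medians, gave 6092 genes under their own titles but 0 under the titles of the normalized table, where 521 had an unadjusted p under 0.05 by limma. The same setting called 7855 genes in adipose and 8796 in kidney, where no titles differ. Heart array medians before normalization were 6.81 to 7.16 log2 in mice 1 to 5 but 7.48 and 7.58 in mouse 6. This contrast therefore does not decide between the titles.

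Left and right kidneys, which the paper takes as samples of the same kind, differed in 89 genes by limma paired by mouse (31 higher on the right, 58 on the left, 1764 with an unadjusted p under 0.05), and 1 of 100 random swaps within mice, the real one, reached this count (highest other 32), so chance can be excluded. Ctsd, a lysosomal protease, was lower on the right by 0.50 log2 (standard error 0.09, adjusted p = 0.0166) and Pck1, of gluconeogenesis, higher by 0.38 (standard error 0.07, adjusted p = 0.0166), both named after their values were seen. Side and sample number coincide in every mouse, so an effect of the order of samples or arrays cannot be separated from side. The count was 45 without mouse 1, 29 without mouse 2, 9 without mouse 3, 4 or 5, 24 without mouse 6, 53 without mouse 10 and 344 without mouse 12.

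On the Affymetrix arrays of liver, which the paper uses to compare profiles between platforms, 2827 of 19938 genes had between-mouse variance by limma at an adjusted p under 0.10, 4727 had an unadjusted p under 0.05, and 1 of 100 random pairings, the real one, reached this count (highest other 34, or 669 with pairs drawn within mice 1 to 6 and within mice 7 to 12, where again 1 of 100 did), so chance can be excluded.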

How the results depend on the processing

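The fits with an assumed chip, with mice 1 to 6 or 7 to 12 alone (counts and within-mouse spread), under the titles of the other table for 6 heart arrays (normalized and unnormalized values), with the atrial score and without the 2 mice of the largest differences within mice were chosen only after the results had been seen. Values in a series are for adipose, heart, kidney and liver in this order, and the cause of a change was not tested unless stated.

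What limits these results is 2 arrays per mouse and tissue and the narrow range of dim genes, which lie near the median of the array. Direction and side of the threshold were kept by 512 alternative values of r within mice, all but 4. They were kept by 37 of r with body weight, all but 11, and by 333 of r between mice, all but 51. For the within-mouse spread 27 values kept them, all but 3. The tally of r within mice leaves out some of the 52 relations. Among those left out are genes of pericentral and of periportal hepatocytes in liver, with r_w = 0.708, and -0.606 without the 2 mice of the largest differences. For r between platforms only the direction was compared, between 24 samples and 12 mouse means, and all 19 kept it. No count of maximal fold moved by more than 1.5 times. Mouse as a replicate block left the differences in within-mouse spread at 0.0496 (adipose less heart), 0.0782 (adipose less kidney), 0.0850 (adipose less liver), 0.0286 (heart less kidney), 0.0354 (heart less liver) and 0.00674 log2 (kidney less liver, p = 0.296), and left against right kidney without the replicate block had 111 genes. A change of background was not run, since the values are on the log2 scale, nor the chip as a named block, since no file names the chip.

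For the within-mouse spread, kidney less liver was 0.0243 log2 in mice 1 to 6 alone (adjusted p = 0.00260) and reversed to -0.0108 in mice 7 to 12 alone (adjusted p = 0.0260, but 0.0750 when paired by mouse, so this reversal does not pass with the mouse as a block), and adipose less heart fell to 0.0203 in mice 7 to 12 alone (adjusted p = 0.184).

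Genes with between-mouse variance at FDR 0.10 (8, 10, 421 and 2335) were 2 in adipose with the 5000 brightest genes, and 2 and 0 in adipose and heart with the ordinary F, where limma left 433 and 358 at an unadjusted p under 0.05. Permuted residuals gave 0 and 0. An FDR of 0.05 gave 2, 5 and 270 in adipose, heart and kidney, by the stricter limit. Unnormalized values centred on array medians gave 7855, 6092, 8796 and 4536 under their own titles, which include all 8, 10 and 421 genes and 1885 of 2335. With quantile normalization of these values they were 118, 1773, 5241 and 4686 with the assumed chip as a block and 45, 1711, 1981 and 3763 centred within the chip. In heart these 3 settings change the titles of 6 arrays together with the normalization, and under the titles of the normalized table they gave 0 (521 at an unadjusted p under 0.05 by limma), 29 and 11. The assumed chip as a block gave 0, 0 and 1114 with the normalized values of adipose, heart and kidney. Mice 1 to 6 alone had 0, 0 and 117 and mice 7 to 12 alone 0, 68 and 671 in these tissues, with fewer samples. Heart had 125 under the other titles, 23 with these titles in mice 1 to 6 alone and 84 without mouse 6, 42 with the atrial score, and 523 with both the score and those titles. Leaving out 1 mouse gave 2 to 12 in adipose, lowest without mouse 4, 10, 11 or 12 and highest without mouse 1. The adipose count changed over 1.5 times without mice 2, 3, 4, 6, 8, 9, 10, 11 or 12. In heart it gave 0 to 20 (0 without mouse 11, 20 without mouse 2, and changed without mice 2, 7, 8, 9, 10, 11 or 12). The ranges were 314 to 433 in kidney and 2050 to 2401 in liver.

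With family-wise control (1, 0, 72 and 383) adipose had 0 with the 5000 brightest genes, the ordinary F, permuted residuals or blocks of mice, and heart 1 with the brightest genes or no filter. The ordinary F gave 43 and 147 in kidney and liver, permuted residuals 10 and 90, and unnormalized values 482, 413, 6085 and 213. Leaving out 1 mouse gave 0 in adipose for each mouse, 0 to 3 in heart (3 without mouse 2, 1 without mice 1, 3 or 5), 62 to 80 in kidney and 337 to 414 in liver. The share of varying genes was 13.7% and 52.2% in kidney and liver with lambda 0.8, and 1% and 15.2% without a filter, when dim genes are tested too. Without a filter 6659, 4460, 3630 and 3784 genes had more total variance than chance. Heart genes with no between-mouse component were 51.8% under the other titles.

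Genes with between-cage variance (2, 19, 7 and 11) were 6, 443 and 1777 in adipose, kidney and liver with the within-mouse spread as the error, 5, 33 and 34 in adipose, heart and liver with blocks of mice, and 4, 73, 11 and 31 without a filter. Heart genes that differ between cage mates were 41 under the other titles. Left against right kidney ranged from 9 to 344 genes over the mice left out. Clusters numbered 10, 11, 21 and 24 with a distance from absolute correlation.

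With the 2 mice farthest from the median left out, r_b no longer passed for the antigen presentation genes of adipose and kidney (0.525) and kidney and liver (0.769), the matrix genes of kidney and liver (0.709), the circadian genes of adipose and heart (0.784), adipose and liver (0.798), heart and kidney (0.481) and heart and liver (0.459), and the lipid genes of kidney and liver (0.827, and 0.676 with the mean of members). For Ide it was 0.335 (adipose and heart), 0.183 (adipose and kidney) and 0.156 (adipose and liver), and it reversed to -0.182 (heart and kidney), -0.222 (heart and liver) and -0.154 (kidney and liver), since mice 7 and 8 carry the relation. Under the other heart titles the antigen presentation genes of heart and kidney passed, at 0.781. Leaving out 1 mouse, r_b ran from 0.669 to 0.880 for those genes in adipose and kidney (changed without mouse 1 or 9), 0.562 to 0.784 in heart and kidney (mouse 5 or 6) and 0.685 to 0.827 in kidney and liver (mouse 11), 0.597 to 0.849 for the matrix genes (mice 7 to 10), and for the circadian genes, without mouse 10 each time, from 0.671 to 0.909 (adipose and heart), 0.611 to 0.912 (heart and kidney) and 0.550 to 0.906 (heart and liver). For Ide, without mouse 7 or 8, it ran from 0.715 to 0.920, 0.681 to 0.907, 0.653 to 0.915, 0.890 to 0.982, 0.824 to 0.960 and 0.829 to 0.965 in the order of pairs above.

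Other values changed sign without passing the threshold in any setting. With the 2 mice farthest from the median weight left out, r with body weight was -0.266 for Hsd17b11 (from 0.333), -0.284 for Srd5a2 (from 0.267), -0.0596 for Gusb (from 0.463), 0.156 for Prlr (from -0.0749) and -0.192 for the androgen genes of kidney (from 0.301). Within mice 7 to 12 it was -0.308 for Hsd17b11, -0.105 for Srd5a2, 0.262 for Prlr, -0.0962 for the androgen genes, -0.356 for lipogenesis (from 0.0705) and -0.333 for cholesterol synthesis in liver (from 0.0705). Without the 2 mice of the largest differences, r_w in adipose was 0.196 for T cell genes and oxidative phosphorylation (from -0.128, and -0.204 to 0.0963 over the mice left out, positive without mouse 1) and 0.233 for keratinocyte and muscle genes (from -0.0936, and -0.146 to 0.0204, positive without mouse 4). For the matrix genes, r_b without the 2 farthest mice was -0.453 in adipose and heart (from 0.137), -0.00115 in adipose and kidney (from 0.369), 0.400 in heart and kidney (from -0.0690) and 0.325 in heart and liver (from -0.0454), and under the other heart titles -0.339 in adipose and heart and 0.200 in heart and liver. Leaving out 1 mouse it ran from -0.207 to 0.398 in adipose and heart (reversed without mouse 6), -0.242 to 0.352 in heart and kidney (mouse 4) and -0.226 to 0.137 in heart and liver (mouse 2, 4 or 8).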

Differences from the paper's values

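The fits with mice 1 to 6 or 7 to 12 alone, with an assumed chip and under the titles of the unnormalized table were chosen only after the values had been seen.

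For between-mouse variance with family-wise control, the paper gives 0 genes in adipose, 12 in kidney and 40 in liver, against 1, 72 and 383 here with limma. Of the alternatives set before the data were examined, adipose equals the paper's 0 with the 5000 genes of highest mean level, the ordinary F, p-values from permuted residuals and blocks of mice, but not with the most variable probe, no filter on dim genes or unnormalized values. For kidney the permuted residuals, with 10, come within 1.5 times the paper's value, and the other alternatives do not (43 to 6085). For liver no alternative does, and permuted residuals come nearest with 90, the ordinary F next with 147. In heart both values are 0, where 358 genes had an unadjusted p under 0.05.

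At an FDR of 0.10 the paper has 0 genes in adipose and 0 in heart, against 8 and 10 here. In both tissues p-values from permuted residuals, the kind the paper's methods name, give the paper's 0 (433 adipose and 358 heart genes have an unadjusted p under 0.05 by limma). The ordinary F gives 2 in adipose and 0 in heart, and the 5000 brightest genes give 2 in adipose, values that do not differ from the paper's by the rule used, while the 5000 brightest genes in heart (7), the most variable probe, no filter, blocks of mice and unnormalized values, which in heart bring other titles with them, do differ. With an assumed chip as a block both counts are also 0, and they are 0 and 0 in mice 1 to 6 alone, and 0 in adipose with mice 7 to 12 alone, settings chosen after the values had been seen, as is that of unnormalized heart values under the titles of the normalized table, with 0. Leaving out a single mouse also reaches the paper's 0, in adipose with family-wise control for each of the 12 mice, and in heart at the FDR for mouse 11. In kidney and liver the paper's counts, 369 and 2520, do not differ from 421 and 2335.

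For the share of genes with between-mouse variance the paper has 1% in kidney and 18% in liver, against 17.8% and 48.1% here. The values here are shares of the 10116 kidney and 8919 liver genes taken as expressed. The paper's caption gives percentages of the annotated genes and states no separate base for this share. The bases may therefore be unlike, and whether these values differ cannot be decided. The same holds with lambda 0.8, where the shares of expressed genes are 13.7% and 52.2%. Without a filter on dim genes the shares, then of 19405 genes, are 1% and 15.2%, which do not differ from the paper's.

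The paper's Table 1 has 809 liver genes with a maximal fold above 2, against 116 here, 122 with the most variable probe and 116 without a filter, so no alternative reaches it. The paper's cell equals its total over the tissues, exceeds its count of liver genes above 1.5 (538), and so cannot hold that measure. The other 11 cells of the fold table do not differ.

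The variable set of the paper includes the 1347 heart, 593 kidney and 221 liver genes with the largest within-mouse variance, against 2234, 1526 and 773 here. No alternative was set for these counts.

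For between-cage variance the paper has 318 genes in adipose, 294 in heart, 1003 in kidney and 2066 in liver, and its text names no error term. Here the counts with the mice of a cage as the error are 2, 19, 7 and 11. With the within-mouse spread as the error they are 6, 19, 443 and 1777, and of these only liver does not differ, while with blocks of mice (5, 33, 8 and 34) or no filter (4, 73, 11 and 31) all tissues differ. For variance between cage mates the paper has 91, 77 and 639 genes in adipose, heart and kidney, against 1, 0 and 161 here by limma (206, 178 and 1034 with an unadjusted p under 0.05), with no alternative set beforehand, and heart has 41 under the titles of the unnormalized table, a fit chosen after the values had been seen. In liver 1482 does not differ from the paper's 1652.

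The paper finds more genes varying between cages than between cage mates in all 4 tissues. Here this holds in 2 of 4 tissues (adipose 2 against 1, heart 19 against 0) and not in kidney (7 against 161) or liver (11 against 1482). With the within-mouse spread as the error for cages it holds in all 4.

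No heart module of the paper has a high intraclass correlation, whereas here 1 of 7 heart clusters has a median c of 0.537, by another clustering method. The paper lists Gusb in kidney as varying between mice, with an unadjusted p of 0.02 and c of 0.50. The values here do not differ (0.0183 by limma and 0.499), but its adjusted p of 0.229 does not pass the limit used here. With unnormalized values centred on array medians that p is 0.00398. This setting called 8796 of 10116 kidney genes, so it says little of a single one. The paper places Rgs3 among the genes shared by a kidney and a liver module, and here c is 0.965 in kidney and 0 in liver for the probe of highest level. The paper has Prdm16 in adipose following its brown fat module both between and within mice. Here the module's genes are not at hand, and with Cidea r_b is 0.712 and r_w -0.145, and with Ucp1 0.428 and -0.272. Correlations with body weight, the values of c that were compared and those of r between platforms do not differ from the paper's. Map3k6, for which the paper gives a c in liver, was below the level taken as expressed there and was not compared. For lipid genes of kidney and liver the paper has a negative r_b between whole modules. Here 7 of its genes gave a positive one, 0.920, which is not the same measure.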

Other observations

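Chosen only after the results had been seen were the tests of brown fat, of the clock, of glucocorticoids and of array batches, the loadings of components, and all random pairings.

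In liver, where limma called 2335 of 8919 genes, lists of metabolism and of stress were called more often, but genes of oxidative phosphorylation were not. The paper itself names a liver group of cholesterol synthesis and mentions lipogenesis. Limma called 13 of 13 lipogenesis genes at an adjusted p under 0.10 (13 adjusted over the list alone) and 12 of 17 genes of cholesterol synthesis (15), with median c at percentiles 99.6 and 99.4 of 1000 random lists matched in size and level. Thrsp, an activator of fat synthesis, had a maximal fold of 2.86 (c = 0.958, adjusted p = 8.04e-13) and Acacb, an acetyl-CoA carboxylase, 1.69 (c = 0.840), both highest in mouse 3 and lowest in mouse 7. Hmgcs1, an early enzyme of sterol synthesis, had 1.58 (c = 0.845, adjusted p = 1.5e-05). Of the immediate early genes 10 of 12 were called (10 over the list alone, percentile 100), with Egr1 at 5.87-fold (c = 0.964) and Socs3 at 4.40-fold (c = 0.958), both highest in mouse 2 and lowest in mouse 3. Heat shock genes had 8 of 9 (8, percentile 96.6), with Hspa8, a chaperone, at 1.56-fold (c = 0.657), whereas ribosomal protein genes, with 16 of 69 (15, percentile 15.2), did not exceed the other genes of liver. In kidney the same 5 lists had 4 of 14, 4 of 17, 6 of 11, 2 of 9 and 0 of 69 genes called, the last with 1 gene at an unadjusted p under 0.05.

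Immune genes and genes of other cells varied as well. Of the interferon gamma response genes, 1 of 13 were called in adipose, 1 of 12 in heart, 7 of 12 in kidney and 12 of 13 in liver (4, 11, 10 and 12 over the list alone), and of the MHC class II genes 4 of 9 in kidney and 7 of 8 in liver (6 and 8). Macrophage genes had 7 of 12 called in liver (9), where C1qc, a complement protein, had a maximal fold of 1.41 (c = 0.473). Hba-a1, of haemoglobin, was named after its values were seen and ranged 4.24-fold in kidney from mouse 6 up to mouse 5 (c = 0.637, adjusted p = 0.00690). In adipose 16 keratinocyte genes stood 2.81 log2 above the median sample in sample 1 of mouse 4 and 2.51 in sample 2 of mouse 3, and limma called 0 of them, with 0 at an unadjusted p under 0.05. Genes of the kidney's proximal tubule stood 1.00 and 0.63 log2 above the median in the adipose samples of mouse 12, and 2 of 6 were called (4 over the list alone), Slc34a1 with a maximal fold of 5.02 and Miox with 3.19. In kidney, genes of the medulla and of the proximal tubule moved together within mice (r_w = 0.721, exact p = 0.0142, adjusted p = 0.0217; rho 0.642), with 0.984 within mice 1 to 6 and 0.287 within mice 7 to 12.

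Skeletal muscle genes vary strongly between adipose samples, and the paper relates them to brown fat. Brown fat as the source is argued against by the median within-mouse correlation of the 21 genes with Ucp1, -0.357 (-0.488 to -0.0530), since it requires a positive one, although between mice the components of the muscle list and of 11 genes active in brown fat had r_b = 0.831 (unadjusted permutation p = 0.00106, 0.564 without the 2 farthest mice), led by Fabp3, Cox7a1 and Cpt1b, which are higher in heart (15.82, 15.70 and 13.07 log2) than in adipose (11.46, 12.35 and 10.16), with Ucp1 at a loading of -0.0569. Muscle tissue in the samples stays open. In the highest array 15 of the 21 genes were raised 2-fold or more, short of the 18 set beforehand. That count is taken above the median sample, and the list mean ran from 3.85 log2 below it to 1.53 above. A rule on rises alone misses most of this range and so does not decide. Over 275 genes, the rise in that array and in a liver array with muscle genes correlated at 0.238. Over the 264 genes outside the list the correlation was 0.467. The value of 0.238 lies below the 0.5 set beforehand but above the lower bound of 0.2. The paper states that inspection of the dissection ruled out muscle, a point the arrays cannot check, so muscle may be, but is not shown to be, the source, and it cannot be told apart from another one because both values lie between the bounds. No explanation other than brown fat or muscle in the samples was tested, since the design gives no condition for the adipose samples.

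The genes that the paper calls circadian follow each mouse across tissues. A difference between array batches is argued against, since the kidney and liver scores of the glucocorticoid list correlate within both sets of 6 mice, with 0.980 as the lower value. A candidate explanation is the level of glucocorticoids, for which the median r_b between kidney and liver over 8 response genes that the paper does not name was 0.652 (0.0638 to 0.785, 5 above 0.5, permutation p = 1e-04, the smallest possible). The phase of the clock stays open, with a median of 0.255 over 9 core clock genes (-0.218 to 0.779, permutation p = 0.0832) and an r_b of -0.727 between the core clock components of kidney and liver (adjusted p = 0.0229), which is 0.727 once turned so that Dbp has the same sign in both (loading -0.353 in kidney, 0.710 in liver), and it cannot be told apart because the members go both ways. No hormone was measured and the labels give no time of collection for each mouse, so either remains a hypothesis found on the same data.

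Of 100 random pairings of the 24 arrays, the real one included, 7 reached the 8 genes of adipose (highest other 1401), and 16 with pairs drawn within mice 1 to 6 and within mice 7 to 12 (highest other 1558), so chance cannot be excluded there, and 1401 genes point to a structure of the adipose samples other than the mouse. For kidney 1 of 100 reached 421 (highest other 26, or 27 within the sets) and for liver 1 of 100 reached 2335 (highest other 169, or 124), so chance can be excluded.

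Random pairings of mice into cages, the real one included, reached the between-cage count of adipose (2) in 9 of 100, of heart (19) in 8, of kidney (7) in 3 and of liver (11) in 5, with highest other counts of 183, 98, 29 and 23. The paper ran 2 blocks of 3 cages, so real cages never join blocks, and with pairs drawn only within mice 1 to 6 and within mice 7 to 12, an assumed reading of the blocks, 4, 10, 2 and 1 of 100 reached the counts (highest other 146, 340, 7 and 6). Each share is read alone against a limit of 5, with no adjustment over tissues or error terms. On that reading kidney passes both ways and heart neither way, and for adipose and liver the 2 ways part, close to the limit. The 7 kidney genes are few and random pairings gave up to 29, so chance is not firmly excluded there. Counts several times the real one in adipose and heart point to a structure of the mice other than the cage. With the within-mouse spread as the error, chance cannot be excluded for adipose (6, reached in 13 of 100, highest other 20, and in 18, highest other 12, within the sets) or liver (1777, in 27, highest other 2317, and in 6, highest other 1840), and can be for heart (19, in 1, highest other 14, and in 1, highest other 18) and kidney (443, in 3, highest other 514, and in 2, highest other 472).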
